# Genome-Wide Analyses of Gene Expression during Mouse Endochondral Ossification

**DOI:** 10.1371/journal.pone.0008693

**Published:** 2010-01-13

**Authors:** Claudine G. James, Lee-Anne Stanton, Hanga Agoston, Veronica Ulici, T. Michael Underhill, Frank Beier

## Abstract

**Background:**

Endochondral ossification is a complex process involving a series of events that are initiated by the establishment of a chondrogenic template and culminate in its replacement through the coordinated activity of osteoblasts, osteoclasts and endothelial cells. Comprehensive analyses of *in vivo* gene expression profiles during these processes are essential to obtain a complete understanding of the regulatory mechanisms involved.

**Methodology/Principal Findings:**

To address these issues, we completed a microarray screen of three zones derived from manually segmented embryonic mouse tibiae. Classification of genes differentially expressed between each respective zone, functional categorization as well as characterization of gene expression patterns, cytogenetic loci, signaling pathways and functional motifs both confirmed reported data and provided novel insights into endochondral ossification. Parallel comparisons of the microdissected tibiae data set with our previously completed micromass culture screen further corroborated the suitability of micromass cultures for modeling gene expression in chondrocyte development. The micromass culture system demonstrated striking similarities to the *in vivo* microdissected tibiae screen; however, the micromass system was unable to accurately distinguish gene expression differences in the hypertrophic and mineralized zones of the tibia.

**Conclusions/Significance:**

These studies allow us to better understand gene expression patterns in the growth plate and endochondral bones and provide an important technical resource for comparison of gene expression in diseased or experimentally-manipulated cartilages. Ultimately, this work will help to define the genomic context in which genes are expressed in long bones and to understand physiological and pathological ossification.

## Introduction

Endochondral ossification (EO) is the process through which the axial and appendicular skeletal elements form via a transient cartilaginous intermediate [1], [2]. The development of temporary cartilage involves the differentiation of mesenchymal precursor cells along the chondrogenic lineage. The different stages of this developmental program occur in a well-defined region, known as the growth plate [3]. In the growth plate, chondrocytes progress through each step of their life cycle in a spatial pattern where cell morphology correlates with the temporal progression of chondrocyte maturation. The region nearest to the end of the bone is the outermost growth plate zone or resting zone. Chondrocytes in this zone appear small and rounded and likely provide the cellular pool for both future articular chondrocytes and chondrocytes undergoing the subsequent stages of growth plate differentiation. The proliferative zone of the growth plate lies adjacent to the resting zone and is populated with actively dividing chondrocytes arranged in characteristic columns of disc-shaped cells. Upon completion of the proliferative period, chondrocytes mature to hypertrophic chondrocytes, which, as their name suggests, are enlarged cells that constitute the hypertrophic zone. When chondrocytes terminally differentiate, they undergo apoptosis, leaving behind a calcified extracellular matrix (ECM) that is remodeled and degraded by invading blood vessels, osteoprogenitor cells and bone-resorbing cells. This coordinated developmental process of chondrocyte proliferation and differentiation is ultimately responsible for longitudinal bone growth and the final length of mature bone.

During early postnatal life, areas of secondary ossification form in the epiphyseal ends of the long bones. Similarly to the process of primary ossification described above, this process consists of chondrocyte hypertrophy, mineralization, vascular invasion and ultimately replacement of cartilage by bone. The growth plate persists between primary and secondary ossification center and continues to direct longitudinal growth of endochondral bones.

Numerous molecular markers characterize the central stages of the chondrocyte life cycle. Chondrogenesis is typified by the expression of Sox transcription factors 5,6 and 9 [1], [4]. Proliferating chondrocytes synthesize an ECM composed mainly of collagen II and aggrecan, among others, while the central ECM molecule expressed in hypertrophic cartilage is collagen X [5]. Factors expressed at the chondro-osseous junction regulate chondrocyte apoptosis and mineralization of the cartilaginous ECM. Late hypertrophic chondrocytes express factors that promote angiogenesis, bone deposition and the secretion of bone-specific cell ECM. These factors include *Vegf* (vascular endothelial growth factor), *Mmp13*(matrix metalloproteinase 13), *Mmp9* and *Ibsp* [6]–[12]. Additional markers of the osteoblast and osteoclast phenotype, including core-binding factor alpha 1/runt-related transcription factor 2 (*Cbfa1*/*Runx2*), acid phosphatase 5, tartrate resistant (*Acp5*) and tumor necrosis factor (ligand) superfamily, member 11 (*Tnfsf11*; RANKL/receptor activator of NF-kappaB ligand) are upregulated in hypertrophic cartilage and cells in the zone of ossification [13], [14].

Generally, gene expression in growth plate chondrocytes is studied by immunohistochemistry, *in situ* hybridization or by isolating cells from various sources including cell lines and primary cell cultures; however, only a few studies have quantified global gene expression in the context of the whole growth plate or as a function of its constituent zones. Studies typically investigate gene expression by using cell lines [15]–[17], isolated early-stage limb mesenchyme [18], whole growth plates [19], or laser-capture microdissection, which requires fixation and decalcification protocols, and sectioning to evaluate gene expression in specific regions of the growth plate [20]–[23]. While all of these approaches have yielded important insights, each suffers from some disadvantages. Currently used *in vitro* approaches have been instrumental in the systematic characterization of both general growth plate trends and the expression of genes in different cell populations of the growth plate, but the physiological context is at times compromised by experimental manipulation. Several studies have investigated the effects of such manipulations on gene expression in chondrocytes and attempted to preserve tissue structure and gene expression [24]–[27]. Cell culture models are, however, limited in their ability to maintain the physiological cell-cell and cell-matrix interactions occurring in the intact growth plate. Similarly, the micromass culture system, which is able to better recapitulate the three-dimensional context of chondrocyte differentiation, suffers from other unfavorable factors such as cellular heterogeneity and the effects of enzymatically disrupting cells and the absence of spatial architecture. The advent of laser capture microdissection permitted the isolation of individual cell populations directly from the growth plate, but can produce spurious results since tissue processing affects tissue integrity and can alter the detection of some expressed genes [24], [28]. In addition, no microarray studies on laser capture microdissection of prenatal mouse cartilage have been described to our knowledge.

Consequently, the objectives of the current study were three-fold: 1. to examine differential gene expression between different zones of embryonic tibiae using manual microdissection; 2. to identify key functional categories associated with individual zones; 3. to evaluate this system in the context of our previously used micromass culture system [29]. This will provide an in-depth assessment of the suitability of three-dimensional cell culture models for temporal and spatial gene expression patterns in cartilage.

## Methods

### Ethics Statement

All animal studies were approved by the Animal Use Subcommittee of the Council of Animal Care at the University at Western Ontario.

### Animals and Manual Growth Plate Microdissection

Tibiae derived from four litters of CD1 mice (Charles River) staged at embryonic day 15.5 (E15.5) were isolated and manually separated into three segments based on morphological criteria (Figure 1A, left panel); each litter represented one independent experiment. Starting at either extremity, the region corresponding to approximately the first third of the bone was segmented and designated zone I, which contains both proliferating and resting cells. The next zone corresponding to the second third of the bone was named Zone II and contains mostly prehypertrophic and hypertrophic chondrocytes. The final zone, zone III, constitutes both the most mature hypertrophic chondrocytes and the mineralized portion of the tibiae.

**Figure 1:**
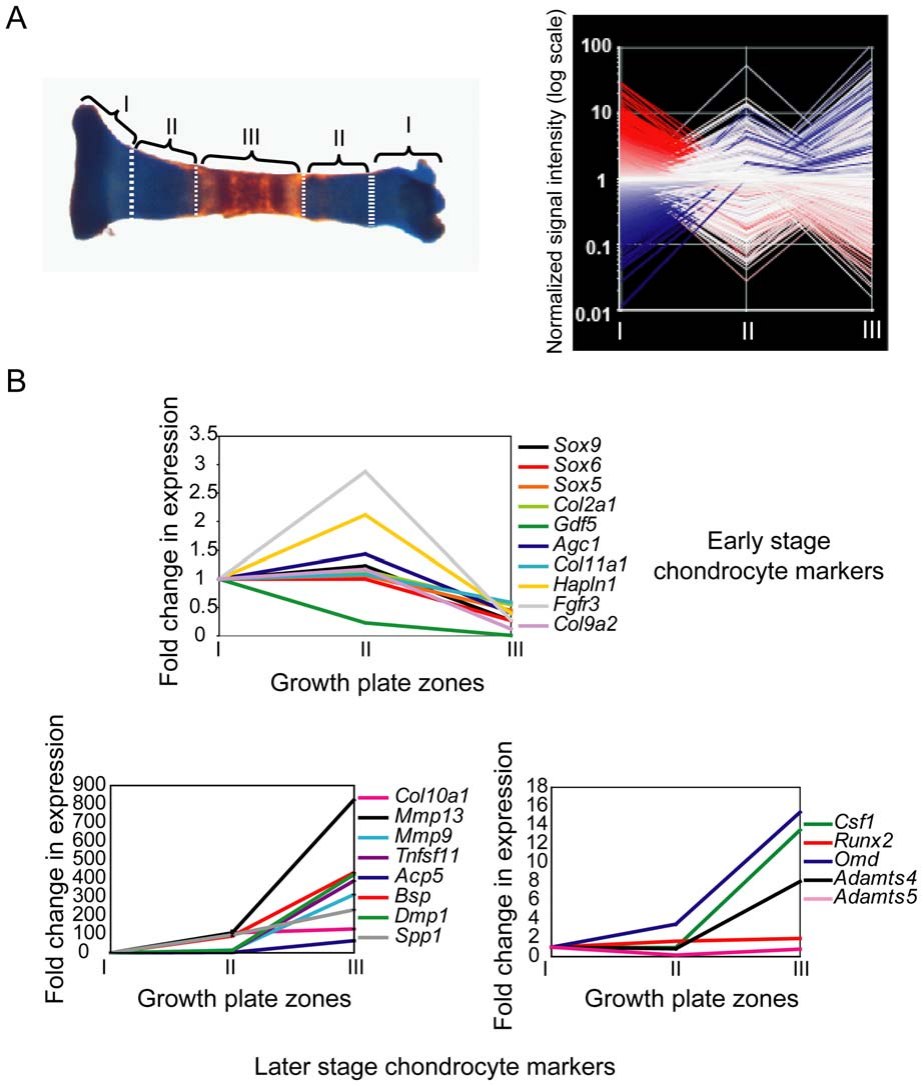
Tibia microdissection and microarray analysis of microdissected zones. Tibiae from 15.5 day old mouse embryos were dissected into three segments called zones I, II and III. Striated lines indicate location of manual segmentation (A, left panel). Growth plate segments for each zone were pooled and total RNA was isolated and hybridized to Affymetrix MOE 430 2.0 chips containing 45 101 probe sets. This experiment was repeated in quadruplicate (A, right panel). Red lines denote probe sets with increased expression in zone I relative to the baseline signal intensity and blue lines denote probe sets that are decreased relative to the baseline signal intensity. White lines represent genes expressed near the baseline intensity. Growth plate microdissection reveals expected expression profiles for established markers of endochondral bone formation. (B) Microarray expression profiles for chondrocyte differentiation sox family members 5, 6 and 9, (*Sox- 5, 6 and 9*), collagen 2 (*Col2a1*), growth differentiation factor 5 (*Gdf5*), aggrecan 1 (*Agc 1*), collagen XI alpha 1 (*Col11a1*), hyaluronan and proteoglycan link protein 1 or cartilage link protein 1(*Hapln1*), fibroblast growth factor receptor 3 (*Fgfr3*) and collagen IX alpha 2 (*col9a2*) are shown (top panel). Late-stage markers of endochondral ossification exhibiting large increases in gene expression in zone III include collagen X (*Col10a1*), matrix metalloproteinase 13 (*Mmp13*), matrix -metalloproteinase 9 (*Mmp9*), tumor necrosis factor (ligand) superfamily, member 11 or receptor activator of NF-kappaB ligand (*Tnfsf11*), acid phosphatase 5, tartrate resistant (*Acp5*), integrin binding sialoprotein (*Ibsp*), dentin matrix protein (*Dmp1*) and osteopontin (*Spp1*) (bottom left panel). Expression profiles for later stage markers that exhibit more moderate increases in zone III included colony stimulating factor 1 (*Csf1*), runt related transcription factor 2 (*Runx2*), osteomodulin (*Omd*), a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 4 and 5 (*Adamts4, Adamts5*) (panel, right panel).

### RNA Isolation, Microarray Analysis and Quantitative Real-Time Polymerase Chain Reaction

Growth plate segments from zone I, II and III were pooled for all animals within one litter. Total RNA was immediately isolated using Qiazol lysis reagent and RNEasy Mini Kit columns (Qiagen) according to the manufacturer's protocol as described [30], [31] RNA quantity and integrity was assessed using the RiboGreen RNA Quantitation Kit (Molecular Probes), and samples were processed and hybridized to the Affymetrix MOE430 2.0 mouse genome chips at the London Regional Genomics Facility. All data is MIAME compliant and the raw data has been deposited in a MIAME compliant database (GEO). The microdissected microarray data set is archived in the gene expression omnibus repository (GEO accession: GSE7685). Quantitative real-time polymerase chain reaction (qRT-PCR) amplification was completed using the ABI Prism 7900 Sequence Detection System (Applied Biosystems). Triplicate reactions were executed for each sample of each of four independent trials. TaqMan one-step master mix kit (Applied Biosystems) and gene-specific target primers and probes were used for amplification. TaqMan GAPDH control reagents for house-keeping gene Glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*, forward primer 5′-GAAGGTGAAGGTCGGAGTC; reverse primer 5′-GAAGATGGTGATGGGATTTC; probe JOE-CAAGCTTCCCGTTCTCAGCC-TAMRA) were used as an internal amplification control. Integrin-binding sialoprotein *(Ibsp)*, dentin matrix protein (*Dmp1*), cyclin-dependent kinase 1c, (*Cdkn1c*), *Col2a1*, Indian hedgehog (*Ihh)* and *Sox9* were assayed using the TaqMan® gene expression assays in accordance with the manufacturer's directions. Amplified transcripts were quantified using the standard curve method, and the relative transcript abundance was determined by calculating the quotient of the gene of interest and equivalent *Gapdh* values. Fold changes in expression were calculated relative to zone I. Statistical significance was determined by one-way ANOVA analysis and a Bonferroni's multiple comparison Test. P-values less than 0.05 were deemed significant.

### Data Analysis

Microarray data was pre-processed using the GC (guanine and cytosine) Robust Multi-chip Averaging (RMA) algorithm in Genespring GX*. Expression values were further filtered by retaining only those probe sets with expression values of at least 50 in at least 25% of all conditions, thus generating a list of 22 497 probe sets. Subsequent zone comparisons from the microdissected tibiae data set (MD) were filtered using a 1.5-fold change threshold that produced lists of 6185, 8134 and 7220 probe sets for the zone I vs. II, II vs. III and zone I vs. III, respectively (Table 1).

**Table 1:** Microarray analysis of microdissected embryonic growth plates.

Specifications	Probe sets I vs. II	Probe sets II vs. III	Probe sets I vs. III
Total number of probe sets	45101	45101	45101
Significantly expressed	22497	22497	22497
1.5 fold change	6185	8134	7220
5 fold change	474	937	766
10 fold change	170	366	288
1.5 fold upregulated	3433	4005	3678
5 fold upregulated	317	262	305
10 fold upregulated	102	87	115
1.5 fold downregulated	2752	4129	3542
5 fold downregulated	157	675	461
10 fold downregulated	68	279	173

The same data set was normalized in parallel using RMA using RMAEXPRESS software v.0.4.1 developed by B. Bolstad, University of California, Berkeley [32]. Background adjustment and quantile normalization parameters were selected for data processing. Logarithmically transformed expression values were used to implement Gene Set Enrichment Analysis (GSEA).

The micromass culture data set (MM) [29] (GEO accession: GSE2154) was similarly processed for comparative studies. After discarding poorly expressed probe sets, a list of 13 185 probe sets was obtained. Additionally, analogous comparisons involved day 3 vs. 9, day 9 vs. 15 and day 3 vs. 15 lists which contained 3828, 2005 and 5580 probe sets, respectively, upon being filtered using a 1.5-fold change filter (Table 2).

**Table 2:** Comparisons between microdissected and micromass arrays.

Classifications	Probe set number
Total number of probe sets	45101
Probe sets expressed in MD*	22497
Probe set expressed in MM**	13185
Probe sets common to both lists	11806
Probe sets only found in MM	1379
Probe sets only found in MD	10691
Probe sets in 3 vs. 9	3828
Probe sets in 9 vs. 15	2005
Probe set in 3 vs. 5	5580
Probe sets found in 3 vs. 9 AND I vs. II	1323
Probe sets found only in 3 vs. 9	2505
Probe sets found only in I vs. II	4862
Probe sets found in 9 vs. 15 AND II vs. III	886
Probe sets found only in 9 vs. 15	1119
Probe sets found only in II vs. III	7248
Probe sets found in 3 vs. 15 AND I vs. III	2037
Probe sets found only in 3 vs. 15	3543
Probe sets found only in I vs. III	5183

note: fold changes include genes that are both up and downregulated.

* microdissected tibiae data set.

** micromass culture data set.

### Gene Ontology Annotations

Probe set lists composed of I vs. II, II vs. III and I vs. III zone comparisons exhibiting at least 1.5-fold changes in gene expression between each respective condition were used as inputs for Genespring GX Gene Ontology annotations.

### Gene Set Enrichment Analysis (GSEA)

The GSEA algorithm was implemented with GSEA v2.0 software [33], [34]. Ranked expression lists were derived from RMAEXPRESS and GeneSpring GX® 7.3.1. Briefly, the GSEA algorithm ranks all array genes according to their expression under each experimental condition. The resulting ranked metric score (RMS) is therefore a function of the correlation between a gene's signal intensity, the experimental conditions in question and all other genes in the data set. Enrichment score (ES) are then calculated for *a priori* gene lists or gene sets that are associated with a particular molecular classification. In our analysis, gene sets were created from different functional groupings, molecular classifications, tissues, and other microarray screens [35]. Ranked enrichment scores (RES) that determine the extent to which individual genes from a gene set are represented at the extremes of the ranked gene list are then calculated. Specifically, these values are obtained by walking along the ranked list using a cumulative sum statistic which increases when a member of a particular gene set is found in the ranked gene list and zone and is coordinately penalized when it does not appear in the gene set. A null distribution of ES is subsequently generated by permutation filtering to evaluate the statistical significance of the observed RES values. Permutation filtering randomly assigns the experimental conditions or class labels (i.e., I vs. II) to the different microarray samples. After this procedure has been repeated for each gene set, the ES are normalized (NES) to account for differences in gene set size. The false discovery rate (FDR) is then calculated relative to the NES values to determine the false-positive rate. Significant FDR and p-values were defined as less than 25% and 0.001, respectively, in accordance with GSEA recommendations.

### Gene Set Creation

#### User defined gene sets

Gene sets were generated using the probe set search tool and the molecular function class of Gene Ontology annotations in GeneSpring GX. Additional gene sets were created using lists from pair-wise comparisons between day 3 and 9, day 9 and 15 and day 3 and 15 of a previously generated micromass data set ([29], Table 3). A total of 3828, 2005, 5183 probe sets showing a minimum 1.5-fold change in gene expression were used for the 3 vs. 9, 9 vs. 15 and 3 vs. 15 lists. Probe set redundancy was eliminated in all gene sets using the CollapseDataset function in the GSEA program. All probe set identifiers were converted to the Human Genome Organization (HUGO) annotations. Probe sets lacking corresponding HUGO annotations were excluded from the analysis. Default parameters were used to execute the analysis and median values taken to represent the range of duplicated probe sets for a given gene. A total of 90 user-defined gene sets were generated from GeneSpring-derived annotations for various molecular classifications.

**Table 3:** Gene sets used in GSEA.

Category name	Number of genes	Category name	Number of genes
Adipose	70	Fkbp	33
Apoptosis	39	Igf	48
Bone	116	Cart 2	299
Cartilage	28	Cart 3	352
Catalytic	245	Liver 1	260
Chaperone	81	Liver 2	260
Chemokine	31	Blood	111
Chromatin Hdac	24	Protease 1	269
Cyclin	225	Protease 2	269
Cytokine	127	Phosphatase	473
1 Dnabind	500	Dusp	20
2 Dnabind	448	Kinase 1	499
Ecm	228	Kinase 2	499
Electron Transp	40	Kinase 3	227
Gf Receptor	327	Integrin Rel	173
Gluconeogen	31	Brain Rel	379
Growth Factor	106	Hepatocyte	19
Gtpase Activator	46	Obl Oclast	16
Gtpase Activ	73	Interleukinrelated	175
Heparin Bind	37	Rgs Related	44
Hormone	75	Caspase Related	47
Muscle	198	Creb Atf3	32
Neg Apoptosis	50	Nuclear Receptor	138
Oncogene	154	Nuc Hormone Receptor	55
Pos Apoptosis	79	Pzhorton.Farnum	413
Related Apoptosis	311	Hzhorton.Farnum	407
Structure	151	3 vs. 9 1	495
Sugar Bind	104	3 vs. 9 2	495
Tf Activ	56	3 vs. 9 3	495
Tf Repress	55	3 vs. 9 4	495
Tgfb	45	3 vs. 9 5	495
Tnf Receptor	69	3 vs. 9 6	276
Tumor Suppressor	48	9 vs. 15 1	497
Wnt	53	9 vs. 15 2	497
Actin Cytoskel	38	9 vs.15 3	497
Angiogen	57	9 vs. 15 4	39
Bmprelated	62	3 vs. 15 1	497
Cytoplasm	411	3 vs. 15 2	497
Erk Related	40	3 vs. 15 3	497
Fgf Related	64	3 vs. 15 4	497
Membrane	260	3 vs. 15 6	497
Mapkrelated	267	3 vs. 15 5	497
Metabolism	196	3 vs. 15 7	497
Nucleus 1	494	3 vs. 15 8	462
Nucleus 2	494		
Nucleus 3	510		

#### Gene sets from the Molecular Signature Database

To provide an unbiased assessment of the similarities between the micromass (MM) and microdissected (MD) data sets, enrichment of specific cytogenetic loci, molecular pathways and regulatory motifs in different zones of the growth plate, we used the GSEA algorithm in combination with gene sets available from the GSEA Molecular Signature Database (MgSigDB) (http://www.broad.mit.edu/cancer/software/gsea/msigdb/msigdb_index.html). The c1 = chromosomal location, c2 = functional, c3 = motifs gene sets were used. Specifically, the c1 is composed of 325 gene sets containing information about the cytogenetic locations of HUGO and Unigene annotated genes. The c2 data set is a curated, 1137 gene set matrix containing information about specific biological, metabolic and signaling pathways as gene ontologies, chemical and genetic perturbations, disease phenotypes and animal models. Microarray screens published in the biomedical literature were additionally included in the c2 gene set. The c3 matrix contained 173 gene sets containing functional motifs conserved in the human, mouse, rat and dog genomes including putative transcription factor binding sites from TRANSFAC, a transcription factor binding site search program and data base, candidate motifs and microRNA target sequences. Results with a p<0.001 and FDR<0.25 are shown.

## Results and Discussion

### Transcriptional Profiling of Embryonic Growth Plate Zones and Data Validation

The embryonic tibia is composed of several morphologically distinct zones that mirror the different phases of the chondrocyte life cycle. To elucidate the correlation between morphological differences in growth plate regions and their corresponding gene expression patterns, we isolated tibiae from E15.5 day old mouse embryos. Tibiae were manually divided into three zones (Figure 1A, left panel). 

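Gene expression was measured in zones I, II and III of the tibia of CD1 mouse embryos at embryonic day 15.5. Each zone was hybridized to 4 arrays, 12 in all, and the arrays of a zone carry the letters A to D. The paper pooled the RNA of a zone within a litter and used 4 litters, each as a separate experiment, so n = 4 counts litters and not single embryos. Each Affymetrix MOE 430 2.0 array holds 45101 probe sets, of which 64 are controls. The deposited table holds linear signal intensities whose lowest value per array lies between 0.012 and 0.028 and whose highest lies between 4958 and 8019. The mean signal after trimming 2% of the values at each end was 150.0 on every array, so the authors' values had been scaled to 1 common mean, as MAS 5.0-type signals are. The paper names GCRMA in GeneSpring GX and RMA with quantile normalization in RMAExpress, and the submitters' processing notes name RMA. Signals scaled to a common mean are not what these methods give, and the algorithm behind the deposited values is not given in the sources used here. The median signal per array was 32.4 to 43.3, and 18407 to 21170 probe sets per array had a signal of at least 50. Signals were taken to log2 with nothing added, and probe sets with a mean signal of at least 50 in at least 1 zone were kept, control probe sets left out. limma compared the zones 2 at a time in 1 fit over the 12 arrays, and every difference is given as the later zone minus the earlier zone. A probe set was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold, and a member of a gene list was counted as rose or fell at the same adjusted p, with 1 probe set per gene. A fold against a signal far under 50 depends on the background. Fixed lists of genes, 36 in number, were tested with limma's camera on the median of each gene's probe sets, adjusted over 108 list tests, and the number of arrays limits the precision of every value.

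The arrays went through 3 fluidics runs of 4 arrays each on 1 day, and every run held all 3 zones, so the zones were also compared with the run as a block and within each run. The 3'/5' signal ratio of the Gapdh control probe sets was 1.25 to 1.76 on the arrays of zones I and II and 1.98 to 2.28 on those of zone III. The same ratio for the actin control ran the other way, at 2.09 to 3.23 in zones I and II and 1.70 to 2.02 in zone III. The median log2 difference over all genes was −0.09 from zone I to II, 0.10 from zone II to III and 0.00 from zone I to III. With the arrays centred on ribosomal protein genes these medians were −0.44, 0.62 and 0.17, and with quantile normalization 0.01, −0.06 and −0.04.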

RNA samples from each zone were subsequently isolated and hybridized to Affymetrix MOE 430 2.0 arrays for microarray analysis. Upon completion of all data processing, we obtained a list of 22 497 probe sets expressed in at least one zone (Table 1, Figure 1A, right panel).

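The 10 early chondrocyte markers of Fig. 1B, such as Sox9 and Col2a1, and 11 of its 13 late stage markers, such as Col10a1 and Mmp13, had a probe set with a mean signal of at least 50 in at least 1 zone. Spp1 and Runx2, a bone matrix protein and a transcription factor of bone cells, have no probe set named by that symbol alone in the annotation used here, and no value is given for them. In all, 22255 probe sets passed this filter, or 22304 with 49 control probe sets, and those named by 1 symbol represent 11847 genes. The paper kept values of at least 50 in a share of its conditions, which was taken here as a mean of at least 50 in at least 1 of the 3 zones.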

To confirm the expression of established markers of endochondral ossification found in our array to the literature, we first examined our microarray data sets for the expression of early stage chondrocyte markers such as Sox family members 5,6 and 9 (*Sox5,6* and *9*), *Col2a1*, growth differentiation factor 5 (*Gdf5*), *Agc 1*, *Col11a1*, *Hapln1*, *Fgfr3* and *Col9a2* (Figure 1B, top panel). Overall, these markers exhibited expected and consistent expression patterns in that higher expression occurred in zone I and lower expression occurred in zone III. 

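All 10 early chondrocyte markers fell from zone I to zone III (10 fell adjusted over the list alone), and all 10 fell from zone II to zone III (10 fell adjusted over the list alone). Sox5, a transcription factor that acts with Sox6 and Sox9 in chondrocytes, had a signal of 543 ± 104 in zone I, 378 ± 38.5 in zone II and 24.6 ± 9.83 in zone III (mean ± SD, n = 4 arrays), a 22.9-fold fall from zone I to III (limma, adjusted p = 1.8e-08). Gdf5, a growth factor of forming joints, fell at each step, from 372 ± 82.8 to 120 ± 24.0 and 24.9 ± 2.97. Col9a2, a chain of the collagen on the surface of cartilage fibrils, fell 5.38-fold from zone I to III (adjusted p = 2.2e-07 from limma), and Sox6 fell 3.74-fold. The smallest fall was that of Col11a1, another cartilage fibril collagen, at 1.30-fold (limma, adjusted p = 0.00907). Of the 10 markers, 4 rose from zone I to zone II, 1 fell and 5 did not pass the test, with the same counts adjusted over the list alone. The 4 that rose were Hapln1, which links aggrecan to hyaluronan (log2 difference 0.85 ± 0.15 SE), the growth factor receptor Fgfr3 (0.79 ± 0.13), aggrecan itself (Acan, 0.57 ± 0.14) and Col11a1 (0.34 ± 0.10), and Gdf5 was the marker that fell. The study chose these markers, so the counts are not independent evidence of a direction. As a list they shifted from zone I to III with an adjusted p of 9.0e-08 from camera (adjusted p = 0.0561 with an estimated correlation) and from zone II to III with 1.2e-08 (adjusted p = 0.0561 with an estimated correlation), and from zone I to II the list gave 0.0524, or 0.0477 with the fluidics run as a block (adjusted p = 0.32 with an estimated correlation). The rise from zone I to II no longer passed for Acan with quantile normalization (0.26, limma adjusted p = 0.19) or ribosomal centring (0.21, adjusted p = 0.22), for Fgfr3 with ribosomal centring (0.43, adjusted p = 0.0686) and for Col11a1 with either (0.03, adjusted p = 0.82, and −0.01, adjusted p = 0.93). Col11a1 also lost this rise with only the 8 arrays of the 2 zones (0.34, limma adjusted p = 0.0601). Other calls were gained at that step: Col9a2 (0.39, limma adjusted p = 0.0767) passed as a rise with the fluidics run as a block (0.49, adjusted p = 0.0187), with median centring (0.58, adjusted p = 0.0152) and without zone I array B (0.56, adjusted p = 0.00647), Sox5 (−0.51, adjusted p = 0.0903) passed as a fall in 4 settings, such as ribosomal centring (−0.86, adjusted p = 0.0142), and Sox6 passed as a fall with ribosomal centring (−0.66, adjusted p = 0.0412). With ribosomal centring Col11a1 also lost its falls from zone I to III (−0.22, limma adjusted p = 0.15) and from zone II to III (−0.20, adjusted p = 0.12). For Sox5 in zone III, 1 array (C) read 39.3 against 19.0 to 20.4 on the other arrays.

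**Figure D1:**
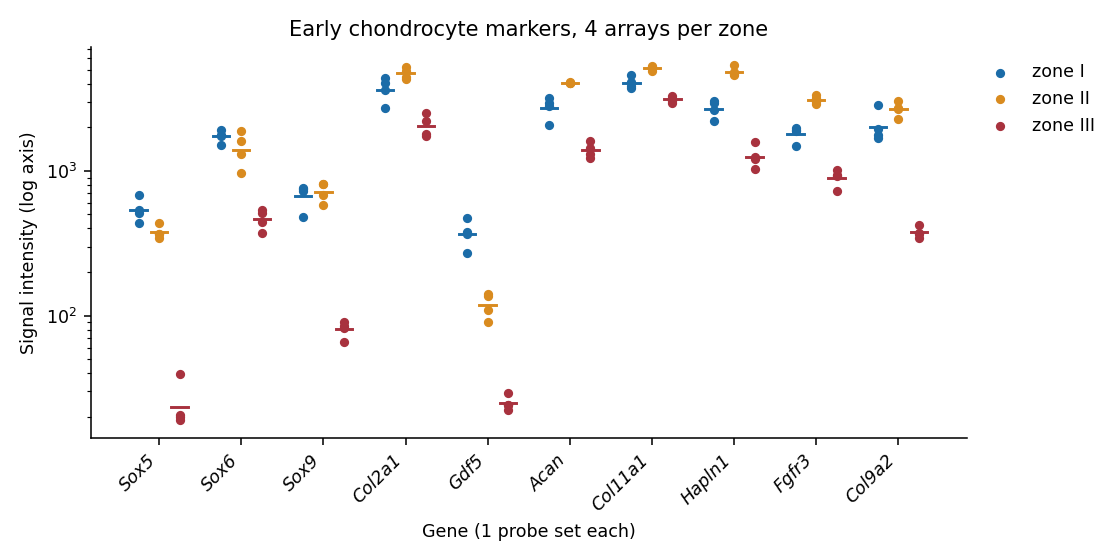
Signal intensity of the 10 early chondrocyte markers on a log axis, 1 probe set per gene on the horizontal axis, with a dot for each of the 4 arrays of zone I (blue), zone II (orange) and zone III (red) and a short line at the geometric mean. Zone III lies lowest for each marker, while 4 markers rose from zone I to zone II, of which Acan, Fgfr3 and Col11a1 lose that call under other scalings of the arrays.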

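Of 9 measured genes of prehypertrophic chondrocytes, 8 rose from zone I to zone II, none fell and 1, the cell cycle inhibitor gene Cdkn1c, did not pass (9 rose adjusted over the list alone). Panx3, a channel protein of maturing chondrocytes, rose 17.2-fold (adjusted p = 1.7e-08 from limma), from a signal of 303 ± 92.9 to 5045 ± 231 (SD, n = 4 arrays). Pth1r, the receptor of parathyroid hormone-related protein, rose 11.5-fold (limma, adjusted p = 3.6e-06), and Sp7, the osteoblast transcription factor osterix, rose 6.30-fold (adjusted p = 2.6e-08) from a signal of 76.1 ± 9.72 to 479 ± 56.4. The same list split from zone II to zone III, with 6 genes lower, 2 higher and 1 not passed (6 lower and 2 higher adjusted over the list alone). Alpl, the alkaline phosphatase needed for mineralization, rose 6.12-fold (limma, adjusted p = 1.1e-05) and Sp7 rose 1.52-fold, while Panx3 had a signal of 2820 ± 93.2 in zone III, the transcription factor Runx3 fell by 1.70 ± 0.19 SE on the log2 scale and the signalling protein gene Wnt5b fell by 1.53 ± 0.31. In the comparison of zones I and III, 6 rose, 1 fell and 2 did not pass (7 rose and 1 fell adjusted over the list alone). The shift of the list had an adjusted p of 6.0e-09 from camera between zones I and II (adjusted p = 0.0521 with an estimated correlation), 0.0359 between zones II and III (adjusted p = 0.19 with an estimated correlation) and 7.2e-04 between zones I and III (adjusted p = 0.0869 with an estimated correlation). Runx2, a member of the same list, has no probe set named by that symbol alone in the annotation used here.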

Zone II markers showed less consistency in both the amplitude of the signal intensity and the actual pattern of gene expression [4], [36]–[40].

Expression of late stage chondrocyte markers such as *Col10a1* and molecules involved in matrix turnover, EO, and osteoblast and osteoclast differentiation were consistent with their expected expression patterns [8], [12]–[14], [19], [41]–[51]. Specifically, *Mmp13*, *Mmp9*, *Tnfsf11*, *Acp5*, *Ibsp*, *Dmp1*, osteopontin (*Spp1/Opn1*), colony stimulating factor 1 (*Csf1*), *Cbfa1*/*Runx2*, osteomodulin (*Omd*), a disintegrin-like and metallopeptidase (reprolysin-type) with thrombospondin type 1 motif, -4 (*Adamts4*) and -5 (*Adamts5*) were all up-regulated in zone III (Figure 1B, bottom). These data are consistent with zone I corresponding to the resting and proliferating chondrocytes, zone II consisting mostly of pre-hypertrophic and early hypertrophic chondrocytes, and zone III consisting of late hypertrophic chondrocytes and possibly small populations of invading osteoblasts, endothelial cells and osteoclasts.

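Of the 11 late stage markers with a named probe set, 10 rose from zone I to zone III and 1, Adamts5, did not pass the test (10 rose adjusted over the list alone). Mmp13, the collagenase of hypertrophic cartilage, had a signal of 15.2 ± 4.22 in zone I and 3341 ± 173 in zone III (SD, n = 4 arrays), a 226-fold rise (limma, adjusted p = 3.0e-10). Mmp9, a gelatinase of osteoclasts, rose 66.3-fold to 4515 ± 369, and Tnfsf11, the osteoclast differentiation factor RANKL, rose 58.8-fold to 929 ± 111. Acp5, the tartrate-resistant acid phosphatase of osteoclasts, rose 21.0-fold to 2362 ± 330, and osteomodulin (Omd), a keratan sulphate proteoglycan of bone, rose 5.18-fold to 204 ± 76.4. Csf1, a growth factor of the osteoclast lineage, rose 4.01-fold to 538 ± 44.5, and the aggrecanase gene Adamts4 rose 2.78-fold to 387 ± 87.7. Adamts5, the other aggrecanase gene, had a signal of 112 ± 24.3 in zone I, 20.6 ± 8.97 in zone II and 97.1 ± 12.9 in zone III, so that it fell 5.96-fold from zone I to II, rose 5.22-fold from zone II to III and gave a log2 difference of −0.19 ± 0.34 SE between zones I and III (limma, adjusted p = 0.69). Of the 11, 9 rose from zone II to zone III and none fell (9 rose adjusted over the list alone), and the 2 that did not pass were Col10a1 and Ibsp. From zone I to zone II, 8 rose and 3 fell, in both adjustments; Csf1 and Adamts4 fell with Adamts5. At that step the small changes depend on the settings: Acp5 (0.53) and Omd (0.89) lost their rise with ribosomal centring (limma, adjusted p = 0.47 and 0.20) and in most or some fits without 1 array, Csf1 and Adamts4 lost their fall with quantile normalization (adjusted p = 0.21 and 0.0852) and median centring (adjusted p = 0.19 and 0.0747), and Csf1 gave −0.37 (adjusted p = 0.0631) with the fluidics run as a block. The fall of Csf1 from zone I to II rests on 1 of its 4 probe sets, as the others gave −0.60, −0.16 and −0.16 and did not pass, and it was also lost on the median of the probe sets (−0.38, adjusted p = 0.0657 from limma), with only the 8 arrays of the 2 zones (adjusted p = 0.0808) and in 5 fits without 1 array. The study chose these markers, so the counts are not independent evidence of a direction. The list shifted from zone I to III with an adjusted p of 2.6e-10 from camera (adjusted p = 0.0561 with an estimated correlation), from II to III with 2.5e-05 (adjusted p = 0.13 with an estimated correlation) and from I to II with 1.5e-04 (adjusted p = 0.16 with an estimated correlation). Other probe sets of these genes gave the same direction from zone I to III, except that of 3 for Adamts5 1 lay at 0.05 and none passed, and 1 of 4 for Csf1 did not pass; in zone III array D read 604 for Csf1 against 511 to 521 on the others.

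**Figure D2:**
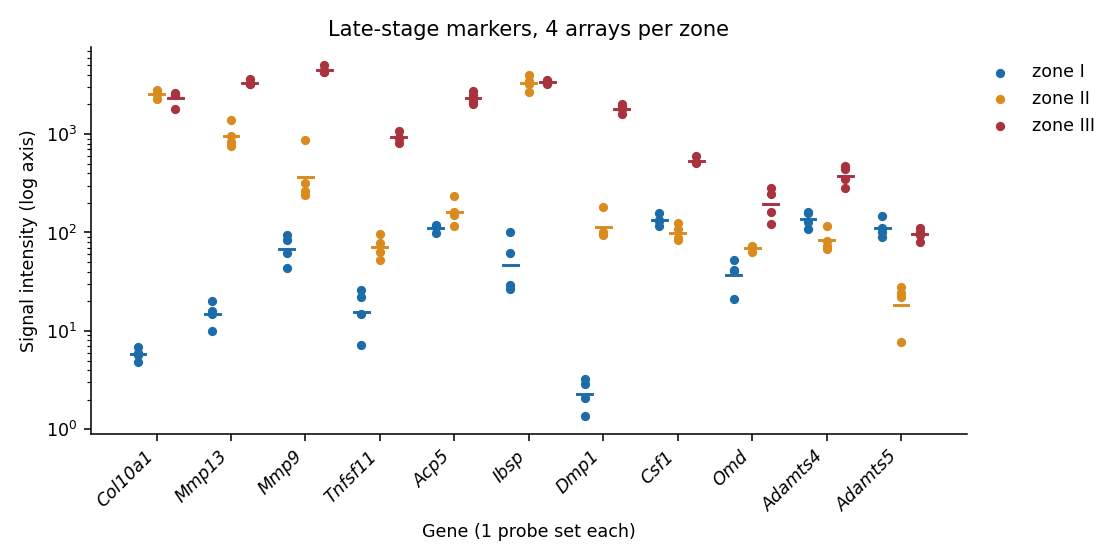
Signal intensity of the 11 late stage markers on a log axis, 1 probe set per gene on the horizontal axis, with a dot for each of the 4 arrays of zone I (blue), zone II (orange) and zone III (red) and a short line at the geometric mean. The zone III arrays lie above the zone I arrays for 10 markers, while for Adamts5 the arrays of zones I and III overlap and zone II lies lower.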

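Most markers of resting cartilage fell from zone I to zone II, and most markers of bone cells, vessels and osteoclasts rose from zone II to zone III. Of 9 genes of resting and periarticular cartilage, 6 fell from zone I to II and none rose (6 fell adjusted over the list alone). Between the outer zones, I and III, 6 of the 9 fell and 2 rose, in both adjustments. Gas1, a growth arrest protein, fell 20.6-fold from zone I to II, Ucma, a matrix protein of resting chondrocytes, fell 8.47-fold and Prg4, the lubricin of joint surfaces, fell 5.52-fold (limma, adjusted p = 3.7e-05, 1.0e-06 and 2.6e-05). Of 14 osteoblast and bone matrix genes, 10 rose from zone I to II and none fell (11 rose and 1 fell adjusted over the list alone), 10 rose and 1 fell from II to III in both adjustments, and 13 rose and none fell from I to III in both. Phex and Mepe, genes of the osteoblast lineage, rose 19.3-fold and 9.32-fold from zone II to III (limma, adjusted p = 2.5e-08 and 9.3e-08), and Smpd3, a sphingomyelinase of mineralizing tissue, rose 32.2-fold from zone I to II and fell 4.07-fold from II to III. Of 15 osteoclast genes, 14 rose from zone II to III and none fell (14 rose adjusted over the list alone), among them Ocstamp, which acts in osteoclast fusion, by 87.8-fold and the integrin Itgb3 by 24.3-fold (limma, adjusted p = 2.5e-07 and 3.5e-08); zone II array A read 15.2 for Ocstamp against 3.06 to 3.87 on the others. All 18 endothelial cell markers rose from zone II to III (18 rose adjusted over the list alone), with the receptor gene Tie1 up 57.9-fold from a signal of 1.62 ± 0.64, far under 50, to 89.4 ± 19.1 (SD, n = 4 arrays; log2 difference 5.85, and 2.56 with 16 added to every signal), and Cldn5, a tight junction protein of vessels, up 10.8-fold. The same 18 markers all fell from zone I to II (18 fell adjusted over the list alone), and from I to III 16 rose and none fell (18 rose adjusted over the list alone).

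The osteoclast list did not shift from zone I to II (3 rose, 3 fell and 9 did not pass in both adjustments; camera, adjusted p = 0.19, and adjusted p = 0.54 with an estimated correlation). The list shifts from zone II to III had camera adjusted p of 7.3e-09 for osteoclasts, 3.6e-09 for endothelial cells and 3.0e-04 for osteoblasts (adjusted p = 0.0587, 0.19 and 0.18 with an estimated correlation). For zones I and II they were 0.00324 for resting cartilage, 2.2e-07 for osteoblasts and 1.7e-06 for endothelial cells (adjusted p = 0.0726, 0.0869 and 0.28 with an estimated correlation). For zones I and III they were 0.0493 for resting cartilage, 1.5e-11 for osteoblasts, 2.1e-11 for osteoclasts and 5.4e-07 for endothelial cells (adjusted p = 0.16, 0.0561, 0.0561 and 0.26 with an estimated correlation). Resting cartilage gave 0.0622 with the fluidics run as a block and 0.0586 with the replicate letter as a block. Some of these genes were also chosen by the study, namely 7 of the 14 osteoblast genes, 3 of the 15 osteoclast genes and 6 of the 18 endothelial genes, and are not independent evidence. From the known markers, the paper proposes that zone I holds resting and proliferating chondrocytes, zone II mostly prehypertrophic and early hypertrophic chondrocytes, and zone III late hypertrophic chondrocytes, with small populations of invading osteoblasts, endothelial cells and osteoclasts as a possibility.

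**Figure D3:**
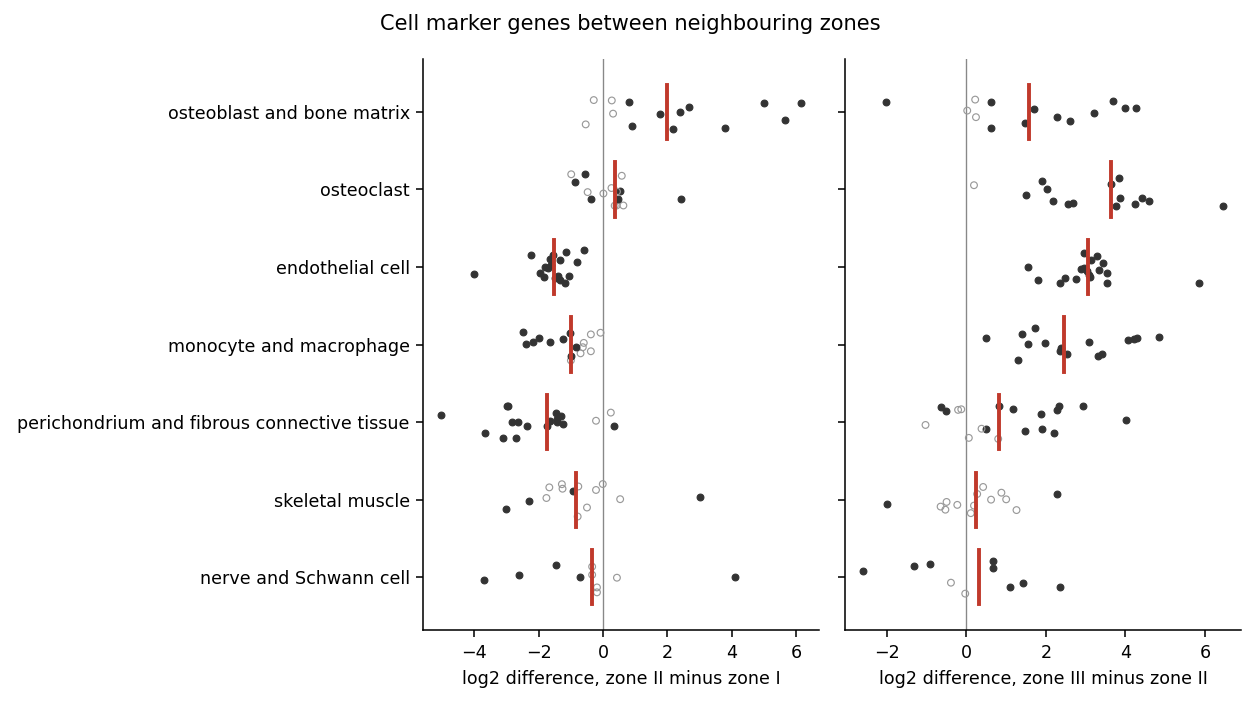
Log2 differences of the genes of 7 cell marker lists on the horizontal axis, 1 dot per gene and 1 line of dots per list, for zone II minus zone I (left) and zone III minus zone II (right), filled where the adjusted p from limma was under 0.05 and open otherwise, with a red line at the median of the plotted genes. All 18 endothelial markers lie below 0 on the left and above 0 on the right, and 14 of 15 osteoclast markers are filled and above 0 on the right.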

In addition to confirming the expression of known markers by comparing our microarray data to previously documented findings, we verified transcript accumulation of selected factors with qRT-PCR. We selected several known growth plate markers including *Sox9*, *Col2a1*, *Ihh* and *Cdkn1c* (encoding the cell cycle inhibitor p57). In accordance with the literature, *Sox9* and *Col2a1* expression was highest in zone I and zone II with lower expression in zone III, which corresponds to the cartilage-bone interface [52], [53] (Figure 2). 

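Sox9, the transcription factor that directs chondrocyte differentiation, had a signal of 680 ± 134 in zone I, 723 ± 114 in zone II and 80.7 ± 10.5 in zone III (SD, n = 4 arrays). It fell 8.93-fold from zone II to III (log2 difference −3.16 ± 0.18 SE, adjusted p = 5.0e-08 from limma) and 8.34-fold from zone I to III, and between zones I and II the log2 difference was 0.10 (adjusted p = 0.70). Col2a1, the main collagen of cartilage, fell 2.31-fold from zone II to III (−1.21 ± 0.17, adjusted p = 6.4e-05) and 1.79-fold from zone I to III (limma, adjusted p = 0.00148). For both genes every array of zone III lay below every array of the other 2 zones. The other 2 probe sets of Sox9 fell 4.23-fold and 5.02-fold from zone I to III, and array D of zone I read 481 for Sox9 against 721 to 764 on the others.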

The correlation between microarray gene expression profiles and qRT-PCR for these two markers was not, however, exact, as we noticed decreased *col2a1* expression in zone II compared to Zone I in the qRT-PCR analysis (which is the expected trend), while col2a1 expression was similar between these 2 zones in microarray data. This discrepancy warrants the use of alternate techniques in addition to microarray analysis to precisely quantify transcript and protein levels in each zone. In addition, expression profiles for *Ihh* and *Cdkn1c* deviated from expected patterns. 

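The signal of Col2a1 was 3701 ± 721 in zone I, 4731 ± 397 in zone II and 2064 ± 358 in zone III (SD, n = 4 arrays). Between zones I and II it was 1.29-fold higher in zone II, a log2 difference of 0.37 ± 0.17 SE that did not pass the test (adjusted p = 0.0965 from limma), and the arrays of the 2 zones overlapped. With each array centred on the median of the expressed probe sets the difference was 0.56 and passed (limma, adjusted p = 0.0226). Centring on ribosomal protein genes instead moves every difference between these zones by −0.35, nearly the whole of 0.37. The qRT-PCR measurements were not analysed here.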

In the case of *Ihh*, the microarray expression profile demonstrated highest expression in zone II with lower expression patterns in both zones I and III. Conversely, qRT-PCR demonstrated that *Ihh* expression is maintained at higher levels in zone III. 

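Ihh, the hedgehog ligand that controls chondrocyte proliferation and hypertrophy, had a signal of 61.4 ± 7.46 in zone I, 696 ± 97.7 in zone II and 212 ± 34.3 in zone III (SD, n = 4 arrays). It rose 11.3-fold from zone I to II (log2 difference 3.50 ± 0.15 SE, adjusted p = 1.5e-08 from limma) and fell 3.29-fold from zone II to III (−1.72 ± 0.15, adjusted p = 1.4e-06). Zone III remained 3.44-fold above zone I (limma, adjusted p = 1.4e-06). No array of one zone overlapped with an array of another for this gene.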

Alternate confirmation with *in situ* hybridization and immunohistochemistry is required to localize Ihh expression. These results indicate that microarray data for highly expressed markers are consistent with the literature; however, genes with lower gene expression levels exhibit greater variability. 

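Probe sets of weak genes varied more between the 4 arrays of a zone than those of strong genes. The median SD within zones was 0.38 on the log2 scale, or 25% of the signal, in the lowest of 4 equal groups of the 22255 expressed probe sets by mean signal (up to 67.2). It was 0.27 in the next group (up to 145), 0.22 in the one above (up to 373) and 0.17, or 12% of the signal, in the highest. Sox5 in zone III lies among the weak signals, with a mean of 24.6 and an SD of 9.83. That SD rests largely on array C, which read 39.3 against 19.0 to 20.4 on the others. Col11a1 in zone II, with 5147 ± 195 (SD, n = 4 arrays), lies among the strong and steady signals. Across these probe sets the Spearman correlation of the SD with the mean was −0.61; this is a correlation across probe sets, which are not independent replicates, so no p is given.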

*Cdkn1c* is expressed in post-mitotic cells of the growth plate [3], [54], [55] but we did not find the anticipated trends between the zones. 

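Cdkn1c, which encodes the cell cycle inhibitor p57, was among the strongest signals in every zone, with 4501 ± 580 in zone I, 5746 ± 328 in zone II and 2560 ± 456 in zone III (SD, n = 4 arrays). It fell 2.27-fold from zone II to III (log2 difference −1.18 ± 0.15 SE, adjusted p = 2.7e-05 from limma) and 1.77-fold from zone I to III (adjusted p = 6.6e-04). Between zones I and II it was 1.28-fold higher in zone II (0.36 ± 0.15), which did not pass (limma, adjusted p = 0.0715), although the arrays of the 2 zones did not overlap. It passed with median centring (0.54, limma adjusted p = 0.0141), without zone I array C (0.44, adjusted p = 0.0453) and without zone III array B (0.36, adjusted p = 0.0342). Ribosomal centring moves every difference between zones I and II by −0.35, nearly the whole of this rise.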

We were able to establish differential *Cdkn1c* (p57) expression in zones I and II of the growth plate with qRT-PCR (Figure 2) and immunostaining of embryonic growth plates for p57 protein [56]. The presence of p57 immunostain in articular chondrocytes [56] could account for the signal obtained for the resting/proliferating zone.

**Figure 2:**
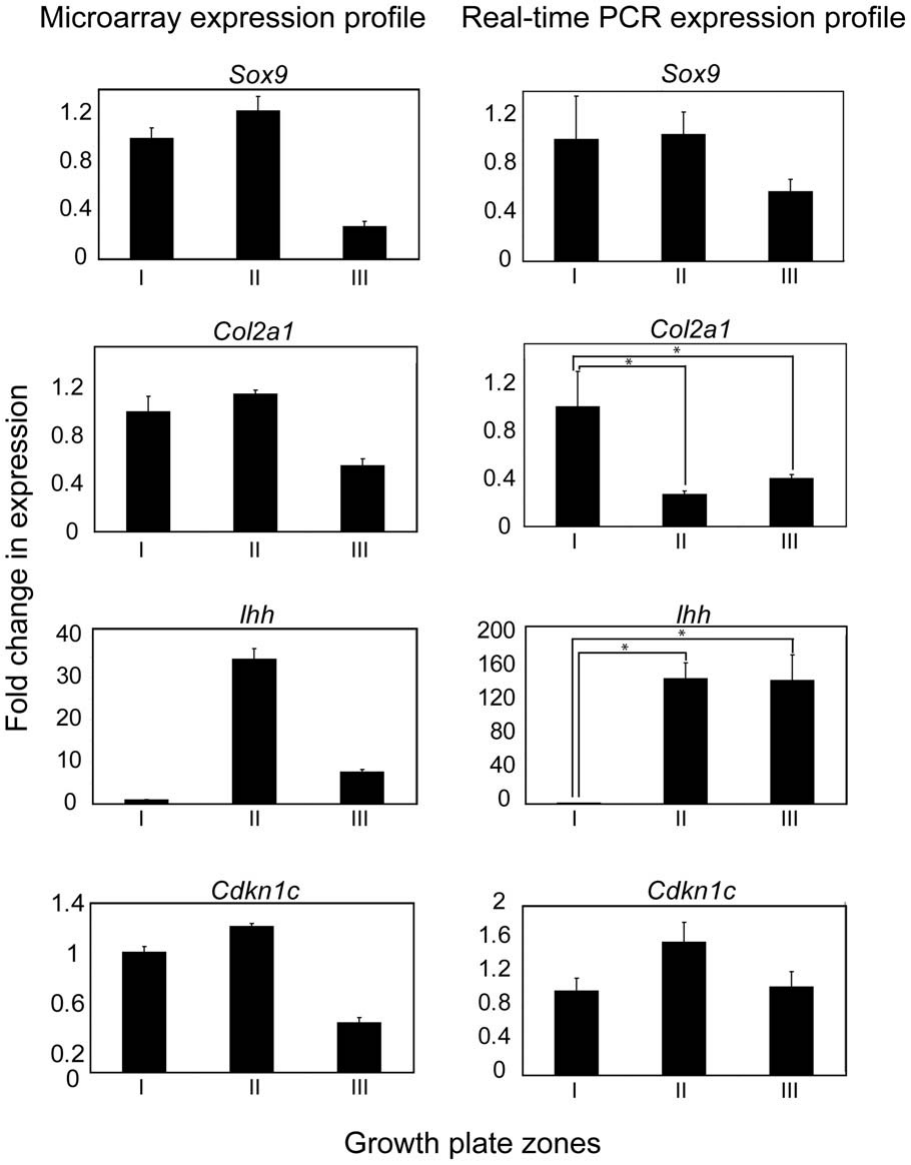
Real-time RT-PCR confirmation of early-stage markers of chondrocyte differentiation. Expression profiles of known chondrocyte markers were evaluated with qRT-PCR. Zone-specific expression of SRY (sex determining region Y)-box 9 (*Sox9*), collagen 2 (*Col2a1*), Indian hedgehog (*Ihh*) and cyclin-dependent kinase inhibitor 1c (*Cdkn1c, encoding p57*) profiles are shown on the right, with the corresponding microarray data on the left. Four independent RNA isolations were evaluated for each probe and primer pair and p-values less than 0.05 were deemed significant.

In parallel, we evaluated the expression patterns of late stage ECM molecules including *Col10a1*, *Ibsp* and *Dmp1* by qRT-PCR (Figure 3). 

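On the arrays, both Ibsp, the bone sialoprotein, and Dmp1, an acidic matrix protein of mineralizing tissue, rose strongly from zone I to zone III. The signal of Ibsp was 54.3 ± 34.4 in zone I, 3362 ± 557 in zone II and 3380 ± 171 in zone III (SD, n = 4 arrays), a 72.3-fold rise from zone I to III (log2 difference 6.18 ± 0.34 SE, adjusted p = 4.8e-08 from limma). Its rise was complete in zone II, with 0.02 between zones II and III (limma, adjusted p = 0.96), while the second probe set of Ibsp rose 286-fold from zone I to III and passed from II to III as well (5.46-fold, adjusted p = 9.1e-05). Dmp1 had 2.39 ± 0.83 in zone I, 118 ± 42.3 in zone II and 1818 ± 171 in zone III, a 799-fold rise from zone I to III (9.64 ± 0.27, limma adjusted p = 3.0e-10) in steps of 50.1-fold and 15.9-fold. The other 2 probe sets of Dmp1 rose 125-fold and 2238-fold. Both zone I signals lie near or below the floor of 50 set for expressed probe sets, and array A of zone II read 182 for Dmp1 against 95.1 to 101 on the others.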

*Ibsp* and *Dmp1* were expressed similarly in both assays in which they exhibited increases in the range of 100- to 1000-fold in zone III of the tibia. *Col10a1* was an exception in that it exhibited a lower fold change difference using qRT-PCR compared to the microarray data. 

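Col10a1, the collagen of hypertrophic cartilage, had a signal of 5.81 ± 0.85 in zone I, 2560 ± 227 in zone II and 2351 ± 362 in zone III (SD, n = 4 arrays). It rose 443-fold from zone I to II (log2 difference 8.79 ± 0.15 SE, adjusted p = 4.2e-12 from limma) and 404-fold from zone I to III (adjusted p = 5.0e-12). Between zones II and III the difference was −0.13 (limma, adjusted p = 0.48). The zone I signal is far below the floor of 50, and with 16 added to every signal, a scale chosen after the data were seen, the folds against zone I were 118 and 108; array B of zone III read 1814 against 2475 to 2596 on the others.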

We expected a certain degree of variability between both methods, given the limitations of the normalization algorithms used prior to assessing fold change differences [57]. Overall however, the trends of these results are consistent with the time line for matrix turnover in EO in that remodeling of the chondrocyte ECM follows hypertrophic differentiation [58], [59]. Therefore, evaluation of gene expression patterns of prototypical chondrocyte markers within different zones with qRT-PCR serves as proof of concept for the utility of this system for studying relative gene expression patterns.

**Figure 3:**
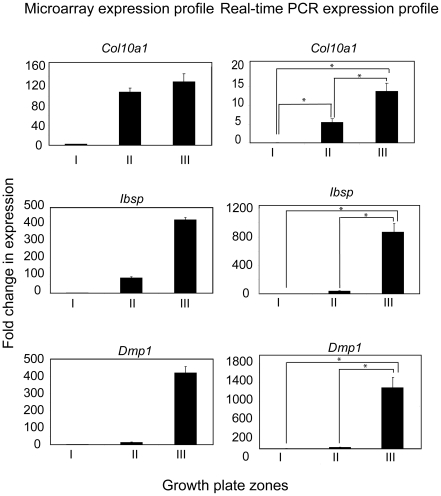
Real-time RT-PCR confirmation of later-stage markers of endochondral ossification. RNA samples from microdissected embryonic tibiae were used to confirm microarray expression profiles for later-stage chondrocyte markers. Collagen X (*Col10a1*), bone sialoprotein (*Ibsp*) and dentin matrix protein 1 (*Dmp1*) were identified in the microdissected array and validated with qRT-PCR. Four independent RNA isolations were evaluated for each probe and primer pair and p-values less than 0.05 were deemed significant.

### Functional Annotations of Microdissected Growth Plate Gene Expression Patterns

To classify pervasive functional categories in endochondral ossification, we created lists of pair-wise comparisons between the different zones using a 1.5-fold change filter. The resulting lists contained 6185, 8134 and 7220 probe sets for zone I vs. II (I vs. II), zone II vs. III (II vs. III) and zone I vs. III (I vs. III) comparisons, respectively (Table 1). 

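More probe sets were higher in zone I than in zone II, and more were higher in zone III than in either other zone. Without a test, 6428 probe sets differed at least 1.5-fold between zones I and II (4284 higher in zone I and 2144 in zone II), 8654 between zones II and III (3124 higher in zone II and 5530 in zone III) and 7296 between zones I and III (3253 higher in zone I and 4043 in zone III). Of these, 5626, 8061 and 6555 also passed limma's test at an adjusted p under 0.05, which is 87.5%, 93.1% and 89.8%. Those called comprised 1884 higher in zone II against 3742 in zone I, 5128 higher in zone III against 2933 in zone II, and 3625 higher in zone III against 2930 in zone I. The arrays of the 2 zones did not overlap for 33.2%, 47.8% and 41.7% of the 22255 probe sets, where chance gives 2.86%. At 5-fold the counts without a test were 527, 1079 and 835, and at 10-fold 183, 431 and 334, while with 16 added to every signal before the log2, a scale chosen after the data were seen, they were 218, 572 and 448 at 5-fold and 55, 124 and 127 at 10-fold. The largest rise from zone I to II was that of Col10a1, and the largest from II to III that of Hp, the haemoglobin-binding haptoglobin, at 130-fold from a zone II signal of 3.48 ± 1.96 (SD, n = 4 arrays), far under 50, so that its size depends on the background (log2 difference 7.02, and 4.43 with 16 added). With the fluidics run as a block 5733, 8031 and 6697 probe sets were called, 5320, 7766 and 6240 of them shared with the fit without it, and 98.7%, 99.2% and 99.1% of the changed probe sets kept their direction within each of the 3 runs. The changed probe sets were called on the same arrays, so their agreement within runs is not independent evidence. The share higher in the later zone depended on the scaling of the arrays: 33.5%, 63.6% and 55.3% here, 43.5%, 52.3% and 49.8% with quantile normalization, 55.3%, 41.4% and 49.4% with median centring and 9.8%, 91.5% and 70.3% with ribosomal centring.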

We then overlapped these lists with the biological process (BP), cellular component (CC) and molecular function (MF) categories in the Gene Ontology browser of GenespringGX (Figure 4A). Approximately 52% of all genes contained in these lists have corresponding Gene Ontology annotations. In each zone comparison, “development”, “collagenous” probe sets and “molecular transport” were deemed the most significant categories associated with BP, CC, and MF, respectively (Figure 4A). 

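Collagen genes moved in both directions in each comparison. Of 34 collagen genes on the list fixed for this family, 20 changed at least 1.5-fold from zone I to II (3 rose and 17 fell), 24 from zone II to III (16 rose and 8 fell) and 22 from zone I to III (9 rose and 13 fell), which is 58.8%, 70.6% and 64.7% against 27.5%, 38.9% and 31.3% of all genes, shares whose difference was not tested. Counted without the fold threshold, 5 rose and 17 fell from zone I to II (8 and 18 adjusted over the list alone), 17 rose and 8 fell from II to III (17 and 8) and 10 rose and 15 fell from I to III (11 and 16). The network-forming Col8a1 fell 13.8-fold from zone I to II (limma, adjusted p = 7.5e-05) and Col5a1, a fibril collagen of connective tissue, fell 5.10-fold (adjusted p = 1.3e-06). Col22a1 rose 31.1-fold from zone II to III (limma, adjusted p = 3.6e-07), and Col4a1 and Col4a2, the basement membrane collagens, rose 8.48-fold and 8.11-fold, while the cartilage collagen Col9a3 fell 4.07-fold. The collagen list did not shift as a whole (limma's camera, adjusted p = 0.0567, 0.29 and 0.34, and adjusted p = 0.54, 0.75 and 0.77 with an estimated correlation), with members on both sides. Of 197 solute carrier genes, a family of membrane transporters chosen here after the data were seen, 52 changed from zone I to II (36 rose and 16 fell), 96 from II to III (56 rose and 40 fell) and 71 from I to III (53 rose and 18 fell), or 26.4%, 48.7% and 36.0%. Markers of fibrous tissue, 6 of which are collagens, moved with the first comparison (16 fell and 1 rose of 19), and endothelial markers with the second (18 rose of 18).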

Although the same general BP and CC categories were identified in each zone comparison, the probe sets making up these categories were not identical in each comparison and only overlapped by 50%. 

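Of the 34 collagen genes, 9 changed at least 1.5-fold in all 3 comparisons, 18 in 2 of them, 3 in only 1 and 30 in at least 1. Of the 197 solute carrier genes, 20 changed in all 3 comparisons, 65 in 2, 29 in only 1 and 114 in at least 1. Col4a1 and Col22a1 are examples of collagens that rose into zone III, and Col8a1 and Col5a1 of collagens that were highest in zone I. Each pair of comparisons shares the arrays of 1 zone, so part of this overlap comes from the shared arrays. The probe set categories of the Gene Ontology browser were not used here.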

The MF category did not contain any similar probe sets. Therefore the categories of development, collagen and transport genes were similarly prominent in lists of genes changing among all growth plate zones, but the specific genes belonging to these gene lists were not the same in the different comparisons.

**Figure 4:**
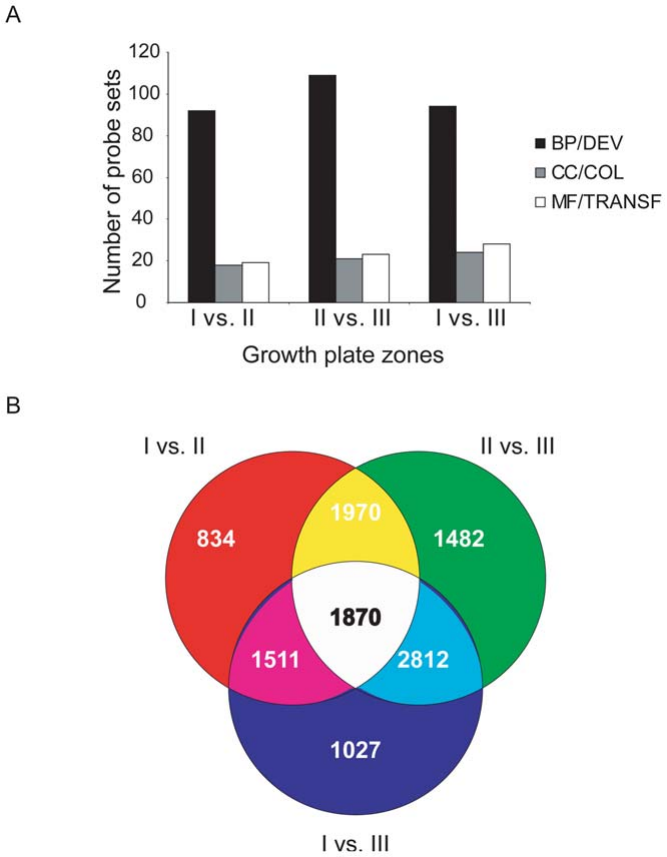
Gene ontology annotations of microdissected growth plate zone comparisons. Lists of probe sets subject to pair-wise comparisons between zones I and zone II (I vs. II), zone II and zone III (II vs. III) and zone I and zone III (I vs. III) were each classified according to biological process (BP), cellular component (CC), and molecular function (MF) (A). The most significant hierarchy was followed in each case until the smallest significant sub-classification was found. In each list, developmental (DEV), collagen (COL) and transporter functions (TRANSF) were identified. P-values less than 0.001 were deemed significant in each case. The number of probe sets both common to each respective zone comparison and unique to a given list was illustrated using a Venn diagram (B).

The identification of similar molecular categories irrespective of the zone comparison evaluated emphasizes the concept of networks and functional categories being responsible for regulating the chondrocyte phenotype, rather than just individual genes. We next endeavored to eliminate genes that exhibited changes among all growth plate zones from our subsequent studies. 

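A gene that stands out in 1 zone is bound to fall into at least 2 of the 3 comparisons. Ihh, highest in zone II, and Mmp9, highest in zone III, fall into all 3. Without a test, 2091 probe sets differed at least 1.5-fold in all 3 comparisons, 2831 in the comparisons of zone III with zones I and II only, 1432 in those of zone I with zones II and III only, and 2047 in those of zone II with zones I and III only. With limma's test as well the counts were 1597, 2776, 1287 and 1932. Groups drawn with no difference between zones, which share their arrays in the same way, gave 40 probe sets in all 3 lists and 203, 209 and 204 in the pairs (means of 20 simulations). By zone, 3003 probe sets were higher in zone III than in both other zones where independent lists of these sizes would share 1005, and 1509 were lower (457). The counts for zone I were 1466 higher (626) and 916 lower (389), and for zone II 1025 higher (301) and 2573 lower (1065). With the 4 arrays of the shared zone split into 2 and 2, so that no array served both comparisons, the means were 2942 and 1448 for zone III, 1393 and 870 for zone I, and 993 and 2419 for zone II. With no filter on low signals the regions held 3602 probe sets in all 3 comparisons and 5757, 3598 and 4599 in the pairs.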

We identified 1870 probe sets in zone intersections between all three pair-wise comparisons, 2812 probe sets common to zones I vs. III and zone II vs. III lists, 1511 probe sets common to the I vs. II and I vs. III comparisons, and 1970 common to the I vs. II and II vs. III lists (Figure 4B). We focused on classifying the 834, 1482, and 1027 probe sets that were unique to I vs. II, II vs. III and I vs. III comparisons, respectively. For example, in the BP category, probe sets involved in DNA replication, protein biosynthesis and gene silencing were most significant in I vs. II, II vs. III and I vs. III zone comparisons, respectively.. It is therefore likely that the morphological differences in the embryonic tibia are mirrored, to some extent, by zone-specific gene expression patterns; for example, genes involved in protein synthesis exhibit larger changes in the zone II vs. III comparison where cells undergo hypertrophic cell growth.

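Without a test, 858 probe sets differed at least 1.5-fold between zones I and II alone, 1685 between zones II and III alone and 942 between zones I and III alone. Where limma's test was applied too, 810, 1756 and 895 were found in 1 comparison alone. Gins3 and Lig1, which act in DNA replication, changed between zones I and II alone, and Rars and Eprs, which charge transfer RNAs, between zones II and III alone; these examples were chosen after their values were seen. A probe set past the threshold in 1 comparison and not in another is not shown to differ between the comparisons, which was not tested. With no filter on low signals the counts without a test were 1979, 3043 and 2094.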

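More genes of DNA replication fell than rose from zone I to zone II. Of 40 measured members, 22 fell, 1 rose and 17 did not pass (26 fell and 1 rose adjusted over the list alone). Pole and Pola1, subunits of DNA polymerases, fell 3.73-fold and 2.13-fold (limma, adjusted p = 0.00331 and 1.7e-04), Tk1, which makes thymidine nucleotides, fell 2.50-fold (adjusted p = 6.6e-05), and Rpa3, which binds single-stranded DNA, rose 1.37-fold. At this step endothelial markers fell in 18 of 18, fibrous tissue markers in 16 of 19 and macrophage markers in 9 of 16. The median log2 difference of the list was −0.51 (limma's camera, adjusted p = 1.0e-04; adjusted p = 0.16 with an estimated correlation). Over zones I and III 23 fell and none rose (27 fell adjusted over the list alone; camera, adjusted p = 3.5e-07, and adjusted p = 0.0869 with an estimated correlation), and from II to III 7 rose and 9 fell (5 and 9), with no shift of the list (adjusted p = 0.18, and 0.56 with an estimated correlation). Of 29 genes of gene silencing, 16 fell and 3 rose from zone I to II (18 and 3 adjusted over the list alone) and 14 rose and 2 fell from zone II to III (16 and 3). Ehmt2, a histone methyltransferase, fell 2.24-fold and then rose 2.62-fold, and Dnmt3a, a DNA methyltransferase, fell 1.99-fold from zone I to II. Over zones I and III, 6 rose, 2 fell and 21 did not pass (4 and 2 adjusted over the list alone), with Ago4, a small RNA binding protein, up 1.70-fold and Dgcr8, which acts in microRNA processing, down 1.66-fold. The silencing list shifted from zone I to II (limma's camera, adjusted p = 0.0164; adjusted p = 0.16 with an estimated correlation) but not from II to III (0.0937; adjusted p = 0.31 with an estimated correlation) or from I to III (0.80; adjusted p = 0.87 with an estimated correlation). Among genes changed in 1 comparison alone, a count chosen after the data were seen, were 4 of the 40 replication genes between zones I and II (Gins3, Lig1, Mcm10 and Rfc3; 10.0% against 3.7% of all genes, Fisher's exact test, p = 0.0601, adjusted p = 0.41 over 12 such tests), 4 between zones I and III (Gins2, Prim2, Rpa2 and Rrm1; 10.0% against 3.9%, Fisher's exact test, p = 0.0681, adjusted p = 0.41) and none of the 29 silencing genes between zones I and III (0.0% against 3.9%, p = 0.63, adjusted p = 0.84).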

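More genes of the translation machinery fell than rose from zone II to zone III. At this step 18 of 18 endothelial, 16 of 16 macrophage and 14 of 15 osteoclast markers rose. Of 50 translation factors and tRNA synthetases, 23 fell from zone II to III, 2 rose and 25 did not pass (23 and 2 adjusted over the list alone). The tRNA synthetase genes Tars, Rars and Eprs fell 1.74-fold, 1.72-fold and 1.71-fold (limma, adjusted p = 9.7e-05, 7.4e-04 and 1.6e-04), and the 2 that rose were Wars, another synthetase, and Eif2b2, an initiation factor. Of the 50, 20 rose from zone I to II and 1 fell (21 and 1 adjusted over the list alone), with the synthetase gene Gars up 1.80-fold (limma, adjusted p = 2.5e-04), and from zone I to III 7 rose and 3 fell (4 and 2). Relative to all genes the list's median log2 difference was 0.35 from zone I to II and −0.37 from zone II to III, while without that reference it was 0.26 and −0.27 and turned to −0.09 and 0.25 with ribosomal centring. Camera gave an adjusted p of 1.7e-06 from zone I to II and 9.1e-05 from II to III (adjusted p = 0.0869 and 0.14 with an estimated correlation), 0.94 from I to III, and 0.19 from II to III with quantile normalization. Of 42 ribosomal protein genes, 36 fell from zone II to III and none rose (37 fell adjusted over the list alone), and 17 rose from zone I to II and none fell (29 rose adjusted over the list alone). For these steps camera gave an adjusted p of 5.6e-08 and 1.7e-06 (adjusted p = 0.23 and 0.28 with an estimated correlation). The directions end by construction when the arrays are centred on these genes. With quantile normalization their median was also small, at −0.05 from zone II to III against −0.47 here. From zone I to II it was 0.02 against 0.33. Among genes changed between zones II and III alone were 4 of the 50 (Eif2s2, Eif3i, Eprs and Rars, chosen after their values were seen), which is 8.0% against 7.7% of all genes (Fisher's exact test, adjusted p = 0.86).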

### Gene Expression Patterns in Growth Plate Zones

Our next objective was to identify molecular classes that were enriched in the different growth plate zones by GSEA. GSEA provides a means to describe how a gene list (e.g. the genes from a zone I to II comparison) correlates positively or negatively with other preset gene sets, for example gene sets corresponding to tissue-specific gene expression or specific functional categories [34]. We compared the expression of genes found in zone I to genes expressed in zones II and III, and finally between zone II and zone III. We then compared these lists to a matrix of 90 user-defined gene sets (Table 3) belonging to various molecular classifications (see methods for details). Significantly enriched classes had p-values less than 0.001 and maximum FDR of 25%. 

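Genes of vessel growth, most genes of the non-collagenous matrix and several growth factors were lower in zone II than in zone I. Of 25 angiogenesis genes, 19 fell, 1 rose and 5 did not pass (19 and 1 adjusted over the list alone), with the receptor gene Nrp2 down 4.21-fold and Vegfb, a vascular growth factor, down 3.60-fold (limma, adjusted p = 2.2e-06 and 0.00126). Of 59 non-collagenous matrix genes, 33 fell, 14 rose and 12 did not pass (33 and 16 adjusted over the list alone). Mfap4, a microfibril protein, fell 58.1-fold from a signal of 576 ± 103 to 9.84 ± 1.12 (SD, n = 4 arrays; limma, adjusted p = 9.8e-08), Thbs4, a thrombospondin of tendon, fell 20.4-fold and the proteoglycan versican (Vcan) fell 13.5-fold from 1835 ± 369 to 140 ± 52.7, while the matrix protein Thbs1 and the cell surface proteoglycan Gpc1 each rose 2.46-fold. Of 39 growth factor genes, 22 fell, 9 rose and 8 did not pass, in both adjustments. Igf1, which promotes growth of cartilage, fell 13.5-fold (limma, adjusted p = 6.2e-06) and Ccn3, a matricellular regulator, fell 11.5-fold, while Bmp8a and Bmp6, bone morphogenetic proteins, rose 6.35-fold and 3.97-fold. Of 15 chemokine genes, 4 fell, 3 rose and 8 did not pass, in both adjustments; Cxcl12, which guides blood and vessel cells, fell 6.58-fold and the platelet factor gene Pf4 fell 5.14-fold (limma, adjusted p = 1.0e-04 and 5.5e-05), while Cxcl15 rose 2.97-fold.

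Markers of other cells moved with these groups: all 18 endothelial markers fell, 9 of 16 macrophage markers fell and none rose (10 fell adjusted over the list alone), and of 19 markers of perichondrium and fibrous tissue 16 fell and 1 rose (16 and 1 adjusted over the list alone). In camera the adjusted p was 8.9e-05 for angiogenesis, 0.0346 for the matrix list, 0.0566 for growth factors and 0.64 for chemokines (adjusted p = 0.16, 0.50, 0.36 and 0.84 with an estimated correlation), and 1.7e-06, 0.00159 and 2.3e-07 for endothelial, macrophage and fibrous markers (adjusted p = 0.28, 0.35 and 0.16 with an estimated correlation). The matrix list gave 0.15 with ribosomal centring, 0.0532 without zone I array B and 0.0504 without zone I array C, and growth factors gave 0.0348 without zone I array D. Growth factors also passed with no filter (0.00977), quantile normalization (0.0308), median centring (0.0129) and camera on ranks (0.0498), and the median of the chemokines, −0.13, turned to 0.04 and 0.06 with quantile normalization and median centring.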

Gene sets corresponding to ECM, growth factors, angiogenic factors and chemokines were all enriched in zone I when compared to zone II (Table S1-1–9, see supplemental data). Gene sets were also made from analogous comparisons between different stages of the chondrocyte development in micromass cultures (MM) [29]. These gene sets were enriched in our analysis, which supported the suitability of primary cell culture models in studying gene expression in chondrocytes. 

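More genes for proteins that fold other proteins rose than fell from zone I to zone II.
In the same comparison endothelial markers fell in 18 of 18, fibrous tissue markers in 16 of 19 and macrophage markers in 9 of 16. Of 29 genes of endoplasmic reticulum chaperones and the unfolded protein response, 17 rose, 1 fell and 11 did not pass (20 and 1 adjusted over the list alone). Creld2 and Manf, proteins induced by stress of the endoplasmic reticulum, rose 2.19-fold and 1.92-fold, Creld2 from a signal of 659 ± 22.2 to 1445 ± 43.3 and Manf from 1549 ± 151 to 2966 ± 126 (SD, n = 4 arrays; limma, adjusted p = 1.1e-05 and 3.6e-05). The member that fell was Creb3l2, a transcription factor of secretory cells, by 1.36-fold (limma, adjusted p = 0.0327). Of 39 cytosolic and mitochondrial chaperones, 19 rose, 2 fell and 18 did not pass (21 and 3 adjusted over the list alone). The mitochondrial chaperone gene Hspd1 rose 1.51-fold and Grpel1 rose 1.68-fold (limma, adjusted p = 4.4e-04 and 3.0e-04). The 2 that fell were Cryab, a small heat shock protein abundant in muscle, by 9.33-fold, and St13, a co-chaperone. Relative to all genes the medians were 0.46 and 0.40 on the log2 scale, and without that reference they were 0.37 and 0.31 and with ribosomal centring 0.02 and −0.04, a turn for the cytosolic and mitochondrial list. Camera gave an adjusted p of 5.4e-07 for the endoplasmic reticulum list and 5.6e-05 for the other (adjusted p = 0.0897 and 0.19 with an estimated correlation). Within the 3 fluidics runs the medians were 0.40, 0.30 and 0.47, and 0.36, 0.30 and 0.22.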

Enrichment of the user-defined gene sets in zone II, however, was limited since the only significant gene set contained genes associated with chaperone activity (Table S1–6, see supplemental data). Zone II gene sets that met the FDR cutoff, but not the p-value cutoff, included phosphatases, metabolic molecules, genes involved in TGFβ signaling and bone markers.

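Some dual specificity phosphatases and some genes of glycolysis and gluconeogenesis rose into zone II, while these lists did not pass the list test. The paper's classes of phosphatases and of metabolism hold more genes than the lists tested here. Of 16 dual specificity phosphatases, which switch off MAP kinases, 3 rose, 6 fell and 7 did not pass from zone I to II, in both adjustments. Dusp9 rose 4.31-fold and Dusp6 fell 3.26-fold (limma, adjusted p = 5.6e-07 and 3.4e-05). Of 20 genes of glycolysis and gluconeogenesis, 10 rose, 5 fell and 5 did not pass (11 and 5 adjusted over the list alone). The glucose transporter gene Slc2a1 rose 2.62-fold from a signal of 1179 ± 143 to 3082 ± 174 (SD, n = 4 arrays; limma, adjusted p = 2.6e-06), the glycolytic enzyme gene Aldoc rose 2.46-fold, and Fbp2, an enzyme of gluconeogenesis in muscle, fell 20.3-fold. Camera gave an adjusted p of 0.98 for the phosphatases and 0.0633 for glycolysis, or 0.0477 for glycolysis with the fluidics run as a block (adjusted p = 0.50 with an estimated correlation), and the median, mean and test of the glycolysis list differ in sign. Bone genes such as Ifitm5, an osteoblast membrane protein, rose in zone II as well, Ifitm5 by 13.8-fold (limma, adjusted p = 7.8e-07). Members of the TGFβ pathway were not tested as a list here.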

Comparisons between zones II and III revealed a similar trend in which gene sets in zone II did not fulfill all criteria for significant enrichment, while true enrichment in zone III was more extensive (Table S2–1, see supplemental data). Cartilage genes, molecular chaperones, metabolic genes and genes involved in gluconeogenesis were enriched in zone II (Table S2–2–5,-9, see supplemental data). 

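Most genes of the cartilage matrix, of glucose metabolism and of protein folding fell from zone II to zone III. Of 20 cartilage matrix genes 18 fell, none rose and 2 did not pass (18 fell adjusted over the list alone). Prelp and Epyc, leucine-rich proteoglycans, fell 30.3-fold and 14.2-fold, Epyc from a signal of 5597 ± 520 to 404 ± 99.3 (SD, n = 4 arrays; limma, adjusted p = 1.1e-08 and 1.9e-08), and Cnmd, an inhibitor of vessel growth, fell 8.07-fold; array B of zone III read 47.7 for Prelp against 65.6 to 68.9 on the others. Of 20 glycolysis and gluconeogenesis genes 14 fell, 3 rose and 3 did not pass (14 and 3 adjusted over the list alone), with Aldoc down 4.46-fold, Slc2a1 down 2.86-fold, Tpi1, another glycolytic enzyme, down 2.21-fold, and the hexokinase gene Hk1 up by 0.83 on the log2 scale. Of 29 endoplasmic reticulum chaperones 20 fell and 2 rose, in both adjustments, with Creld2 down 2.24-fold and Pdia6, a protein disulphide isomerase, down 2.16-fold, and Atf6, a sensor of unfolded proteins, up 2.22-fold (limma, adjusted p = 3.9e-06, 5.9e-06 and 4.3e-05). Of 39 cytosolic and mitochondrial chaperones 25 fell and 2 rose, in both adjustments, with the prefoldin gene Pfdn4 down 2.47-fold and the 2 that rose Cryab and Dnaja3. Relative to all genes the medians were −0.82 for glycolysis, −0.70 for the endoplasmic reticulum list and −0.48 for the other chaperones, and without that reference and with ribosomal centring the last was −0.38 and 0.14, a turn. In camera the adjusted p was 4.0e-12 for cartilage matrix, 8.9e-05 for glycolysis, 2.0e-05 for endoplasmic reticulum chaperones and 2.7e-04 for the other chaperones (adjusted p = 0.0869, 0.19, 0.14 and 0.24 with an estimated correlation), and the last gave 0.15 with quantile normalization. In the same comparison 18 of 18 endothelial markers, 16 of 16 macrophage markers and 14 of 15 osteoclast markers rose.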

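Genes of vessel growth and several chemokines rose from zone II to zone III. Of 25 angiogenesis genes 23 rose and 2 fell, in both adjustments. Pgf, the placental growth factor of the VEGF family, rose 35.1-fold and Vegfc, which guides lymphatic vessels, rose 26.1-fold, from signals of 5.20 ± 2.66 and 13.6 ± 10.4 to 166 ± 30.7 and 296 ± 37.3 (SD, n = 4 arrays; limma, adjusted p = 3.5e-07 and 1.8e-06), and the receptor gene Notch4 rose 16.9-fold. The 2 that fell were Thbs1, an inhibitor of vessel growth, by 8.96-fold and Hif1a, the oxygen-regulated transcription factor, by 1.35-fold. Of 15 chemokine genes 8 rose, 1 fell and 6 did not pass, in both adjustments, with Ccl3 up 34.7-fold and Ccl9 up 18.2-fold, Ccl9 from 82.5 ± 28.0 to 1451 ± 110 (limma, adjusted p = 1.9e-06 and 2.4e-08), and Ccl25, which guides T cells, down 1.91-fold. In the same comparison all 18 endothelial and all 16 macrophage markers rose (18 and 16 adjusted over the list alone), 7 of the endothelial markers being on the angiogenesis list, with the macrophage gene Cd68 up 28.6-fold and the leukocyte gene Ptprc up 19.6-fold (limma, adjusted p = 5.7e-08 and 4.0e-08). Camera gave an adjusted p of 1.4e-07 for angiogenesis and 0.0262 for chemokines (adjusted p = 0.0869 and 0.34 with an estimated correlation) and 3.9e-07 for macrophages (adjusted p = 0.18 with an estimated correlation). The chemokine list gave 0.0817 with ribosomal centring. Of 39 growth factor genes 19 rose, 11 fell and 9 did not pass, in both adjustments (limma's camera, adjusted p = 0.0499, and adjusted p = 0.35 with an estimated correlation). The growth factor list gave 0.0513 with the fluidics run as a block and 0.0503 with the replicate letter as a block.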

In zone III, genes sets containing molecules involved in heparin binding, angiogenesis and chemokines, among others, were enriched (Table S2–6–8, see supplemental data). 

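Some clotting genes and some phosphatases were higher in zone III than in zone I. Of 14 genes of coagulation and fibrinolysis 7 rose, none fell and 7 did not pass (7 rose adjusted over the list alone). F5, coagulation factor V, rose 17.2-fold from a signal of 14.2 ± 3.38 to 244 ± 64.1, and F13a1, which crosslinks fibrin and is made by macrophages, rose 6.26-fold from 238 ± 43.3 to 1481 ± 192 (SD, n = 4 arrays; limma, adjusted p = 2.2e-07 and 3.7e-08). Of 16 dual specificity phosphatases 7 rose, 4 fell and 5 did not pass (8 and 4 adjusted over the list alone). Dusp5 and Dusp4, which act on the MAP kinases ERK, rose 34.5-fold and 25.3-fold (limma, adjusted p = 1.8e-08 and 1.6e-04), and Dusp14 fell 2.49-fold. Camera gave an adjusted p of 3.4e-04 for coagulation (adjusted p = 0.11 with an estimated correlation) and 0.16 for the phosphatases (adjusted p = 0.50 with an estimated correlation). Markers of other cells moved in the same comparison: 16 of 18 endothelial markers rose and none fell, 14 of 15 osteoclast markers rose, and of 16 macrophage markers 10 rose and 2 fell (10 and 2 adjusted over the list alone; camera, adjusted p = 3.4e-04, and adjusted p = 0.31 with an estimated correlation). Of the erythroid markers measured, which were Hbb-y, Alas2, Slc4a1 and Klf1, none passed limma's test between zones I and III, and Alas2, of haem synthesis, was the only one that rose from zone II to III (camera, adjusted p = 0.79 and 0.64).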

Comparisons between zones I and III revealed no enrichment in zone I (when considering the p-value threshold), but extensive enrichment in zone III with gene sets for blood, phosphatases, cartilage and MAPK (Table S3–1–10, see supplemental data).

These results provided further evidence that genes regulating endochdondral ossification present a combination of zone-specific genes and broadly expressed genes. 

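Genes of the cartilage matrix were lower in zone III than in both other zones. Of 20 genes, 19 fell from zone I to III, none rose and 1 did not pass (19 fell adjusted over the list alone; camera, adjusted p = 4.9e-11, and adjusted p = 0.0869 with an estimated correlation). In the comparison of zones I and II, 8 rose, 3 fell and 9 did not pass (10 and 3 adjusted over the list alone; camera, adjusted p = 5.2e-04, and adjusted p = 0.31 with an estimated correlation). The size of this shift depends on the scaling of the arrays. The list's median log2 difference was 0.36 here and 0.55 with median centring, but 0.06 with quantile normalization and 0.01 with ribosomal centring. Acan, the large proteoglycan of cartilage, had a signal of 2772 ± 484 in zone I, 4050 ± 36.1 in zone II and 1397 ± 170 in zone III (SD, n = 4 arrays), and Hapln1, its link protein, 2711 ± 386, 4871 ± 354 and 1263 ± 229. From zone II to III they fell 2.91-fold and 3.89-fold, and from zone I to III 1.97-fold and 2.15-fold (limma, adjusted p = 1.3e-04 and 7.5e-05 for the latter). Prelp and Matn4, further matrix proteins, fell 17.8-fold and 16.2-fold from zone I to III, while from zone I to II Snorc and Comp rose 2.18-fold and 2.04-fold and Fmod fell 3.29-fold. Endothelial markers rose into zone III in 18 of 18 from zone II and 16 of 18 from zone I. Osteoclast markers rose in 14 of 15 from either zone. All 9 and all 10 measured genes of the paper's own cartilage lists for zones II and I against zone III (Tables S2-9 and S3-11) fell; the study chose them on these samples, so this is not independent evidence.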

Cartilage gene sets were significantly enriched in all zones; however, only the II vs. III and I vs. III categories contained similar genes including *Sox9*, *Hapln1* and *Agc1* (Table S2–9, S3–11, see supplemental data). 

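Among the genes in the supplement's tables of cartilage transcripts for zone III over zone I (Tables S3-6 and S3-7), 26 of the 37 measured rose, 1 fell and 10 did not pass limma's test, with a median log2 difference of 0.49. The study chose these genes on these samples, so the count is not independent evidence of a direction. These tables, as used here, stop short of the end of the ranking that other tables of the supplement reach, and they do not hold Mmp13 or Dmp1. Mmp13, which degrades collagen, rose 64.7-fold from zone I to II (limma, adjusted p = 4.1e-09) and 3.49-fold from zone II to III (adjusted p = 2.3e-05). Dmp1 had no array of zone II below an array of zone I and none of zone III below one of zone II.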

The cartilage genes enriched in zone III vs. I contained a different subset of transcripts including *Dmp1* and *Mmp13*, which we had identified in a previous study [29] and/or confirmed with qRT-PCR analysis. 

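Of 14 osteoblast and bone matrix genes, 10 rose from zone I to II, and 10 rose and 1 fell from zone II to III. Some bone genes, such as Tnfsf11, rose at both steps. Pth1r, the parathyroid hormone receptor, had a signal of 180 ± 99.6 in zone I, 1929 ± 523 in zone II and 920 ± 190 in zone III (SD, n = 4 arrays) and was 5.54-fold higher in zone III than in zone I (limma, adjusted p = 4.1e-05). Bmp7, a bone morphogenetic protein, had 237 ± 30.0, 319 ± 28.1 and 231 ± 13.3, a 1.35-fold rise from zone I to II (limma, adjusted p = 0.0109) and −0.03 on the log2 scale between zones I and III (adjusted p = 0.88). Tnfsf11 rose 4.52-fold from zone I to II and 13.0-fold from II to III (limma, adjusted p = 3.1e-04 and 2.1e-06), and Ibsp rose 71.3-fold from zone I to II (adjusted p = 1.0e-07). All 12 measured genes of the paper's bone list for zone II over zone I rose, and 16 of 18 of that for zone III over zone I; the study chose these lists on these samples, so the counts are not independent evidence. A second probe set of Bmp7 rose from zone I to III (1.93-fold, adjusted p = 0.00319), and with ribosomal centring the rise of Bmp7 from zone I to II was 0.08 (limma, adjusted p = 0.72) and the fall of Pth1r from zone II to III, 2.07-fold here, was −0.53 (adjusted p = 0.16). A second probe set of Tnfsf11 did not pass from zone I to II (0.00, limma adjusted p = 0.99).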

Bone transcripts were enriched in zone II and zone III, respectively, when compared to zone I. Core genes found in these groups included *Bmp7*, parathyroid hormone receptor 1 (*Pthr1)*, *Tnfsf11*, and *Ibsp*, which are prototypical markers of EO (Table S1–7, S3–12, see supplemental data) [60].

While many of the expected functional classifications and markers were expressed, genes used to calculate the enrichment scores of the significantly enriched gene sets were not necessarily known cartilage markers. It is therefore likely that the differences we observe in the different growth plate regions could be a function of network connections rather than only its individual constituents. This reinforces the concept that key zone-specific regulatory molecules are supported by the expression of numerous other molecular players. It is interesting to note that the cartilage gene set taken from another published microarray screen failed to be significantly enriched in our growth plate comparisons [23]. This observation likely highlights the effect of experimental methods on gene expression. In addition to species (mouse vs. rat) and age (i.e. fetal vs. adolescent) differences, the actual processing of the cells used for gene expression analysis differed. In our study, total RNA was directly isolated from tibiae while Wang's study, which used laser-capture microdissection of rat growth plates, involved cryogenic sectioning before expression analysis [23].

These analyses suggest that zones I and III show well defined enrichment patterns and consequently zone-specific expression. 

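Zone III had the most probe sets that were higher than in both other zones, and zone II the most that were lower. Called by limma in both comparisons, 2697 probe sets of 1525 genes were higher in zone III than in both other zones, 1251 of 763 genes were higher in zone I, and 927 of 521 genes in zone II, where independent lists of these sizes would share 835, 493 and 248 and simulated unchanged groups gave 0.0, 0.0 and 0.0 on average. The comparisons behind each count share the arrays of 1 zone; with these arrays split between the comparisons, the counts without a test were 2942, 1393 and 993 on average against 3003, 1466 and 1025 unsplit. Mmp9 and Dmp1 are highest in zone III, Gdf5 and Ucma in zone I, and Ihh and Panx3 in zone II. In the same way 1367 probe sets were lower in zone III, 755 in zone I and 2192 in zone II. The order depends on the scaling of the arrays: with median centring fewer were higher in zone I than in zone II, and with quantile normalization or median centring more were lower in zone III than in zone II. Of the 36 gene lists, 22 shifted between zones I and II (13 toward zone II and 9 toward zone I), 26 between zones II and III (11 toward zone III and 15 toward zone II) and 22 between zones I and III (10 toward zone III and 12 toward zone I), from camera at an adjusted p under 0.05. With an estimated correlation camera called 0, 0 and 0 lists, with 8, 12 and 11 at an unadjusted p under 0.05, and fry, which asks whether a list's genes move one way, called 29, 30 and 27. Other splits of the same 8 arrays into 4 and 4 reached as many as 23, 27 and 25 shifted lists, so chance is not excluded for the number of lists, whereas they reached at most 3, 1 and 1 changed probe sets. The splits that reached as many lists as the real one exchanged 1 array between the zones and so keep part of the zone difference, and the 18 splits with 2 arrays of each zone on either side reached at most 12, 11 and 12 lists. Within the 3 fluidics runs 22 of 22, 26 of 26 and 21 of 22 shifted lists kept the sign of their median, the exception being the ribosomal proteins. The lists were called on the same arrays, so this agreement is not independent evidence.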

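More probe sets were called higher or lower in zone II than in both neighbours, 927 and 2192, than were called in the same direction at both steps. A probe set can lie between its neighbours without being called at both steps, and such probe sets were not counted. Dmp1 and Mmp13 rose from zone I to II and again to III, as did 231 probe sets called by limma in both steps, and Gdf5 fell at both, as did 179, where independent lists of these sizes would share 434 and 493 and simulated unchanged groups gave 0.0 and 0.0 on average. Both steps share the zone II arrays, which independent lists leave out, and unchanged groups give almost no calls. Neither value therefore tests whether the same or opposite directions are favoured. The genes highest in zone II include Chrdl1, an antagonist of bone morphogenetic proteins, which rose 30.8-fold and then fell 8.52-fold (limma, adjusted p = 3.0e-07 and 5.7e-06), and Calml3, a calmodulin-like protein, which rose 7.11-fold and fell 21.9-fold; array B of zone I read 15.9 for Chrdl1 against 41.0 to 49.1 on the others. Genes lowest in zone II include Bid, which acts in cell death, with signals of 36.2 ± 3.99, 1.84 ± 0.28 and 98.4 ± 6.05 (SD, n = 4 arrays), and Nfia, a transcription factor, which fell 32.1-fold and rose 11.4-fold. The balance depends on the scaling of the arrays: the probe sets highest in zone II were 1127 with quantile normalization, 1952 with median centring and 308 with ribosomal centring, and those lowest in zone II 1565, 1463 and 5702. Endothelial markers were lowest in zone II, falling from zone I in 18 of 18 and rising to zone III in 18 of 18.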

Gene expression in zone II seems less distinct, which is consistent with the transitions chondrocytes must undergo to presage bone deposition. Additional studies that address the precise gene expression differences in the transition regions between zones I vs. II and II vs. III of the tibia are necessary to more accurately define the markers expressed as chondrocytes terminally differentiate.

### Comparisons between Micromass and Microdissected Data Sets

Next, we wanted to determine whether the genes expressed in the microdissected embryonic tibiae were comparable to our previously used micromass (MM) culture system [29]. Based on established knowledge of gene expression in the MM system, we matched pair-wise comparisons between the three microdissected (MD) growth plate zones to pair-wise comparisons between different MM culture days. Only those comparisons that demonstrated the largest similarity between both experiments were selected for further analysis. Differential expression between days 3 and 9 of MM culture was likened to zone I vs. II comparison; day 9 vs. 15 of MM culture was analogous to zone II vs. III comparison and day 3 vs. 15 of MM culture was compared to zone I vs. III. The first phase of our analysis involved determining whether genes differentially expressed in the MD data set were similarly expressed in the MM data set.

We first compared the number of probe sets significantly expressed in either the MM or MD data sets and found 11 806 common probe sets, 1 379 probe sets found only in the MM data set and 10 691 probe sets found only in the MD data set (Figure 5A). Since we were comparing probe sets from two different array platforms, namely the MOE 430A (MM) and MOE 430 2.0 (MD) chips, the former of which contains half the probe sets of the latter, we anticipated and confirmed that approximately 50% of probe sets from the MD data would match corresponding probes in the MM data set. Also, it is likely that day 3 of MM culture represents a slightly earlier stage of chondrocyte development compared to MD zone I. The discrepancy between day 3 of MM and zone I of the growth plate could additionally be due to the fact that MM are derived from the mesenchyme which has the potential to develop into numerous cell types (of myogenic, adipogenic and osteogenic lineages) and is therefore a heterogeneous cell population, whereas zone I is mostly constituted of chondrocytes.

**Figure 5:**
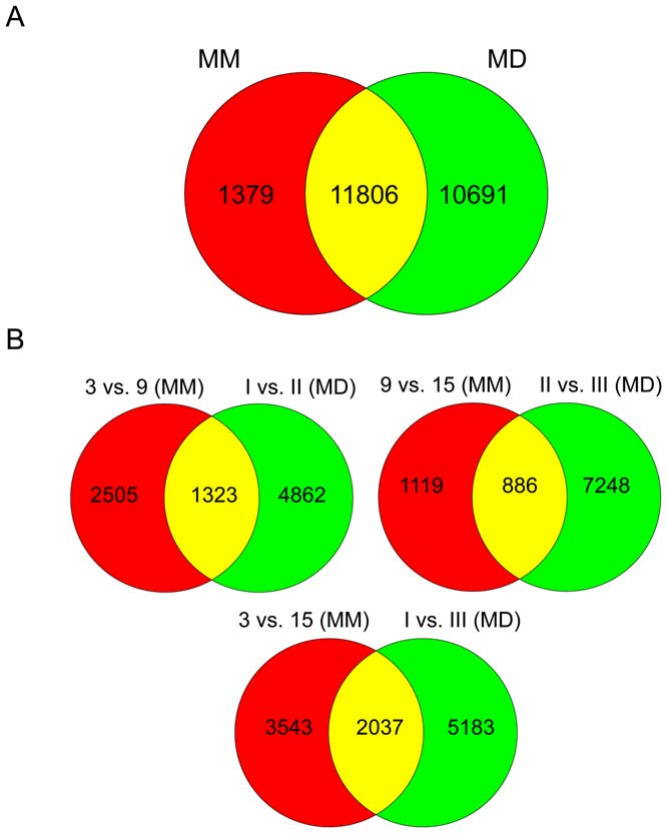
Genes expressed in both microdissected embryonic tibiae and primary mesenchymal micromass cultures. Venn diagrams delineating the overlap between probe sets expressed in the microdissected (MD) tibiae array data set and the micromass (MM) array data set (A). Pair-wise comparisons between individual growth plate zones are compared to their similar pair-wise comparisons in the micromass culture data (B). Specifically, probe sets differentially expressed between days 3 and 9 (3 vs. 9) of micromass culture are compared to the I vs. II list. Similarly, probe sets differentially expressed between days 9 and 15 (9 vs. 15) and days 3 and 15 (3 vs. 15) of micromass culture are compared to probes identified in II vs. III and zone I vs. III lists, respectively.

The next phase of the analysis involved comparing our MM time point comparisons to our MD zone comparisons (Figure 5B). In this case, approximately 40% of transcripts were common between MM and MD data set using the MM values and 20% when using the MD numbers. However, it is apparent that the majority of the genes identified in the pair-wise comparisons were not shared between MM and MD.

Therefore, we asked whether the most significantly changed genes were common between the MM and MD data. Only 15 of the 100 most significantly changed genes were similar between the experimental systems (Figure 6 and 7).

**Figure 6:**
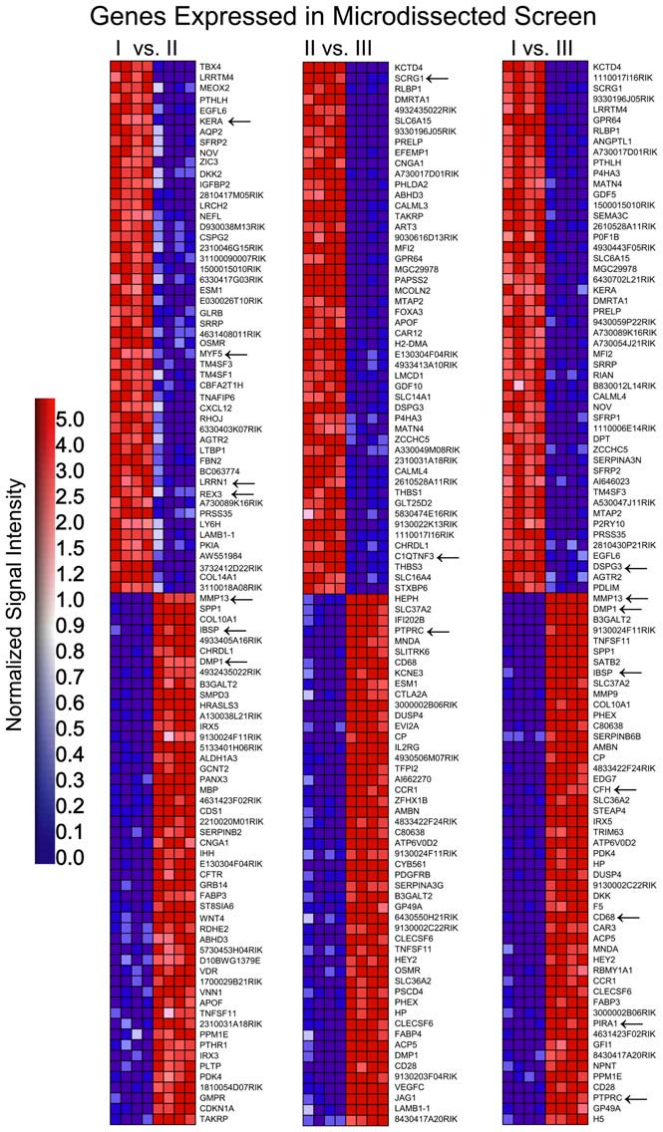
Similarities between the micromass culture time course and microdissected growth plate data sets. Heat maps of genes exhibiting highest differential expression and positive correlations to either zones I or II in the pair-wise microdissection comparisons are shown. Signal intensities are illustrated by varying shades of red (up-regulation) and blue (down-regulation). Arrows indicate genes common to the corresponding micromass comparisons.

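The largest changes between zones, among genes whose arrays did not overlap, are given here gene by gene; no theme was tested on them. From zone I to II, after Col10a1 the largest rise was that of Mbp, a myelin basic protein gene whose locus also gives other transcripts, at 119-fold (limma, adjusted p = 1.1e-10), with Sgms2, a sphingomyelin synthase, at 21.5-fold and Serpinb2, a plasminogen activator inhibitor, at 22.4-fold. The largest falls from zone I to II were those of Olfml1 (65.1-fold, limma adjusted p = 3.6e-06), Mfap4, Creb5 (37.0-fold), Ifi27 (35.4-fold) and Kera, a corneal and tendon keratan sulphate proteoglycan (32.4-fold). From zone II to III the largest rises after Hp were those of Gm6377 (95.2-fold), a predicted gene, Ocstamp, Ifi202b (78.2-fold), an interferon-inducible gene, and Dusp4 (60.0-fold), and the largest falls those of Scrg1 (77.7-fold, limma adjusted p = 2.4e-08), a chondrocyte secreted protein, Nlgn3 (45.3-fold), Cnga1 (42.7-fold) and Kctd4 (39.3-fold). From zone I to III B3galt2, a galactosyltransferase, rose 120-fold and Phex 101-fold, and Ucma fell 184-fold, Serpina3n, a protease inhibitor, 71.8-fold and Nlgn3 70.2-fold. The 10 largest in each direction further include 9130024F11Rik, up 38.2-fold from zone I to II and 640-fold from zone I to III, Thbs4 and Mfap4, down 53.2-fold and 45.8-fold from I to III, and Rlbp1 and Mypn, down 34.3-fold and 25.6-fold from II to III. Many of these folds rest on signals far under 50 in the lower zone, such as 0.48 ± 0.10 for 9130024F11Rik in zone I (SD, n = 4 arrays), so their size depends on the background. The size and the rank of the Gm6377 rise depend on array C of zone II, which read 0.02 against 1.35 to 3.86 on the others. Without this array the log2 difference went from 6.57 to 4.71, less than the 5.91 of Dusp4 on all arrays. Without zone II array B or D the difference of Gm6377 was 7.37 or 7.34, more than the 7.02 of Hp on all arrays. Leaving out 1 array also moved the log2 difference of Creb5 from −5.21 to between −4.46 and −6.07, that of Serpinb2 from 4.49 to between 3.81 and 5.09, that of Ifi202b from 6.29 to between 5.62 and 6.95, that of Dusp4 from 5.91 to as much as 6.67 and that of 9130024F11Rik between zones I and II from 5.25 to as much as 5.86. In zone I array A read 105 for Olfml1 against 42.7 to 48.5 on the others and 554 for Kera against 181 to 215, and in zone III array B read 0.470 for Rasl10a, which fell 43.6-fold from zone I to III, against 1.66 to 2.07.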

**Figure 7:**
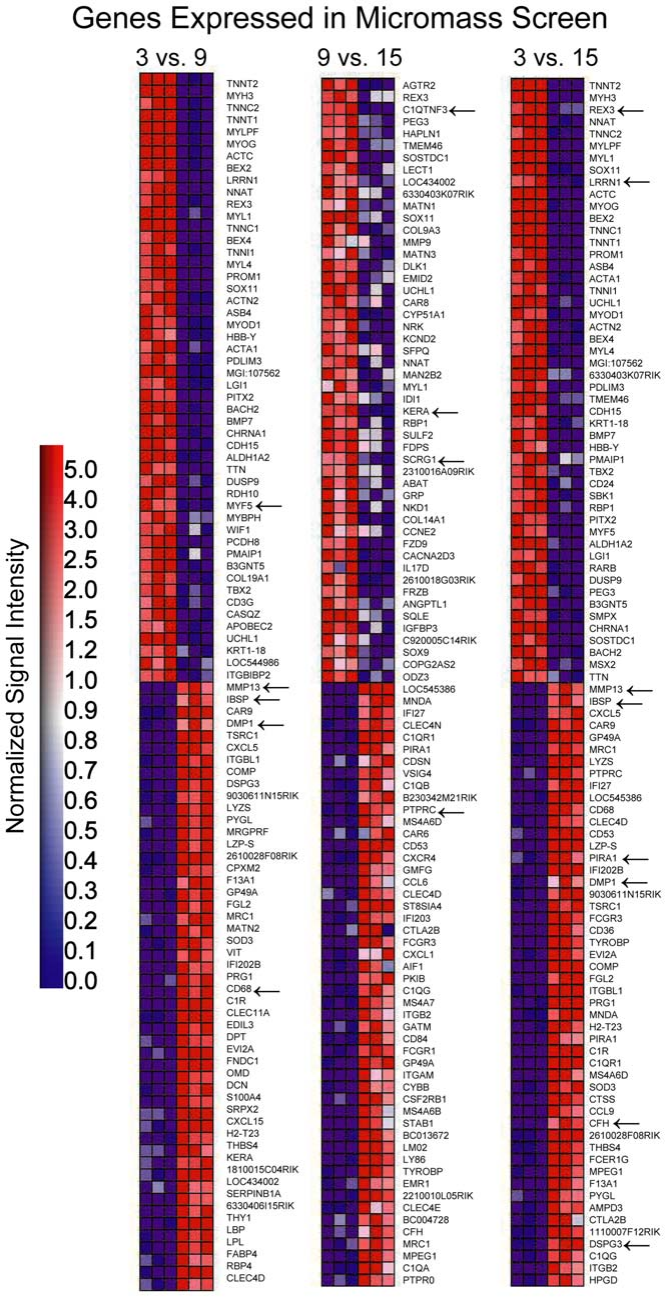
Heat map of micromass culture data set analyzed by GSEA. GSEA-derived heat maps of the top 100 differentially expressed probe sets enriched in micromass data. Correlations between probe sets and day 3 or day 9 of micromass culture for the first map, day 9 or day 15 for the second map and day 3 or day 15 for the third map are shown. Expression profiles for all experimental replicates are depicted for each time point. Signal intensities are illustrated by varying shades of red (up-regulation) and blue (down-regulation). Arrows indicate genes common to the corresponding microdissected growth plate zone comparisons.

We postulated that these results could reflect the limitations of inter-array comparisons and nuances in the way each experiment was executed. However, our previous analysis (in which gene lists derived from the MM array were enriched in the MD data set) suggests that these comparisons did not reflect the full extent of the similarities between both data sets. These analyses did, however, point to the fact that on the level of individual genes, with the exception of prototypical chondrocyte markers, our MM culture days could be different from our tibia zones. We aimed to further corroborate these findings by analyzing both data sets by GSEA in parallel. We used a series of gene sets from the Molecular Signature Database that contains genes grouped based on chromosomal region (c1), pathways (c2) and common motifs (c3). In cases where the interrogated gene list had a FDR that was above the 25% cutoff, we selected the top 20 gene sets for comparison.

### c1 Comparisons

To obtain an objective view of the similarities and differences between the MM and MD data sets, we decided to look at several molecular categories. The first was cytogenetic loci, corresponding to the c1 gene set matrix from MgSigDB. Specifically, we compared the NES scores assigned to each cytogenetic locus that was correlated with a particular time point or growth plate zone comparison. We compared MM day 3 vs. 9 to MD zone I vs. II data and identified 6 enriched cytogenetic locations (Table S4–1,2, see supplemental data). In all cases except for one (Table S4–1,2), days 3 vs. 9 and zones I vs. II were similarly enriched.

Another emerging pattern included enrichment in day 9 and zone II (Table S4–3,4) and correlated with loci associated with skeleton-related chromosome mutations and genetic determinants related to the bone phenotype [61]–[65]. The 9 vs. 15, II vs. III comparisons show a total of 10 enriched gene sets, all but one of which showed the expected similar enrichment pattern (Table S4–3,4, see supplemental data). Other loci enriched at day 9 and zone II or day 15 and zone III were similar in their association with bone-related loci [66]–[71]. Four main enrichment patterns occurred in the day 3 vs. 15 and zone I vs. III comparison (Table S4–6). Two chromosomal gene sets,deviated from the expected trend in the day 3 vs. 15 and zone I vs. III comparison (Table S4–6). This pattern appeared to be counter-intuitive since day 3 and zone III represent two opposite stages in the chondrocyte life cycle, but it could be explained by the fact that both loci are linked to the skeleton. [72], [73]. In addition, three loci exhibited common enrichment in day 3 and zone I, and the remaining seven gene sets were enriched in day 15 and zone III. These gene sets were also linked to the skeleton [49], [74]–[76]. Therefore, in most cases, enrichment patterns for different cytogenetic loci are conserved; however, the relationship between the identified loci and the individual genes making up the probe sets belonging to MM and MD data sets are not congruent.

### c2 Comparisons

We next evaluated similarities and differences in over-represented biological pathways using the c2 gene set matrix, describing pathways. Compared to the c1 data set, fewer gene sets were similarly enriched in MM and MD comparisons. Three of four gene sets (proteasome, electron transport and oxidative phosphorylation pathways) were enriched for day 3 (compared to day 9) and zone II (compared to zone I) (Table S5–1,2, see supplemental data). 

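Most genes of the proteasome and of oxidative phosphorylation rose from zone I to zone II, by amounts that depend on the scaling of the arrays. Of 31 proteasome subunits 24 rose, none fell and 7 did not pass (28 rose adjusted over the list alone). Psmd7, a subunit of the regulatory particle, rose 1.96-fold from a signal of 427 ± 59.9 to 845 ± 177, and Psmc5, one of its ATPases, rose 1.61-fold (SD, n = 4 arrays; limma, adjusted p = 5.3e-04 and 4.7e-04). Of 71 genes of oxidative phosphorylation, which include the electron transport chain, 46 rose, none fell and 25 did not pass (54 rose adjusted over the list alone). Atp5g1, of the ATP synthase, rose 2.01-fold, Uqcr11, of complex III, 1.94-fold and Ndufs5, of complex I, 1.89-fold (limma, adjusted p = 3.3e-05, 1.1e-04 and 7.8e-05). Relative to all genes the medians were 0.54 and 0.48 on the log2 scale, and without that reference 0.45 and 0.39 here and 0.10 and 0.04 with ribosomal centring. The adjusted p from camera was 7.3e-09 for the proteasome and 2.0e-12 for oxidative phosphorylation (adjusted p = 0.0561 and 0.16 with an estimated correlation). In the same comparison endothelial markers fell in 18 of 18 and fibrous tissue markers in 16 of 19. The micromass cultures were not analysed here.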

Only two categories were similarly enriched between the MM and MD data sets in the 9 vs. 15, II vs. III comparisons. They belonged to the fatty acid and cytokine categories, both of which help modulate developmental processes by inhibiting chondrocyte hypertrophy and promoting prostaglandin synthesis [77]–[79]. The remaining 15 gene sets exhibited different enrichment patterns that, with the exception of the proteasome pathway (which was similarly enriched in zone III and day 9), showed similar enrichment in zone II and day 15 of MM culture (Table S5–3,4, see supplemental data). Thus, in both cases the enrichment patterns did not show the expected similarities between the MM AND MD data sets.

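Most proteasome genes were lower in zone III than in zone II. Of 31 subunits 23 fell, 1 rose and 7 did not pass (25 and 1 adjusted over the list alone). Psmd7 fell 2.39-fold to a signal of 349 ± 27.9 (SD, n = 4 arrays), and Psmb1 and Psma4, of the catalytic core, fell 1.89-fold and 1.85-fold (limma, adjusted p = 3.9e-05, 6.3e-04 and 6.0e-05), while Psmd3, of the regulatory particle, rose 1.49-fold (adjusted p = 0.016). Of 71 genes of oxidative phosphorylation 52 fell and none rose (53 fell adjusted over the list alone). Markers of other cells rose between these zones, in 18 of 18 endothelial, 16 of 16 macrophage and 14 of 15 osteoclast genes. Relative to all genes the medians were −0.55 for the proteasome and −0.56 for oxidative phosphorylation, and without that reference −0.45 and −0.46, which turned to 0.07 and 0.06 with ribosomal centring. The adjusted p from camera was 1.9e-06 and 1.6e-08 (adjusted p = 0.0869 and 0.24 with an estimated correlation). Neither list shifted between zones I and III (limma's camera, adjusted p = 0.81 and 0.85), with 4 rising and 4 falling of the proteasome (3 and 3 adjusted over the list alone) and 9 rising and 5 falling of oxidative phosphorylation (4 and 2).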

The day 3 vs. 15 and zone I vs. III fit best with our predictions for high similarity between the MM and MD data sets. All three gene sets showed correlation with day 15 MM and zone III of the tibia (Table S5–5,6, see supplemental data). The three gene sets represented in this comparison included the T-cell differentiation pathway, matrix metalloproteinases and reactive oxygen species.

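Several matrix metalloproteinases were higher in zone III than in zone I. Of 10 measured, 5 rose, 1 fell and 4 did not pass, in both adjustments. Mmp10, a stromelysin, rose 10.4-fold from a signal of 7.40 ± 1.64 to 76.9 ± 16.7, and Mmp14, a membrane-bound collagenase, rose 2.81-fold from 881 ± 147 to 2451 ± 204 (SD, n = 4 arrays; limma, adjusted p = 1.0e-07 and 3.0e-05). Mmp2, a gelatinase of connective tissue, fell 1.71-fold (limma, adjusted p = 0.0011). The list shifted with an adjusted p of 0.0215 from camera (adjusted p = 0.11 with an estimated correlation), and 0.0847 with camera on ranks. From zone II to III 6 rose and none fell, in both adjustments (limma's camera, adjusted p = 0.0428, and adjusted p = 0.16 with an estimated correlation). Between zones I and III 14 of 15 osteoclast markers, which include Mmp9, rose, and of 16 macrophage markers 10 rose and 2 fell. Genes of T-cell differentiation and of reactive oxygen species were not tested as lists here.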

These data indicate that there are some major gene expression differences between these experimental models. In addition, conservation between the MM day 3 vs. 9 and the MD zones I vs. II gene lists was poor. The day 9 vs. 15 and zone II vs. III pathways showed the highest similarity between day 15 of MM and zone II of MD, opposite to expectations. This result implicates enriched pathways in both hypertrophy and mineralization, which is not inconceivable, since these processes closely follow each other temporally. The observed enrichment pattern suggests that the ability of micromass cultures to recapitulate normal biological pathways is limited. The potential effects of enzymatic digestion, which disrupts and re-establishes the cell-cell and cell-matrix interactions in culture may account for this finding. Additionally, the inherent cellular heterogeneity persisting in the later stage chondrocyte cultures may be responsible for the apparent correlation between day 15 and zone II of MD. Specifically, chondrocytes in the centers of the micromass cultures and immature cells lining the periphery of the cartilage nodules even after 15 days of culture might additionally be responsible for this effect. Altogether these data suggest that the experimental system used may have a significant bearing on resolution of gene expression between different zones of the growth plate and also the biological pathways regulated in cartilage.

### c3 Comparisons

We next evaluated the similarities between the c3 data set that incorporates information about different documented regulatory motifs. The 3 vs. 9, I vs. II comparison identified 11 gene sets that were enriched on day 3 of MM and in zone I of MD, as expected (Table S6–1,2, see supplemental data). Five gene sets showed enrichment in day 3 of MM and zone II of MD. The remaining 4 gene sets were enriched in day 9 of MM and zone I of MD. All gene sets in the 9 vs. 15, II vs. III comparisons yielded similar gene sets between the two experimental methods. Eight gene sets were enriched in day 9 of MM and zone II of MD, while the other 12 were enriched at day 15 of MM and in zone III of the MD (Table S6–3,4, see supplemental data). In the final comparison between day 3 vs. 15 and zone I vs. III, 6 gene sets were enriched in day 3 of MM and zone I of the growth plate, 10 gene sets were enriched in day 15 of MM and zone III in the MD and 4 gene sets showed the opposing enrichment in day 3 MM and zone III of MD (Table S6–5,6, see supplemental data). Overall, regulatory motifs were well conserved between the MM and MD data sets, which could ideally provide clues into the identity of important chondrocyte regulatory molecules.

In conclusion, this study evaluates gene expression changes between three different zones of a growing tibia. Gene Ontology annotations show that similar functional categories are being modulated throughout chondrocyte maturation, namely genes related to development, ECM and transporter activity. GSEA enrichment of user-defined gene sets yielded several functional categories including ECM, growth factors, angiogenesis, chemokines and matrix metalloproteinases.

Interestingly, the “chaperone activity” category was enriched in the prehypertrophic/hypertrophic zone II when compared either with zone I or zone III. 

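More chaperone genes rose than fell from zone I to II, and more fell than rose from zone II to III, and many did not pass. Hspa5, the main chaperone of the endoplasmic reticulum, had signals of 3686 ± 498 in zone I, 4779 ± 85.7 in zone II and 3311 ± 374 in zone III, and Hspd1 had 2512 ± 192, 3789 ± 84.2 and 2444 ± 145 (SD, n = 4 arrays). Grpel1 had 1137 ± 81.4, 1921 ± 214 and 1201 ± 99.2 in the 3 zones. Between zones I and III neither chaperone list shifted: 3 rose and 6 fell of the 29 endoplasmic reticulum genes (2 and 6 adjusted over the list alone), and 1 rose and 6 fell of the 39 others (1 and 3), with camera adjusted p of 0.45 and 0.40. The medians of the cholesterol synthesis, oxidative phosphorylation and proteasome lists also rose from zone I to II and fell from II to III, but with ribosomal centring those of oxidative phosphorylation and the proteasome from II to III were 0.06 and 0.07, and the medians of endothelial and macrophage markers fell and then rose. Fibrous tissue markers fell from zone I to II, while from II to III 11 of 19 rose, 2 fell and 6 did not pass (11 and 2 adjusted over the list alone; camera, adjusted p = 0.0499, or 0.0513 with the fluidics run as a block and 0.54 with an estimated correlation), and from I to III 3 rose and 13 fell (3 and 13; camera, adjusted p = 0.0081, or 0.40 with an estimated correlation). Relative to all genes the medians of both chaperone lists were higher in zone II than in either neighbour, whereas with ribosomal centring they were 0.02 and −0.08 for the endoplasmic reticulum at the 2 steps and −0.04 and 0.14 for the other list.

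**Figure D4:**
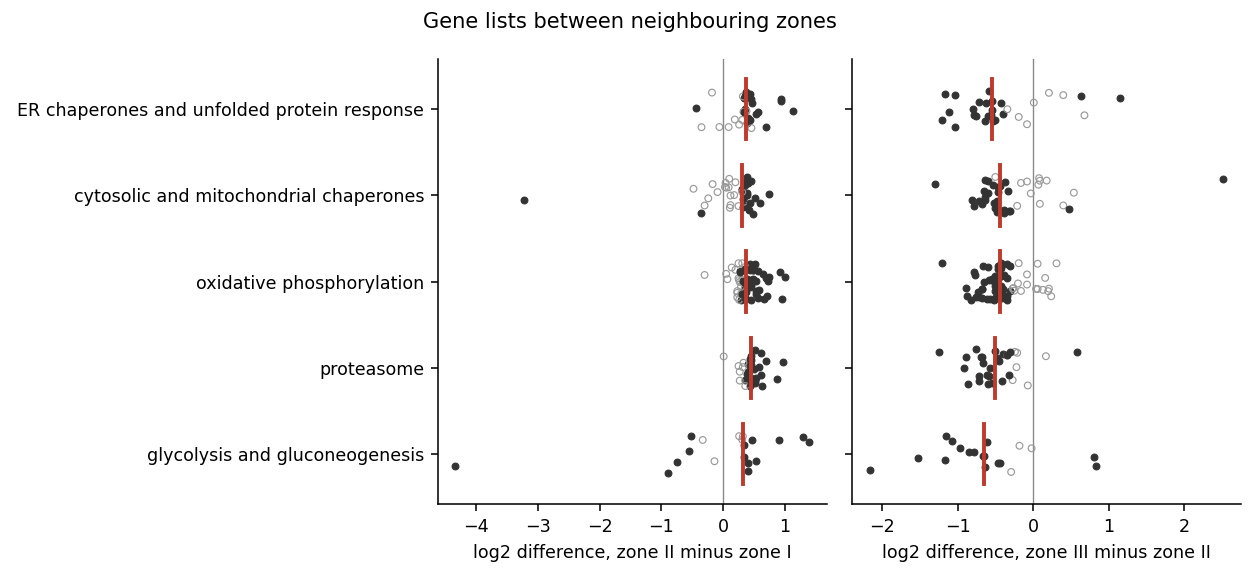
Log2 differences of the genes of 5 lists on the horizontal axis, 1 dot per gene and 1 line of dots per list, for zone II minus zone I (left) and zone III minus zone II (right), filled where the adjusted p from limma was under 0.05 and open otherwise, with a red line at the median of the plotted genes. Of the endoplasmic reticulum chaperones 17 rose on the left and 20 fell on the right, and of the oxidative phosphorylation genes 46 rose and 52 fell, where the medians of oxidative phosphorylation, proteasome and cytosolic chaperones turn on the right with ribosomal centring, as does that of cytosolic chaperones on the left.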

Recent studies have been investigated the role of endoplasmatic reticulum (ER) stress and unfolded protein response (UPR) in connective tissue diseases and particularly in chondrodysplasias. For example, ER stress was elevated in hypertrophic chondrocytes in a mouse model of metaphyseal chondrodysplasia type Schmid (MCDS) [80], folding of COMP was abnormal in pseudoachondroplasia and multiple epiphyseal dysplasia [81], [82] and *Bbf2h7* (an ER-resident transcription factor) KO mice showed severe chondrodysplasia with abnormal proliferative and hypertrophic zones [83]. These recent data show the importance of proper folding of secreted proteins – and by extension a role of chaperone proteins asisting with protein folding - in cartilage development. The enrichement of chaperone gene expression in the prehypertrophic/hypertrophic zone II of the growth plate makes this category a very exciting new pathway to investigate in cartilage development and particulalry in hypertrophic chondrocyte differentiation.

In addition, this study compared gene expression in micromass cultures, an in vitro model to study chondrocyte differentiation, with gene expression in growing endochondral bones in vivo. Parallel analysis in which gene expression in the MD array was compared to the MM array showed that while cytogenetic loci, some pathways and most motifs showed similar changes in the different models of chondrocyte development, individual markers exhibiting the largest gene expression changes in each data set were poorly conserved, with the exception of well known matrix markers and a few other genes. Pathway analysis also demonstrated limited similarities between MM and MD data sets, with the best fit for gene set correlated with day 15 and zone III and categories involved in angiogenesis and matrix remodeling.

While the micromass culture system is able to recapitulate expression of the major markers of chondrocyte gene expression, subtle, physiologically relevant differences could be overlooked in this model. Feasibility however, dictates that cell culture models are still an important means of evaluating cartilage gene expression. The challenge will be to design these models in a way in which the integrity of the tissue can be preserved, to quantify limitations in the models and, where possible, to make the transition to *in vivo* systems.

## Supporting Information

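The tables of this supplement list, for gene sets compared between zones I and II, the genes that contribute most to each set's enrichment score. On the deposited values nearly all of these genes differ in the listed direction, and the study chose them on these samples, so the counts are not independent evidence. Of the genes listed for zone I, 56 of 57 measured matrix genes, 18 of 18 growth factors, 17 of 17 angiogenesis genes and 5 of 5 chemokines fell from zone I to II by limma's test. Their median log2 differences were −1.66, −1.78, −1.51 and −1.43. Of the genes listed for zone II, 12 of 12 bone genes rose (median 0.90), and 20 of 36 chaperone genes rose, 1 fell and 15 did not pass (median 0.36). Examples are Kera and Vcan among the matrix genes, whose values are given with the comparison of zones I and II.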

Table S1 GSEA analysis of comparisons between zones I and II of microdissected tibiae.
(0.33 MB DOC) Click here for additional data file.

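This supplement lists the same kind of genes for the comparison of zones II and III, and again the study chose them on these samples, so the counts are not independent evidence. Of those listed for zone III, all 27 measured angiogenic genes, all 12 heparin binding genes and all 5 chemokines rose from zone II to III by limma's test, with median log2 differences of 1.80, 1.65 and 2.92. Of those listed for zone II, 9 of 9 cartilage genes, 31 of 36 metabolic genes, 8 of 10 chaperone genes and 7 of 9 gluconeogenesis genes fell, and the rest did not pass. Their medians were −1.92, −0.79, −0.76 and −0.65. Heparin binding proteins include many growth factors and matrix proteins held in the matrix.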

Table S2 GSEA analysis of comparisons between zones II and III of microdissected tibiae.
(0.25 MB DOC) Click here for additional data file.

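In this supplement the gene sets higher in zone III than in zone I make up most of the tables. Of the genes listed for zone III, 16 of 19 measured blood genes, 74 of 97 phosphatase genes and 51 of 67 MAP kinase genes rose from zone I to III by limma's test, none fell, and the rest did not pass. Their median log2 differences were 2.05, 0.78 and 0.85. The listed bone genes had a median of 1.93, and the cartilage genes listed for zone I one of −1.76. Dusp4 is an example of a listed phosphatase that rose, and F5 of a blood gene. The study chose these genes on these samples, so the counts are not independent evidence of a direction.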

Table S3 GSEA analysis of comparisons between zones I and II of microdissected tibiae.
(0.45 MB DOC) Click here for additional data file.

Table S4 GSEA enrichment of micromass culture data using c1 gene sets.
(0.15 MB DOC) Click here for additional data file.

Table S5 GSEA enrichment of micromass culture data using c2 gene sets.
(0.13 MB DOC) Click here for additional data file.

Table S6 GSEA enrichment of micromass culture data using c3 gene sets.
(0.27 MB DOC) Click here for additional data file.

# Supplementary material for: Genome-Wide Analyses of Gene Expression during Mouse Endochondral Ossification
**Source:** PLoS One. 2010 Jan 13;5(1):e8693. doi: 10.1371/journal.pone.0008693
**Supplement:** Table S1 — GSEA analysis of comparisons between zones I and II of microdissected tibiae. (0.33 MB DOC)

**Table S1-1. GSEA analysis of comparisons between zones I and II of microdissected tibiae.**

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- |
| ECM | 228 | 0.524 | 1.874 | 0.000 | 0.006 |
| GROWTH FACTOR | 106 | 0.551 | 1.823 | 0.000 | 0.007 |
| 9 VS15 2 | 496 | 0.464 | 1.765 | 0.000 | 0.012 |
| 3VS9 1 | 495 | 0.458 | 1.738 | 0.000 | 0.013 |
| IGF | 48 | 0.586 | 1.724 | 0.003 | 0.013 |
| 3VS9 5 | 495 | 0.454 | 1.718 | 0.000 | 0.012 |
| GROWTH FACTOR RECEPTOR | 327 | 0.462 | 1.713 | 0.000 | 0.011 |
| 9VS15 1 | 497 | 0.443 | 1.682 | 0.000 | 0.014 |
| ANGIOGEN | 57 | 0.555 | 1.679 | 0.003 | 0.013 |
| HEPARIN BINDING | 37 | 0.583 | 1.633 | 0.014 | 0.021 |
| BRAIN | 379 | 0.435 | 1.619 | 0.000 | 0.022 |
| GTPASE ACTIVITY | 73 | 0.516 | 1.614 | 0.006 | 0.022 |
| 9VS15 3 | 497 | 0.421 | 1.595 | 0.000 | 0.025 |
| 3VS9 3 | 495 | 0.414 | 1.570 | 0.000 | 0.029 |
| 3VS15 1 | 497 | 0.410 | 1.553 | 0.000 | 0.032 |
| CHROMATIN/HDAC | 37 | 0.551 | 1.543 | 0.029 | 0.033 |
| FGF | 64 | 0.503 | 1.537 | 0.016 | 0.033 |
| CHEMOKINE | 31 | 0.566 | 1.516 | 0.036 | 0.038 |
| 3VS15 2 | 497 | 0.400 | 1.515 | 0.000 | 0.037 |
| 2 DNABIND | 449 | 0.399 | 1.499 | 0.000 | 0.041 |
| CHAPERONE | 81 | -0.476 | -1.721 | 0.002 | 0.074 |
| PHOSPHATASE | 473 | -0.310 | -1.404 | 0.000 | 0.382 |
| METABOLISM | 196 | -0.331 | -1.367 | 0.006 | 0.324 |
| TGFB | 45 | -0.414 | -1.349 | 0.085 | 0.273 |
| CATALYTIC | 245 | -0.307 | -1.312 | 0.024 | 0.274 |
| OBL OCLAST | 16 | -0.497 | -1.290 | 0.168 | 0.259 |
| BONE | 116 | -0.333 | -1.287 | 0.065 | 0.227 |
| CYTOKINE | 127 | -0.324 | -1.259 | 0.070 | 0.234 |
| NEG APOPTOSIS | 50 | -0.367 | -1.218 | 0.172 | 0.264 |
| LIVER 2 | 260 | -0.270 | -1.148 | 0.114 | 0.353 |
| WNT | 53 | -0.320 | -1.071 | 0.339 | 0.495 |
| HZ HORTON | 407 | -0.234 | -1.044 | 0.306 | 0.531 |
| PZ HORTON | 413 | -0.231 | -1.030 | 0.329 | 0.533 |
| TUMOR SUPPRESSOR | 48 | -0.312 | -1.010 | 0.438 | 0.549 |
| LIVER 1 | 260 | -0.221 | -0.944 | 0.640 | 0.705 |
| TNF RECEPTOR | 69 | -0.260 | -0.930 | 0.599 | 0.700 |
| ELECTRON TRANSPORT | 40 | -0.285 | -0.902 | 0.616 | 0.727 |
| FKBP | 33 | -0.284 | -0.865 | 0.660 | 0.761 |

* negative values indicate correlation of enrichment scores (ES) with zone II

NES=normalized enrichment score, FDR=false discovery rate

**Table S1-2. ECM transcripts enriched in zone I vs. II comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Kera | 5 | 0.950 | 0.023 |
| Cspg2 | 16 | 0.844 | 0.044 |
| Ltbp1 | 36 | 0.734 | 0.061 |
| Fbn2 | 37 | 0.732 | 0.079 |
| Bc063774 | 38 | 0.726 | 0.097 |
| Lamb1-1 | 44 | 0.715 | 0.115 |
| Col14a1 | 48 | 0.708 | 0.132 |
| Dpt | 55 | 0.698 | 0.149 |
| Aspn | 68 | 0.665 | 0.165 |
| Ntng1 | 71 | 0.659 | 0.181 |
| Ptn | 98 | 0.604 | 0.195 |
| Postn | 105 | 0.594 | 0.210 |
| Adamts15 | 126 | 0.567 | 0.223 |
| Col4a2 | 130 | 0.563 | 0.236 |
| Fbn1 | 147 | 0.543 | 0.249 |
| Col8a2 | 149 | 0.540 | 0.263 |
| Mfap4 | 196 | 0.483 | 0.272 |
| Bgn | 200 | 0.476 | 0.284 |
| Emilin2 | 210 | 0.469 | 0.295 |
| Gpc2 | 232 | 0.449 | 0.305 |
| Eln | 249 | 0.434 | 0.315 |
| Col4a1 | 256 | 0.428 | 0.325 |
| Fbln1 | 263 | 0.424 | 0.336 |
| Tek | 295 | 0.402 | 0.344 |
| Ltbp3 | 304 | 0.398 | 0.354 |
| Col8a1 | 315 | 0.392 | 0.363 |
| Col5a1 | 348 | 0.375 | 0.371 |
| Mmp11 | 372 | 0.368 | 0.379 |
| Fmod | 383 | 0.363 | 0.387 |
| Itga9 | 392 | 0.359 | 0.396 |
| Emid2 | 414 | 0.351 | 0.403 |
| Col18a1 | 515 | 0.315 | 0.406 |
| Dcn | 532 | 0.310 | 0.413 |
| Adamts5 | 550 | 0.307 | 0.420 |
| Mmp14 | 559 | 0.304 | 0.427 |
| Col3a1 | 596 | 0.296 | 0.432 |
| Col6a2 | 615 | 0.291 | 0.439 |
| Adamtsl1 | 620 | 0.290 | 0.446 |
| Col5a2 | 628 | 0.288 | 0.452 |
| Cd44 | 629 | 0.288 | 0.460 |
| Mfap5 | 721 | 0.266 | 0.462 |

**Table S1-3. ECM transcripts enriched in zone I vs. II comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Mfap2 | 785 | 0.253 | 0.465 |
| Emilin1 | 797 | 0.250 | 0.470 |
| Timp2 | 870 | 0.236 | 0.473 |
| Matn4 | 871 | 0.235 | 0.478 |
| Smoc1 | 908 | 0.228 | 0.482 |
| Col6a1 | 915 | 0.228 | 0.488 |
| Col17a1 | 931 | 0.225 | 0.493 |
| Lamb3 | 948 | 0.223 | 0.497 |
| Adamts1 | 1127 | 0.200 | 0.493 |
| Mmp2 | 1169 | 0.195 | 0.496 |
| Tnfrsf11b | 1173 | 0.195 | 0.501 |
| Gpc6 | 1217 | 0.190 | 0.503 |
| Adam12 | 1222 | 0.189 | 0.508 |
| Ltbp4 | 1241 | 0.187 | 0.511 |
| Col16a1 | 1290 | 0.182 | 0.514 |
| Timp3 | 1340 | 0.177 | 0.515 |
| Ntn1 | 1469 | 0.166 | 0.513 |
| Adamts2 | 1502 | 0.164 | 0.516 |
| Fbln2 | 1561 | 0.160 | 0.517 |
| B4galt1 | 1584 | 0.159 | 0.520 |
| Lamc1 | 1701 | 0.149 | 0.517 |
| Chad | 1718 | 0.148 | 0.520 |
| Adamts10 | 1719 | 0.148 | 0.524 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: positive RES indicates enrichment in zone I

**Table S1-4. Growth factor transcripts enriched in zone I vs. II comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Nov | 8 | 0.920 | 0.071 |
| Cxcl12 | 32 | 0.760 | 0.130 |
| Ptn | 98 | 0.604 | 0.173 |
| Vegfc | 129 | 0.564 | 0.216 |
| Kitlg | 163 | 0.519 | 0.255 |
| Ntf3 | 208 | 0.471 | 0.289 |
| Fgf18 | 224 | 0.458 | 0.324 |
| Fgf7 | 258 | 0.427 | 0.356 |
| Gdf5 | 283 | 0.410 | 0.387 |
| Mdk | 338 | 0.379 | 0.414 |
| Igf1 | 364 | 0.370 | 0.441 |
| Bmp5 | 701 | 0.271 | 0.445 |
| Vegfb | 761 | 0.259 | 0.463 |
| Btc | 790 | 0.252 | 0.481 |
| Inhba | 828 | 0.243 | 0.498 |
| Fgf13 | 897 | 0.231 | 0.513 |
| Hbegf | 983 | 0.217 | 0.525 |
| Tgfa | 1365 | 0.174 | 0.520 |
| Gmfg | 1410 | 0.171 | 0.531 |
| Tgfb3 | 1454 | 0.168 | 0.542 |
| Pgf | 1517 | 0.163 | 0.551 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: positive RES indicates enrichment in zone I

**Table S1-5. Transcripts involved in angiogenesis enriched in zone I vs. II comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Tbx4 | 0 | 1.106 | 0.144 |
| Vegfc | 129 | 0.564 | 0.210 |
| Bai3 | 279 | 0.412 | 0.256 |
| Tek | 295 | 0.402 | 0.308 |
| Bai2 | 393 | 0.359 | 0.350 |
| Col18a1 | 515 | 0.315 | 0.384 |
| Arts-1 | 678 | 0.276 | 0.412 |
| Vegfb | 761 | 0.259 | 0.442 |
| Kdr | 850 | 0.240 | 0.468 |
| Angpt1 | 990 | 0.216 | 0.490 |
| Tie1 | 1066 | 0.207 | 0.513 |
| Pgf | 1517 | 0.163 | 0.511 |
| Smad5 | 1637 | 0.154 | 0.526 |
| Wasf2 | 2068 | 0.128 | 0.521 |
| Figf | 2155 | 0.124 | 0.532 |
| Angpt2 | 2182 | 0.123 | 0.547 |
| Mapk7 | 2628 | 0.103 | 0.538 |
| Eng | 2769 | 0.098 | 0.544 |
| Egfl7 | 2806 | 0.096 | 0.555 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: positive RES indicates enrichment in zone I

**Table S1-6. Chemokine transcripts enriched in zone I vs. II comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Cxcl12 | 32 | 0.76039553 | 0.25126913 |
| Pf4 | 518 | 0.3141461 | 0.33150357 |
| Ppbp | 834 | 0.24169841 | 0.39614013 |
| Cxcl14 | 1039 | 0.21037415 | 0.45590627 |
| Ccl12 | 1444 | 0.16845182 | 0.49173772 |
| Ccl27 | 1529 | 0.16211791 | 0.54145247 |
| Cxcl1 | 1940 | 0.13469739 | 0.5657591 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: positive RES indicates enrichment in zone I

**Table S1-7. Transcripts involved in chaperone activity enriched in zone I vs. II comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Dnajc7 | 13687 | -0.041 | -0.468 |
| Thoc4 | 13777 | -0.042 | -0.466 |
| Ndufaf1 | 13866 | -0.043 | -0.463 |
| Cct2 | 13891 | -0.043 | -0.456 |
| Tbca | 13974 | -0.043 | -0.453 |
| Hspe1 | 14136 | -0.045 | -0.453 |
| Stch | 14183 | -0.045 | -0.448 |
| Ckap1 | 14190 | -0.045 | -0.440 |
| Clgn | 14253 | -0.046 | -0.435 |
| 4833428e21rik | 14320 | -0.046 | -0.431 |
| Ywhaq | 14408 | -0.047 | -0.427 |
| Dnajb9 | 14558 | -0.049 | -0.426 |
| 1700010a06rik | 14709 | -0.050 | -0.425 |
| Hspa1b | 14895 | -0.051 | -0.425 |
| Hspa9a | 14912 | -0.052 | -0.417 |
| Trap1 | 14930 | -0.052 | -0.409 |
| St13 | 14998 | -0.052 | -0.403 |
| Dnajc4 | 15028 | -0.053 | -0.395 |
| Pfdn5 | 15066 | -0.053 | -0.388 |
| Cct7 | 15470 | -0.057 | -0.398 |
| Cdc37 | 15489 | -0.057 | -0.389 |
| Dnaja3 | 15503 | -0.057 | -0.380 |
| Vbp1 | 15641 | -0.059 | -0.377 |
| D230036h06rik | 15909 | -0.062 | -0.379 |
| Calr | 16016 | -0.063 | -0.374 |
| Cct8 | 16328 | -0.067 | -0.378 |
| Ccs | 16504 | -0.069 | -0.375 |
| Hyou1 | 16583 | -0.070 | -0.366 |
| Mkks | 17444 | -0.083 | -0.395 |
| Atox1 | 18093 | -0.099 | -0.410 |
| Pfdn1 | 18244 | -0.102 | -0.400 |
| Dnajc1 | 18321 | -0.105 | -0.386 |
| Grpel1 | 18572 | -0.116 | -0.378 |
| Dnajb11 | 19009 | -0.140 | -0.376 |
| Dnaja4 | 19248 | -0.163 | -0.359 |
| Dnajb12 | 19408 | -0.189 | -0.335 |
| Uxt | 19690 | -0.260 | -0.304 |
| Dnajb10 | 19779 | -0.305 | -0.255 |
| H2-Dmb1 | 19781 | -0.305 | -0.203 |
| H2-Dma | 19863 | -0.355 | -0.145 |
| Gcnt2 | 20027 | -0.889 | 0.001 |

RANK= position of genes in the context of the ranked list of array

genes; RMS = the ranked metric score; RES = the running

enrichment score; note: negative RES indicates enrichment in zone II

**Table S1-8. Bone transcripts enriched in zone I vs. II comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Cpeb4 | 18680 | -0.121 | -0.322 |
| Bb166591 | 18696 | -0.122 | -0.314 |
| Fn1 | 18802 | -0.128 | -0.311 |
| Bzrp | 19217 | -0.159 | -0.321 |
| Atxn7l4 | 19274 | -0.167 | -0.312 |
| Bmp4 | 19696 | -0.261 | -0.316 |
| Bmp7 | 19780 | -0.305 | -0.299 |
| Akp2 | 19896 | -0.379 | -0.279 |
| Bmp8a | 19993 | -0.651 | -0.239 |
| Pthr1 | 20001 | -0.669 | -0.194 |
| Tnfsf11 | 20004 | -0.672 | -0.149 |
| Mbp | 20025 | -0.883 | -0.089 |
| Ibsp | 20040 | -1.326 | 0.000 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: negative RES indicates enrichment in zone II

**Table S1-9 Transcripts involved in chaperone activity enriched in zone I vs. II comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Dnajc7 | 13687 | -0.041 | -0.468 |
| Thoc4 | 13777 | -0.042 | -0.466 |
| Ndufaf1 | 13866 | -0.043 | -0.463 |
| Cct2 | 13891 | -0.043 | -0.456 |
| Tbca | 13974 | -0.043 | -0.453 |
| Hspe1 | 14136 | -0.045 | -0.453 |
| Stch | 14183 | -0.045 | -0.448 |
| Ckap1 | 14190 | -0.045 | -0.440 |
| Clgn | 14253 | -0.046 | -0.435 |
| 4833428e21rik | 14320 | -0.046 | -0.431 |
| Ywhaq | 14408 | -0.047 | -0.427 |
| Dnajb9 | 14558 | -0.049 | -0.426 |
| 1700010a06rik | 14709 | -0.050 | -0.425 |
| Hspa1b | 14895 | -0.051 | -0.425 |
| Hspa9a | 14912 | -0.052 | -0.417 |
| Trap1 | 14930 | -0.052 | -0.409 |
| St13 | 14998 | -0.052 | -0.403 |
| Dnajc4 | 15028 | -0.053 | -0.395 |
| Pfdn5 | 15066 | -0.053 | -0.388 |
| Cct7 | 15470 | -0.057 | -0.398 |
| Cdc37 | 15489 | -0.057 | -0.389 |
| Dnaja3 | 15503 | -0.057 | -0.380 |
| Vbp1 | 15641 | -0.059 | -0.377 |
| D230036h06rik | 15909 | -0.062 | -0.379 |
| Calr | 16016 | -0.063 | -0.374 |
| Cct8 | 16328 | -0.067 | -0.378 |
| Ccs | 16504 | -0.069 | -0.375 |
| Hyou1 | 16583 | -0.070 | -0.366 |
| Mkks | 17444 | -0.083 | -0.395 |
| Atox1 | 18093 | -0.099 | -0.410 |
| Pfdn1 | 18244 | -0.102 | -0.400 |
| Dnajc1 | 18321 | -0.105 | -0.386 |
| Grpel1 | 18572 | -0.116 | -0.378 |
| Dnajb11 | 19009 | -0.140 | -0.376 |
| Dnaja4 | 19248 | -0.163 | -0.359 |
| Dnajb12 | 19408 | -0.189 | -0.335 |
| Uxt | 19690 | -0.260 | -0.304 |
| Dnajb10 | 19779 | -0.305 | -0.255 |
| H2-Dmb1 | 19781 | -0.305 | -0.203 |
| H2-Dma | 19863 | -0.355 | -0.145 |
| Gcnt2 | 20027 | -0.889 | 0.001 |

RANK= position of genes in the context of the ranked list of array

genes; RMS = the ranked metric score; RES = the running

enrichment score; note: negative RES indicates enrichment in zone II

# Supplementary material for: Genome-Wide Analyses of Gene Expression during Mouse Endochondral Ossification
**Source:** PLoS One. 2010 Jan 13;5(1):e8693. doi: 10.1371/journal.pone.0008693
**Supplement:** Table S2 — GSEA analysis of comparisons between zones II and III of microdissected tibiae. (0.25 MB DOC)

**Table S2-1. GSEA analysis of comparisons between zones II and III of microdissected tibiae.**

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- |
| CARTILAGE | 28 | 0.579 | 1.742 | 0.007 | 0.032 |
| CHAPERONE | 81 | 0.391 | 1.467 | 0.017 | 0.166 |
| METABOLISM | 196 | 0.335 | 1.411 | 0.003 | 0.163 |
| GLUCONEOGEN | 31 | 0.452 | 1.385 | 0.075 | 0.145 |
| CATALYTIC | 245 | 0.274 | 1.191 | 0.054 | 0.372 |
| TUMOR SUPPRESSOR | 48 | 0.297 | 1.006 | 0.436 | 0.882 |
| WNT | 53 | 0.274 | 0.939 | 0.566 | 1.000 |
| HZHORTON.FARNUM | 407 | 0.201 | 0.936 | 0.766 | 0.911 |
| HORMONE | 75 | 0.252 | 0.933 | 0.607 | 0.820 |
| FKBP | 33 | 0.284 | 0.894 | 0.632 | 0.840 |
| PZHORTON.FARNUM | 413 | 0.196 | 0.892 | 0.924 | 0.766 |
| HEPATOCYTE | 19 | 0.307 | 0.839 | 0.690 | 0.804 |
| HEPARIN BIND | 37 | -0.730 | -2.010 | 0.000 | 0.000 |
| ANGIOGEN | 57 | -0.645 | -1.897 | 0.000 | 0.001 |
| CHEMOKINE | 31 | -0.686 | -1.816 | 0.001 | 0.005 |
| 9 VS15 2 | 496 | -0.498 | -1.807 | 0.000 | 0.005 |
| 9VS15 1 | 497 | -0.492 | -1.792 | 0.000 | 0.004 |
| 9VS15 3 | 497 | -0.491 | -1.784 | 0.000 | 0.004 |
| 3VS9 1 | 495 | -0.481 | -1.748 | 0.000 | 0.005 |
| 3VS9 5 | 495 | -0.479 | -1.738 | 0.000 | 0.006 |
| 3VS9 3 | 495 | -0.478 | -1.737 | 0.000 | 0.005 |
| 3VS15 5 | 496 | -0.473 | -1.720 | 0.000 | 0.006 |
| ECM | 228 | -0.493 | -1.717 | 0.000 | 0.006 |
| ADIPOSE | 70 | -0.558 | -1.716 | 0.002 | 0.005 |
| BLOOD | 111 | -0.518 | -1.689 | 0.000 | 0.007 |
| GF RECEPTOR | 327 | -0.472 | -1.674 | 0.000 | 0.008 |
| 3VS15 1 | 497 | -0.455 | -1.653 | 0.000 | 0.010 |
| CART 3 | 352 | -0.458 | -1.639 | 0.000 | 0.011 |
| 3VS15 3 | 496 | -0.449 | -1.633 | 0.000 | 0.011 |
| KINASE 3 | 227 | -0.469 | -1.631 | 0.000 | 0.011 |
| TF REPRESS | 55 | -0.552 | -1.629 | 0.004 | 0.010 |
| 3VS9 2 | 494 | -0.449 | -1.626 | 0.000 | 0.010 |

* negative values indicate correlation of scores with zone III

ES=enrichment score

NES=normalized enrichment score

FDR=false discovery rate

**Table S2-2 Transcripts involved in chaperone activity enriched in II vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| H2-Dma | 26 | 0.834 | 0.112 |
| H2-Dmb1 | 110 | 0.533 | 0.181 |
| Gcnt2 | 127 | 0.504 | 0.249 |
| Dnajb10 | 429 | 0.299 | 0.274 |
| Uxt | 717 | 0.229 | 0.291 |
| Ppih | 1081 | 0.186 | 0.298 |
| Dnajc12 | 1218 | 0.172 | 0.315 |
| H2-Dmb2 | 1255 | 0.169 | 0.336 |
| Thoc4 | 1543 | 0.148 | 0.342 |
| Hspa1b | 1621 | 0.143 | 0.358 |
| Bag1 | 1697 | 0.140 | 0.373 |
| Stch | 1824 | 0.134 | 0.385 |
| Calr3 | 2048 | 0.125 | 0.391 |

RMS = the ranked metric score

RES = the running enrichment score

note: positive RES indicates enrichment in zone II

**Table S2-3. Metabolic transcripts enriched in zone II vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Gcat | 112 | 0.532 | 0.019 |
| Sc5dl | 115 | 0.523 | 0.043 |
| Cbr2 | 137 | 0.486 | 0.064 |
| Rdh11 | 182 | 0.439 | 0.082 |
| Uap1 | 235 | 0.388 | 0.098 |
| Plod2 | 267 | 0.366 | 0.113 |
| Pyp | 286 | 0.361 | 0.129 |
| Rdh12 | 289 | 0.359 | 0.145 |
| Ugp2 | 336 | 0.335 | 0.158 |
| P4ha2 | 344 | 0.331 | 0.173 |
| Sptlc2 | 351 | 0.328 | 0.188 |
| Adhfe1 | 384 | 0.315 | 0.201 |
| Hibch | 390 | 0.312 | 0.215 |
| Acas2 | 424 | 0.3 | 0.227 |
| Fthfd | 513 | 0.276 | 0.236 |
| Fzd1 | 690 | 0.234 | 0.238 |
| Plod1 | 696 | 0.233 | 0.248 |
| Pecr | 740 | 0.225 | 0.256 |
| Bpgm | 823 | 0.214 | 0.262 |
| Hsd17b7 | 849 | 0.209 | 0.27 |
| Amacr | 873 | 0.206 | 0.279 |
| Mthfs | 888 | 0.205 | 0.288 |
| Dhrs7 | 1019 | 0.192 | 0.29 |
| Mvk | 1125 | 0.181 | 0.293 |
| Aacs | 1239 | 0.17 | 0.295 |
| 2310057D15RIK | 1322 | 0.163 | 0.298 |
| Gstm5 | 1413 | 0.156 | 0.301 |
| Tpi1 | 1429 | 0.155 | 0.308 |
| Plod3 | 1436 | 0.155 | 0.314 |
| 1810010G06RIK | 1602 | 0.144 | 0.313 |
| 2410012M04RIK | 1689 | 0.141 | 0.315 |
| 0610042E07RIK | 1782 | 0.136 | 0.316 |
| 933406E20RIK | 1819 | 0.134 | 0.321 |
| Hsd17b1 | 1909 | 0.13 | 0.322 |
| Pmm1 | 1960 | 0.129 | 0.326 |
| Gstm2 | 2313 | 0.117 | 0.313 |

**Table S2-4. Metabolic transcripts enriched in zone II vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Decr1 | 2351 | 0.115 | 0.317 |
| Dhrs2 | 2434 | 0.113 | 0.318 |
| 2010321J07RIK | 2523 | 0.11 | 0.319 |
| Mut | 2549 | 0.11 | 0.322 |
| Mccc1 | 2550 | 0.11 | 0.328 |
| Dhrs2 | 2434 | 0.113 | 0.318 |
| 2010321J07RIK | 2523 | 0.11 | 0.319 |
| Mut | 2549 | 0.11 | 0.322 |
| Mccc1 | 2550 | 0.11 | 0.328 |
| Slc38a4 | 2910 | 0.101 | 0.314 |
| 2610209N15RIK | 2933 | 0.101 | 0.318 |
| Dhdds | 2949 | 0.101 | 0.322 |
| Bcat2 | 3013 | 0.099 | 0.323 |
| Apba2bp | 3027 | 0.099 | 0.327 |
| PFKFB1 | 3076 | 0.098 | 0.329 |
| HSD17B2 | 3174 | 0.096 | 0.329 |
| DCT | 3211 | 0.096 | 0.331 |
| TECTA | 3231 | 0.095 | 0.335 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: positive RES indicates enrichment in zone II

**Table S2-5. Transcripts involved in gluconeogenesis enriched in zone II vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Aldoc | 151 | 0.476 | 0.125 |
| Pfkp | 785 | 0.218 | 0.154 |
| Eno2 | 1034 | 0.190 | 0.195 |
| Ldhc | 1211 | 0.173 | 0.234 |
| Tpi1 | 1429 | 0.155 | 0.266 |
| Pgk2 | 1535 | 0.149 | 0.303 |
| Hk2 | 1587 | 0.145 | 0.341 |
| Pfkm | 1941 | 0.129 | 0.359 |
| Pfkl | 2594 | 0.109 | 0.357 |
| Fbp1 | 2704 | 0.106 | 0.380 |
| Pklr | 2707 | 0.105 | 0.410 |
| Eno1 | 2975 | 0.100 | 0.424 |
| Gck | 2983 | 0.100 | 0.452 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: positive RES indicates enrichment in zone II

**Table S2-6. Transcripts involved in heparin binding enriched in zone II vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Vegf | 18426 | -0.213 | -0.700 |
| Fn1 | 18476 | -0.218 | -0.672 |
| Hbegf | 18539 | -0.224 | -0.643 |
| Lpl | 18592 | -0.232 | -0.613 |
| Adamts1 | 18761 | -0.253 | -0.586 |
| Pf4 | 18798 | -0.258 | -0.552 |
| Thbs2 | 18849 | -0.265 | -0.517 |
| Ncam1 | 19032 | -0.299 | -0.484 |
| Mdk | 19634 | -0.494 | -0.445 |
| Serpine2 | 19635 | -0.494 | -0.376 |
| Gpnmb | 19756 | -0.567 | -0.302 |
| Lipc | 19822 | -0.625 | -0.218 |
| Apoe | 19947 | -0.804 | -0.111 |
| Serpind1 | 19960 | -0.828 | 0.004 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: negative RES indicates enrichment in zone III

**Table S2-7. Angiogenic transcripts enriched in II vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Tnfaip2 | 17062 | -0.117 | -0.636 |
| Vegfb | 17204 | -0.123 | -0.633 |
| Mapk14 | 17305 | -0.128 | -0.628 |
| Ubp1 | 17320 | -0.129 | -0.619 |
| Serpine1 | 17354 | -0.131 | -0.610 |
| Smad5 | 17359 | -0.131 | -0.600 |
| Gna13 | 18211 | -0.194 | -0.628 |
| Epas1 | 18223 | -0.195 | -0.613 |
| Fzd5 | 18288 | -0.200 | -0.600 |
| Vegf | 18426 | -0.213 | -0.591 |
| 2010009l17rik | 18442 | -0.214 | -0.575 |
| Wasf2 | 18486 | -0.219 | -0.560 |
| Flt1 | 18570 | -0.228 | -0.546 |
| Nrp1 | 18692 | -0.244 | -0.533 |
| Eng | 18951 | -0.283 | -0.524 |
| Tbx4 | 19390 | -0.391 | -0.515 |
| Itgav | 19395 | -0.392 | -0.485 |
| Egfl7 | 19417 | -0.398 | -0.454 |
| Angpt1 | 19538 | -0.451 | -0.425 |
| Tbx1 | 19544 | -0.453 | -0.390 |
| Arts-1 | 19554 | -0.456 | -0.355 |
| Angpt2 | 19562 | -0.459 | -0.319 |
| Kdr | 19788 | -0.596 | -0.284 |
| Col18a1 | 19837 | -0.643 | -0.236 |
| Tie1 | 19852 | -0.658 | -0.185 |
| Tek | 19933 | -0.766 | -0.129 |
| Pgf | 19935 | -0.771 | -0.069 |
| Vegfc | 19997 | -0.951 | 0.002 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: negative RES indicates enrichment in zone III

**Table S2-8. Chemokine transcripts enriched in zone II vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Pf4 | 18798 | -0.258 | -0.628 |
| Ppbp | 19235 | -0.344 | -0.572 |
| Ccl6 | 19451 | -0.408 | -0.490 |
| Ccl9 | 19479 | -0.422 | -0.397 |
| Cxcl2 | 19691 | -0.521 | -0.290 |
| Ccl3 | 19710 | -0.535 | -0.170 |
| Cxcl12 | 19959 | -0.826 | 0.004 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: negative RES indicates enrichment in zone III

**Table S2-9. Cartilage transcripts enriched in zone II vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Sox9 | 66 | 0.641 | 0.105 |
| Lect1 | 80 | 0.593 | 0.205 |
| Mia1 | 173 | 0.449 | 0.277 |
| Hapln1 | 256 | 0.372 | 0.336 |
| Matn1 | 330 | 0.338 | 0.389 |
| Comp | 457 | 0.291 | 0.432 |
| Cart1 | 522 | 0.274 | 0.476 |
| Agc1 | 528 | 0.273 | 0.522 |
| Bmpr1b | 816 | 0.215 | 0.544 |
| Hapln3 | 831 | 0.212 | 0.579 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: positive RES indicates enrichment in zone II

# Supplementary material for: Genome-Wide Analyses of Gene Expression during Mouse Endochondral Ossification
**Source:** PLoS One. 2010 Jan 13;5(1):e8693. doi: 10.1371/journal.pone.0008693
**Supplement:** Table S3 — GSEA analysis of comparisons between zones I and II of microdissected tibiae. (0.45 MB DOC)

**Table S3-1. GSEA analysis of comparisons between zones I and II of microdissected tibiae**.

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| CARTILAGE | 28 | 0.551 | 1.449 | 0.059 | 0.381 |
| IGF | 48 | 0.460 | 1.371 | 0.064 | 0.351 |
| BRAIN REL | 379 | 0.321 | 1.251 | 0.020 | 0.539 |
| GLUCONEOGEN | 31 | 0.457 | 1.232 | 0.180 | 0.458 |
| MEMBRANE | 260 | 0.318 | 1.194 | 0.064 | 0.474 |
| MUSCLE | 198 | 0.304 | 1.112 | 0.188 | 0.682 |
| FGF RELATED | 64 | 0.356 | 1.111 | 0.259 | 0.589 |
| GROWTH FACTOR | 106 | 0.316 | 1.060 | 0.324 | 0.724 |
| BMPRELATED | 62 | 0.340 | 1.056 | 0.332 | 0.659 |
| STRUCTURE | 151 | 0.295 | 1.036 | 0.372 | 0.676 |
| METABOLISM | 196 | 0.271 | 0.993 | 0.466 | 0.804 |
| GTPASE ACTIV | 73 | 0.304 | 0.969 | 0.520 | 0.851 |
| HEPATOCYTE | 19 | 0.394 | 0.962 | 0.519 | 0.816 |
| NUCLEUS 2 | 494 | 0.241 | 0.958 | 0.655 | 0.773 |
| HORMONE | 75 | 0.298 | 0.951 | 0.569 | 0.747 |
| WNT | 53 | 0.312 | 0.931 | 0.573 | 0.773 |
| ACTIN CYTOSKEL | 38 | 0.305 | 0.850 | 0.717 | 0.931 |
| TUMOR SUPPRESSOR | 48 | 0.272 | 0.800 | 0.809 | 0.948 |
| CHAPERONE | 81 | 0.225 | 0.727 | 0.961 | 0.953 |
| BLOOD | 111 | -0.524 | -1.650 | 0.001 | 0.166 |
| 3VS9 6 | 276 | -0.472 | -1.649 | 0.000 | 0.083 |
| PHOSPHATASE | 473 | -0.450 | -1.648 | 0.000 | 0.057 |
| OBL OCLAST | 16 | -0.719 | -1.609 | 0.023 | 0.062 |
| CART 3 | 352 | -0.447 | -1.599 | 0.000 | 0.056 |
| 3VS15 3 | 496 | -0.434 | -1.591 | 0.000 | 0.051 |
| SUGAR BIND | 104 | -0.508 | -1.588 | 0.004 | 0.046 |
| 3VS15 5 | 496 | -0.433 | -1.585 | 0.000 | 0.041 |
| 9VS15 1 | 497 | -0.427 | -1.561 | 0.000 | 0.047 |
| BONE | 116 | -0.490 | -1.547 | 0.005 | 0.049 |
| TGFB | 45 | -0.563 | -1.546 | 0.021 | 0.045 |
| KINASE 3 | 227 | -0.448 | -1.539 | 0.002 | 0.044 |
| MAPKRELATED | 267 | -0.442 | -1.531 | 0.000 | 0.043 |
| ANGIOGEN | 57 | -0.530 | -1.525 | 0.021 | 0.043 |
| 9VS15 3 | 497 | -0.417 | -1.521 | 0.000 | 0.041 |
| HEPARIN BIND | 37 | -0.565 | -1.503 | 0.036 | 0.046 |
| RELATED APOPTOSIS | 311 | -0.425 | -1.502 | 0.001 | 0.043 |
| ERK RELATED | 40 | -0.548 | -1.495 | 0.030 | 0.044 |
| 3VS15 8 | 462 | -0.404 | -1.478 | 0.000 | 0.049 |
| LIVER 1 | 260 | -0.418 | -1.451 | 0.001 | 0.059 |

* negative values indicate correlation of scores with the II; ES=enrichment score ; NES=normalized enrichment score; FDR=false discovery rate

**Table S3-2. Transcripts expressed in blood enriched in zone I vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Abcb1a | 18177 | -0.152 | -0.515 |
| Serpinc1 | 18251 | -0.158 | -0.509 |
| F2r | 18469 | -0.176 | -0.509 |
| C130027e04rik | 18535 | -0.181 | -0.501 |
| Tfpi | 18537 | -0.181 | -0.490 |
| Procr | 18691 | -0.197 | -0.486 |
| Nts | 18694 | -0.197 | -0.474 |
| Ptgs2 | 18747 | -0.203 | -0.464 |
| Fgg | 19038 | -0.248 | -0.464 |
| Vwf | 19041 | -0.248 | -0.449 |
| F2rl3 | 19045 | -0.248 | -0.434 |
| Serpine1 | 19119 | -0.262 | -0.422 |
| Agt | 19404 | -0.329 | -0.416 |
| Itgav | 19450 | -0.343 | -0.397 |
| Gja4 | 19565 | -0.390 | -0.379 |
| Irf8 | 19599 | -0.408 | -0.356 |
| Ednrb | 19728 | -0.490 | -0.333 |
| Tbx1 | 19786 | -0.535 | -0.303 |
| Tfpi2 | 19879 | -0.638 | -0.269 |
| F13a1 | 19902 | -0.681 | -0.229 |
| Serpinb2 | 19966 | -0.856 | -0.180 |
| Serpind1 | 19975 | -0.880 | -0.127 |
| Ccr1 | 20007 | -1.021 | -0.067 |
| F5 | 20014 | -1.126 | 0.001 |

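In these tables each gene set has 1 row per gene that contributes to the enrichment. The genes of the array are first ranked by how far their expression differs between the 2 zones, and the rank gives a gene's place in that order. The ranked metric score is the measure of difference used for the ranking, and its sign gives the zone in which the gene is higher. The running enrichment score adds up along the ranked list, rising at each gene of the set and falling at each other gene, and its extreme value is the score of the set.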

RANK= position of genes in the context of the ranked list of array genes; RMS = the ranked metric score; RES = the running enrichment score.

note: negative RES indicates enrichment in zone III

**Table S3-3. Phosphatase transcripts enriched in zone I vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Bpgm | 16961 | -0.090 | -0.448 |
| Ppp2cb | 16976 | -0.090 | -0.447 |
| Ppm1h | 17017 | -0.092 | -0.447 |
| Inpp5e | 17041 | -0.093 | -0.447 |
| Ppp1r10 | 17065 | -0.093 | -0.446 |
| C230090d14 | 17100 | -0.095 | -0.446 |
| Ptp4a1 | 17125 | -0.096 | -0.446 |
| Smpd2 | 17128 | -0.096 | -0.444 |
| 5430405N12RIK | 17133 | -0.096 | -0.443 |
| Ppp1ca | 17177 | -0.097 | -0.443 |
| Inpp4b | 17231 | -0.099 | -0.444 |
| 2810423O19RIK | 17255 | -0.100 | -0.443 |
| Bc005764 | 17265 | -0.100 | -0.442 |
| D3bwg0562e | 17284 | -0.101 | -0.441 |
| Ppm1a | 17289 | -0.101 | -0.439 |
| Birc1e | 17343 | -0.104 | -0.440 |
| Ptprd | 17360 | -0.105 | -0.439 |
| C130078N17RIK | 17385 | -0.106 | -0.439 |
| Plekhe1 | 17386 | -0.106 | -0.437 |
| Cdc14b | 17422 | -0.108 | -0.436 |
| Aw742319 | 17428 | -0.108 | -0.435 |
| Hdhd3 | 17468 | -0.111 | -0.435 |
| 4932443D16RIK | 17524 | -0.114 | -0.435 |
| Aw555814 | 17545 | -0.115 | -0.434 |
| Ppp1r14c | 17547 | -0.115 | -0.432 |
| Atp6v0a2 | 17570 | -0.116 | -0.431 |
| Pign | 17572 | -0.116 | -0.429 |
| Pon2 | 17591 | -0.116 | -0.428 |
| Tep1 | 17643 | -0.119 | -0.429 |
| Ppp2r2a | 17644 | -0.119 | -0.426 |
| Atp9a | 17672 | -0.121 | -0.426 |
| Pld2 | 17675 | -0.121 | -0.423 |
| E430028B21RIK | 17683 | -0.121 | -0.422 |
| Ppm1f | 17718 | -0.123 | -0.421 |
| 9130017A15RIK | 17747 | -0.124 | -0.420 |
| Frap1 | 17780 | -0.126 | -0.420 |
| Ppp2r5e | 17883 | -0.132 | -0.422 |
| Entpd1 | 17936 | -0.134 | -0.423 |
| Ptpro | 17942 | -0.135 | -0.420 |
| D6wsu116e | 17965 | -0.137 | -0.419 |
| Ppp1r14b | 17969 | -0.137 | -0.417 |
| Dusp7 | 17980 | -0.138 | -0.415 |

**Table S3-4. Phosphatase transcripts enriched in zone I vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| B430315C20RIK | 18002 | -0.139 | -0.413 |
| Cyba | 18003 | -0.139 | -0.411 |
| Ppap2a | 18098 | -0.146 | -0.413 |
| Ppp2r1b | 18121 | -0.148 | -0.411 |
| Dusp9 | 18130 | -0.148 | -0.409 |
| Enpp4 | 18220 | -0.156 | -0.411 |
| Inpp5b | 18266 | -0.159 | -0.410 |
| Ptprs | 18272 | -0.159 | -0.408 |
| C130085G02RIK | 18323 | -0.164 | -0.407 |
| Bc028801 | 18366 | -0.167 | -0.406 |
| Irf6 | 18373 | -0.168 | -0.404 |
| 2310028N02RIK | 18379 | -0.169 | -0.401 |
| Herc1 | 18405 | -0.171 | -0.399 |
| D830019K17RIK | 18417 | -0.172 | -0.396 |
| Atp1a1 | 18435 | -0.173 | -0.394 |
| Ccrn4l | 18506 | -0.179 | -0.394 |
| Nudt9 | 18532 | -0.181 | -0.392 |
| Ptpn6 | 18583 | -0.186 | -0.392 |
| Ptprg | 18601 | -0.188 | -0.389 |
| Ptprm | 18657 | -0.194 | -0.388 |
| Ptprr | 18665 | -0.195 | -0.385 |
| Ssh1 | 18676 | -0.195 | -0.382 |
| Ppp2r5a | 18728 | -0.201 | -0.381 |
| Pgam2 | 18746 | -0.203 | -0.378 |
| Ptpn18 | 18773 | -0.206 | -0.376 |
| Enpp1 | 18818 | -0.212 | -0.374 |
| Dusp3 | 18820 | -0.213 | -0.370 |
| Ptprb | 18842 | -0.217 | -0.367 |
| Nudt4 | 18851 | -0.218 | -0.364 |
| Ppm1j | 18866 | -0.219 | -0.361 |
| Enpp3 | 18873 | -0.220 | -0.357 |
| Dusp2 | 18890 | -0.223 | -0.354 |
| Ppp1r13b | 18895 | -0.224 | -0.350 |
| Atp2c1 | 18896 | -0.224 | -0.346 |
| Synj1 | 18914 | -0.226 | -0.343 |
| Pten | 18946 | -0.232 | -0.340 |
| D8wsu151e | 19013 | -0.244 | -0.339 |
| Dusp1 | 19019 | -0.244 | -0.335 |
| Birc1b | 19049 | -0.249 | -0.332 |
| Ptpn12 | 19051 | -0.250 | -0.327 |
| Ptprf | 19073 | -0.253 | -0.324 |
| B430203m17rik | 19127 | -0.263 | -0.322 |

**Table S3-5. Phosphatase transcripts enriched in zone I vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Ssh2 | 19138 | -0.264 | -0.317 |
| Inpp5a | 19202 | -0.275 | -0.315 |
| Bc036718 | 19210 | -0.277 | -0.311 |
| Inpp5d | 19225 | -0.280 | -0.306 |
| Ptplb | 19237 | -0.283 | -0.302 |
| Ptpn1 | 19286 | -0.295 | -0.299 |
| Cmya4 | 19433 | -0.338 | -0.300 |
| Frmd3 | 19459 | -0.346 | -0.295 |
| Nav1 | 19464 | -0.348 | -0.289 |
| Dusp6 | 19536 | -0.376 | -0.286 |
| Kiaa1274 | 19552 | -0.384 | -0.280 |
| Grb14 | 19742 | -0.497 | -0.280 |
| Atp10d | 19819 | -0.572 | -0.274 |
| Ptp4a3 | 19820 | -0.572 | -0.263 |
| Ptprv | 19825 | -0.575 | -0.253 |
| Smpd3 | 19829 | -0.579 | -0.243 |
| Ptpre | 19871 | -0.632 | -0.233 |
| Bmp2k | 19883 | -0.650 | -0.222 |
| Ptpn13 | 19896 | -0.670 | -0.211 |
| Tcirg1 | 19898 | -0.678 | -0.198 |
| Ppfibp2 | 19903 | -0.683 | -0.186 |
| Enpp6 | 19930 | -0.748 | -0.174 |
| Ptpn22 | 19936 | -0.761 | -0.160 |
| Entpd3 | 19937 | -0.762 | -0.146 |
| Pstpip1 | 19941 | -0.774 | -0.133 |
| Akp2 | 19949 | -0.801 | -0.118 |
| 5133401H06RIK | 19951 | -0.806 | -0.104 |
| Ptprz1 | 19964 | -0.844 | -0.089 |
| 4933405A16RIK | 19986 | -0.933 | -0.073 |
| Ptprc | 19996 | -0.982 | -0.056 |
| Ppm1e | 19998 | -0.987 | -0.038 |
| Acp5 | 20011 | -1.061 | -0.019 |
| Dusp4 | 20017 | -1.142 | 0.001 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: negative RES indicates enrichment in zone III

**Table S3-6. Cartilage transcripts enriched in zones I vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Csk | 16712 | -0.082 | -0.445 |
| Mapk4 | 16728 | -0.082 | -0.444 |
| Tubb3 | 16742 | -0.083 | -0.443 |
| H2-Eb1 | 16758 | -0.083 | -0.442 |
| Mapk9 | 16766 | -0.084 | -0.440 |
| Mapk6 | 16767 | -0.084 | -0.439 |
| Gna12 | 16795 | -0.084 | -0.438 |
| Smarca5 | 16848 | -0.086 | -0.439 |
| Brap | 16850 | -0.086 | -0.437 |
| Fos | 16877 | -0.087 | -0.436 |
| Smad7 | 16892 | -0.088 | -0.435 |
| Mapkapk2 | 16992 | -0.091 | -0.438 |
| Diaph1 | 16999 | -0.091 | -0.437 |
| Dock4 | 17025 | -0.092 | -0.436 |
| Rhoa | 17071 | -0.094 | -0.436 |
| 6430596G11RIK | 17137 | -0.096 | -0.437 |
| Rnasel | 17139 | -0.096 | -0.435 |
| Vim | 17163 | -0.097 | -0.434 |
| Arsa | 17201 | -0.098 | -0.434 |
| Il27ra | 17291 | -0.101 | -0.436 |
| Tnfrsf19 | 17348 | -0.104 | -0.437 |
| Jak3 | 17467 | -0.111 | -0.441 |
| Phf21a | 17482 | -0.111 | -0.439 |
| Fosb | 17531 | -0.114 | -0.439 |
| D130043N08RIK | 17536 | -0.114 | -0.436 |
| Rhog | 17544 | -0.115 | -0.434 |
| Ctgf | 17602 | -0.117 | -0.435 |
| Creb1 | 17622 | -0.118 | -0.433 |
| Spred2 | 17637 | -0.119 | -0.431 |
| E430027O22RIK | 17680 | -0.121 | -0.431 |
| Ngfb | 17797 | -0.127 | -0.434 |
| Stat3 | 17849 | -0.130 | -0.434 |
| Ntf5 | 17858 | -0.130 | -0.431 |
| Map2k3 | 17881 | -0.132 | -0.429 |
| Srf | 17884 | -0.132 | -0.427 |
| Smurf1 | 17990 | -0.138 | -0.429 |
| Rassf7 | 18016 | -0.140 | -0.427 |
| Ceacam2 | 18036 | -0.142 | -0.425 |
| Bcl6 | 18043 | -0.143 | -0.422 |
| Ep300 | 18071 | -0.144 | -0.420 |
| Socs2 | 18164 | -0.151 | -0.422 |
| Chuk | 18348 | -0.166 | -0.427 |

**Table S3-7. Cartilage transcripts enriched in zones I vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Map2k2 | 18396 | -0.170 | -0.426 |
| Map2k5 | 18415 | -0.172 | -0.423 |
| Aa536749 | 18437 | -0.173 | -0.421 |
| Spry1 | 18491 | -0.178 | -0.419 |

**Table S3-8. MAPK transcripts enriched in zone I vs. III comparisons.**

|  |  |  |  |
| --- | --- | --- | --- |
| HUGO gene symbol | RANK | RMS | RES |
| Il1r1 | 16312 | -0.070 | -0.440 |
| Casp3 | 16317 | -0.071 | -0.438 |
| Hspb1 | 16320 | -0.071 | -0.435 |
| Map2k7 | 16339 | -0.071 | -0.434 |
| Ppp3r1 | 16409 | -0.073 | -0.435 |
| Pla2g2f | 16416 | -0.073 | -0.433 |
| Tgfbr2 | 16514 | -0.075 | -0.435 |
| Rras2 | 16574 | -0.077 | -0.436 |
| 2610021I23RIK | 16632 | -0.079 | -0.436 |
| Prkaca | 16693 | -0.081 | -0.437 |
| Mapk4 | 16728 | -0.082 | -0.436 |
| Ppm1b | 16741 | -0.083 | -0.434 |
| Mapk9 | 16766 | -0.084 | -0.432 |
| Mapk6 | 16767 | -0.084 | -0.429 |
| Dok2 | 16843 | -0.086 | -0.430 |
| Brap | 16850 | -0.086 | -0.428 |
| Mapkapk2 | 16992 | -0.091 | -0.432 |
| Mapk3 | 17056 | -0.093 | -0.432 |
| Map2k1 | 17077 | -0.094 | -0.430 |
| Map3k6 | 17092 | -0.094 | -0.428 |
| Rasgrp2 | 17239 | -0.100 | -0.432 |
| Ppm1a | 17289 | -0.101 | -0.431 |
| Rps6ka1 | 17296 | -0.102 | -0.428 |
| Nras | 17319 | -0.103 | -0.426 |
| Mapk14 | 17435 | -0.109 | -0.428 |
| Fgfr1 | 17554 | -0.115 | -0.430 |
| Pla2g12a | 17581 | -0.116 | -0.428 |
| Spred2 | 17637 | -0.119 | -0.427 |
| Fgf13 | 17650 | -0.120 | -0.423 |
| Nfkb1 | 17719 | -0.123 | -0.423 |
| Ikbkb | 17728 | -0.123 | -0.419 |
| Tnfrsf1a | 17742 | -0.124 | -0.416 |
| Casp8 | 17746 | -0.124 | -0.412 |
| Ngfb | 17797 | -0.127 | -0.410 |
| Pla2g6 | 17806 | -0.128 | -0.407 |
| Map2k3 | 17881 | -0.132 | -0.406 |
| Evi1 | 17887 | -0.132 | -0.402 |
| Dusp7 | 17980 | -0.138 | -0.402 |
| Casp7 | 18015 | -0.140 | -0.399 |
| Rassf7 | 18016 | -0.140 | -0.395 |
| Dusp9 | 18130 | -0.148 | -0.396 |
| Mknk2 | 18235 | -0.156 | -0.396 |

**Table S3-9. MAPK transcripts enriched in zone I vs. III comparisons.**

|  |  |  |  |
| --- | --- | --- | --- |
| HUGO gene symbol | RANK | RMS | RES |
| Chuk | 18348 | -0.166 | -0.396 |
| Map2k5 | 18415 | -0.172 | -0.394 |
| Gadd45b | 18445 | -0.174 | -0.390 |
| Mapk11 | 18516 | -0.179 | -0.387 |
| Mapk12 | 18530 | -0.181 | -0.382 |
| 1500003O03RIK | 18573 | -0.185 | -0.378 |
| Map3k8 | 18575 | -0.185 | -0.372 |
| Cacnb3 | 18651 | -0.193 | -0.370 |
| Kras2 | 18654 | -0.193 | -0.364 |
| Ptprr | 18665 | -0.195 | -0.358 |
| Ssh1 | 18676 | -0.195 | -0.352 |
| Map3k5 | 18779 | -0.207 | -0.350 |
| Casp6 | 18798 | -0.209 | -0.344 |
| Dusp3 | 18820 | -0.213 | -0.339 |
| Prkx | 18869 | -0.220 | -0.334 |
| Dusp2 | 18890 | -0.223 | -0.328 |
| B230120H23RIK | 18897 | -0.224 | -0.321 |
| Efna1 | 18901 | -0.225 | -0.314 |
| Gab1 | 18924 | -0.228 | -0.307 |
| Prkcb1 | 18929 | -0.229 | -0.300 |
| Arrb2 | 18967 | -0.235 | -0.294 |
| Sipa1 | 18983 | -0.238 | -0.287 |
| Dusp1 | 19019 | -0.244 | -0.281 |
| Pla2g10 | 19053 | -0.250 | -0.275 |
| Rasa3 | 19068 | -0.252 | -0.267 |
| Ssh2 | 19138 | -0.264 | -0.262 |
| Nlk | 19194 | -0.273 | -0.256 |
| Fgf3 | 19303 | -0.299 | -0.252 |
| Casp4 | 19319 | -0.303 | -0.242 |
| Cd14 | 19353 | -0.312 | -0.234 |
| Rasgrp1 | 19386 | -0.324 | -0.225 |
| Raf1 | 19478 | -0.353 | -0.218 |
| Pla2g4a | 19498 | -0.362 | -0.207 |
| Mbp | 19512 | -0.368 | -0.196 |
| Dusp6 | 19536 | -0.376 | -0.185 |
| Pdgfb | 19555 | -0.385 | -0.173 |
| Bdnf | 19591 | -0.405 | -0.162 |
| Map4k4 | 19638 | -0.431 | -0.150 |
| Tgfb1 | 19752 | -0.504 | -0.139 |
| Fgf7 | 19760 | -0.511 | -0.123 |
| Casp1 | 19780 | -0.528 | -0.107 |
| Gadd45a | 19810 | -0.563 | -0.090 |

**Table S3-10. MAPK transcripts enriched in zone I vs. III comparisons.**

|  |  |  |  |
| --- | --- | --- | --- |
| HUGO gene symbol | RANK | RMS | RES |
| Pdgfrb | 19864 | -0.613 | -0.073 |
| Rac2 | 19876 | -0.636 | -0.053 |
| Gadd45g | 19923 | -0.732 | -0.031 |
| Dusp4 | 20017 | -1.142 | 0.001 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: negative RES indicates enrichment in zone III

**Table S3-11. Cartilage transcripts enriched in zone I vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Sox9 | 114 | 0.606 | 0.084 |
| Otor | 135 | 0.579 | 0.169 |
| Lect1 | 144 | 0.564 | 0.253 |
| Mia1 | 265 | 0.438 | 0.312 |
| Chi3l1 | 273 | 0.433 | 0.376 |
| Bmpr1b | 279 | 0.428 | 0.439 |
| Matn1 | 473 | 0.330 | 0.478 |
| Hapln1 | 860 | 0.235 | 0.494 |
| Agc1 | 1151 | 0.195 | 0.508 |
| Cilp | 1256 | 0.184 | 0.531 |
| Thra | 1362 | 0.175 | 0.551 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: positive RES indicates enrichment in zone I

**Table S3-12. Bone transcripts enriched in zone I vs. III comparisons.**

| HUGO gene symbol | RANK | RMS | RES |
| --- | --- | --- | --- |
| Bmp7 | 18835 | -0.215 | -0.481 |
| Nox4 | 19017 | -0.244 | -0.479 |
| Bmp1 | 19072 | -0.253 | -0.470 |
| Mvp | 19190 | -0.273 | -0.463 |
| Clecsf9 | 19277 | -0.293 | -0.454 |
| Bmp2 | 19452 | -0.343 | -0.447 |
| Fn1 | 19458 | -0.346 | -0.432 |
| Mbp | 19512 | -0.368 | -0.418 |
| 9830115L13RIK | 19588 | -0.403 | -0.403 |
| Slc16a10 | 19630 | -0.426 | -0.386 |
| Cpeb4 | 19668 | -0.448 | -0.367 |
| Pthr1 | 19767 | -0.516 | -0.348 |
| Schip1 | 19768 | -0.517 | -0.325 |
| Cd38 | 19823 | -0.573 | -0.301 |
| Mmrn1 | 19866 | -0.618 | -0.275 |
| Bmp2k | 19883 | -0.650 | -0.247 |
| Mepe | 19940 | -0.772 | -0.214 |
| Akp2 | 19949 | -0.801 | -0.178 |
| Bmp8a | 19985 | -0.920 | -0.138 |
| Ibsp | 20036 | -1.447 | -0.074 |
| Tnfsf11 | 20039 | -1.641 | 0.000 |

RANK= position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

note: negative RES indicates enrichment in zone III

# Supplementary material for: Genome-Wide Analyses of Gene Expression during Mouse Endochondral Ossification
**Source:** PLoS One. 2010 Jan 13;5(1):e8693. doi: 10.1371/journal.pone.0008693
**Supplement:** Table S4 — GSEA enrichment of micromass culture data using c1 gene sets. (0.15 MB DOC)

**Table S4-1.** **GSEA enrichment of micromass culture data using c1 gene sets.**

3 vs. 9/I vs. II

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | CHRXQ26 | 16 | 0.690 | 1.750 | 0.007 | 0.502 |
| 2# | CHR14Q21 | 17 | 0.652 | 1.700 | 0.019 | 0.396 |
| 3 | CHR2P22 | 18 | 0.488 | 1.288 | 0.168 | 0.814 |
| 4 | CHR11Q22 | 21 | -0.725 | -1.880 | 0.001 | 0.044 |
| 5 | CHR15Q26 | 28 | -0.513 | -1.412 | 0.077 | 0.609 |
| 6 | CHR2Q24 | 28 | -0.498 | -1.368 | 0.096 | 0.598 |

* Negative values indicate correlation with day 9 of micromass culture

# Gene sets that exhibit opposite enrichment patterns between MM and MD

**Table S4-2. GSEA enrichment of microdissected growth plate data using c1 gene sets.**

3 vs. 9/I vs. II

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | CHRXQ26 | 22 | 0.637 | 1.609 | 0.023 | 0.208 |
| 2# | CHR14Q21 | 28 | -0.522 | -1.532 | 0.032 | 0.373 |
| 3 | CHR2P22 | 23 | 0.554 | 1.424 | 0.075 | 0.498 |
| 4 | CHR11Q22 | 37 | -0.398 | -1.235 | 0.169 | 0.711 |
| 5 | CHR15Q26 | 36 | -0.558 | -1.726 | 0.007 | 0.176 |
| 6 | CHR2Q24 | 32 | -0.459 | -1.384 | 0.093 | 0.544 |

* Negative values indicate correlation with zone II

# Gene sets that exhibit opposite enrichment patterns between MM and MD

**Table S4-3. GSEA enrichment of micromass culture data using c1 gene sets.**

9 vs. 15/II vs. III

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | CHRXQ23 | 15 | 0.646 | 1.645 | 0.021 | 0.460 |
| 2 | CHR12Q21 | 19 | 0.570 | 1.489 | 0.051 | 0.675 |
| 3 | CHR11Q22 | 21 | -0.711 | -1.821 | 0.002 | 0.146 |
| 4 | CHR1Q23 | 67 | -0.536 | -1.726 | 0.001 | 0.164 |
| 5# | CHR14Q22 | 20 | -0.613 | -1.529 | 0.046 | 0.452 |
| 6 | CHR16P11 | 42 | -0.513 | -1.501 | 0.029 | 0.494 |
| 7 | CHR1Q31 | 21 | -0.572 | -1.453 | 0.085 | 0.556 |
| 8 | CHR15Q21 | 39 | -0.481 | -1.394 | 0.077 | 0.684 |
| 9 | CHR10 | 155 | -0.375 | -1.350 | 0.036 | 0.633 |
| 10 | CHR8Q21 | 30 | -0.483 | -1.319 | 0.127 | 0.672 |

* Negative values indicate correlation with day 15 of micromass culture

# Gene sets that exhibit opposite enrichment patterns between MM and MD

**Table S4-4. GSEA enrichment of microdissected growth plate data using c1 gene sets.**

9 vs. 15/II vs. III

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | CHR12Q21 | 27 | 0.405 | 1.205 | 0.203 | 0.515 |
| 2 | CHRXQ23 | 17 | 0.489 | 1.286 | 0.181 | 0.398 |
| 3 | CHR11Q22 | 28 | -0.593 | -1.555 | 0.025 | 0.286 |
| 4 | CHR1Q23 | 68 | -0.495 | -1.509 | 0.016 | 0.282 |
| 5# | CHR14Q22 | 24 | 0.574 | 1.662 | 0.015 | 0.105 |
| 6 | CHR16P11 | 45 | -0.557 | -1.603 | 0.012 | 0.217 |
| 7 | CHR1Q31 | 21 | -0.807 | -2.004 | 0.000 | 0.002 |
| 8 | CHR15Q21 | 42 | -0.579 | -1.631 | 0.007 | 0.209 |
| 9 | CHR10 | 161 | -0.465 | -1.573 | 0.002 | 0.264 |
| 10 | CHR8Q21 | 32 | -0.653 | -1.743 | 0.003 | 0.177 |

* Negative values indicate correlation with zone III

# Gene sets that exhibit opposite enrichment patterns between MM and MD

**Table S4-5. GSEA enrichment of micromass culture data using c1 gene sets.**

3 vs. 15/I vs. III

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | CHRXQ26 | 16 | 0.666 | 1.629 | 0.023 | 1.000 |
| 2# | CHR16Q24 | 32 | 0.558 | 1.602 | 0.014 | 0.704 |
| 3 | CHR14Q21 | 17 | 0.592 | 1.489 | 0.061 | 0.672 |
| 4 | CHR4Q25 | 15 | 0.587 | 1.408 | 0.096 | 0.728 |
| 5# | CHR10Q21 | 19 | 0.542 | 1.380 | 0.096 | 0.630 |
| 6 | CHR11Q22 | 21 | -0.749 | -1.866 | 0.000 | 0.036 |
| 7 | CHR14Q22 | 20 | -0.751 | -1.860 | 0.001 | 0.021 |
| 8 | CHR4Q22 | 18 | -0.658 | -1.572 | 0.030 | 0.448 |
| 9 | CHR1Q31 | 21 | -0.628 | -1.557 | 0.031 | 0.413 |
| 10 | CHR1P22 | 25 | -0.603 | -1.534 | 0.029 | 0.359 |
| 11 | CHR11Q12 | 56 | -0.472 | -1.412 | 0.036 | 0.635 |
| 12 | CHR6Q23 | 26 | -0.545 | -1.394 | 0.079 | 0.515 |
| 13 | CHR16Q12 | 22 | -0.537 | -1.330 | 0.114 | 0.568 |

* Negative values indicate correlation with day 15 of micromass culture

# Gene sets that exhibit opposite enrichment patterns between MM and MD

**Table S4-6. GSEA enrichment of microdissected growth plate data using c1 gene sets.**

3 vs. 15/I vs. III

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | CHRXQ26 | 20 | 0.692 | 1.710 | 0.007 | 0.120 |
| 2# | CHR16Q24 | 36 | -0.615 | -1.607 | 0.011 | 0.345 |
| 3 | CHR14Q21 | 21 | 0.574 | 1.428 | 0.061 | 0.455 |
| 4 | CHR4Q25 | 18 | 0.683 | 1.642 | 0.013 | 0.174 |
| 5# | CHR10Q21 | 25 | -0.592 | -1.454 | 0.059 | 0.471 |
| 6 | CHR11Q22 | 28 | -0.655 | -1.646 | 0.011 | 0.283 |
| 7 | CHR14Q22 | 24 | 0.483 | 1.232 | 0.197 | 0.676 |
| 8 | CHR4Q22 | 22 | -0.733 | -1.744 | 0.004 | 0.162 |
| 9 | CHR1Q31 | 21 | -0.726 | -1.748 | 0.004 | 0.309 |
| 10 | CHR1P22 | 27 | -0.579 | -1.435 | 0.069 | 0.448 |
| 11 | CHR11Q12 | 59 | -0.492 | -1.412 | 0.042 | 0.474 |
| 12 | CHR6Q23 | 27 | -0.632 | -1.579 | 0.020 | 0.326 |
| 13 | CHR16Q12 | 26 | -0.628 | -1.549 | 0.030 | 0.302 |

* Negative values indicate correlation with zone III

# Gene sets that exhibit opposite enrichment patterns between MM and MD

# Supplementary material for: Genome-Wide Analyses of Gene Expression during Mouse Endochondral Ossification
**Source:** PLoS One. 2010 Jan 13;5(1):e8693. doi: 10.1371/journal.pone.0008693
**Supplement:** Table S5 — GSEA enrichment of micromass culture data using c2 gene sets. (0.13 MB DOC)

**Table S5-1. GSEA enrichment of micromass culture data using c2 gene sets.**

3 vs. 9/I vs. II

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | PROTEASOMEPATHWAY | 21 | 0.709 | 1.914 | 0.001 | 0.013 |
| 2 | ELECTRON TRANSPORT CHAIN | 79 | 0.451 | 1.602 | 0.013 | 0.146 |
| 3 | VOXPHOS | 73 | 0.439 | 1.524 | 0.014 | 0.2 |
| 4# | MATRIX METALLOPROTEINASES | 22 | -0.69 | -1.788 | 0.004 | 0.065 |

* Negative values indicate correlation with day 9 of micromass culture

# Gene sets that exhibit the same enrichment patterns between MM and MD

**Table S5-2. GSEA enrichment of microdissected growth plate data using c2 gene sets.**

3 vs. 9/I vs. II

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | VOXPHOS | 74 | -0.555 | -1.999 | 0 | 0.043 |
| 2 | ELECTRON TRANSPORT CHAIN | 88 | -0.494 | -1.823 | 0.001 | 0.148 |
| 3 | PROTEASOMEPATHWAY | 21 | -0.633 | -1.738 | 0.011 | 0.162 |
| 4# | MATRIX METALLOPROTEINASES | 23 | -0.566 | -1.583 | 0.031 | 0.21 |

* Negative values indicate correlation with zone II

# Gene sets that exhibit the same enrichment patterns between MM and MD

**Table S5-3. GSEA enrichment of micromass culture data using c2 gene sets.**

9 vs. 15/II vs. III

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | PROTEASOMEPATHWAY | 21 | 0.494 | 1.368 | 0.107 | 0.562 |
| 2 | SIG BCR SIGNALING PATHWAY | 44 | -0.649 | -1.946 | 0 | 0.009 |
| 3 | NKTPATHWAY | 28 | -0.706 | -1.889 | 0.001 | 0.018 |
| 4 | SIG PIP3 SIGNALING IN B CELLS | 32 | -0.667 | -1.871 | 0.002 | 0.021 |
| 5 | FCER1PATHWAY | 37 | -0.638 | -1.831 | 0.001 | 0.029 |
| 6 | TOLLPATHWAY | 33 | -0.641 | -1.797 | 0.005 | 0.036 |
| 7 | NKCELLSPATHWAY | 18 | -0.729 | -1.785 | 0.005 | 0.039 |
| 8 | CELL SURFACE RECEPTOR | 110 | -0.517 | -1.779 | 0 | 0.04 |
| 9 | EMT UP | 56 | -0.568 | -1.758 | 0.002 | 0.047 |
| 10 | ST B CELL ANTIGEN RECEPTOR | 35 | -0.61 | -1.719 | 0.007 | 0.063 |
| 11 | CELL ADHESION | 153 | -0.467 | -1.675 | 0 | 0.092 |
| 12 | ST T CELL SIGNAL TRANSDUCTION | 38 | -0.562 | -1.618 | 0.014 | 0.112 |
| 13 | IL6PATHWAY | 20 | -0.631 | -1.587 | 0.027 | 0.12 |
| 14# | FATTY ACID METABOLISM | 22 | -0.582 | -1.506 | 0.051 | 0.193 |
| 15 | GO ROS | 25 | -0.568 | -1.505 | 0.047 | 0.189 |
| 16 | ETSPATHWAY | 17 | -0.615 | -1.492 | 0.067 | 0.198 |
| 17# | CYTOKINEPATHWAY | 20 | -0.579 | -1.454 | 0.077 | 0.241 |
| 18 | MAPKPATHWAY | 78 | -0.443 | -1.446 | 0.034 | 0.242 |

* Negative values indicate correlation with day 15 of micromass culture

# Gene sets that exhibit the same enrichment patterns between MM and MD

**Table S5-4. GSEA enrichment of microdissected growth plate data using c2 gene sets.**

9 vs. 15/II vs. III

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | PROTEASOMEPATHWAY | 21 | -0.517 | -1.463 | 0.057 | 0.431 |
| 2 | SIG BCR SIGNALING PATHWAY | 43 | 0.607 | 1.707 | 0.002 | 0.019 |
| 3 | NKTPATHWAY | 27 | 0.715 | 1.846 | 0.001 | 0.004 |
| 4 | SIG PIP3 SIGNALING IN B CELLS | 31 | 0.637 | 1.73 | 0.003 | 0.016 |
| 5 | FCER1PATHWAY | 35 | 0.66 | 1.78 | 0.001 | 0.009 |
| 6 | TOLLPATHWAY | 34 | 0.674 | 1.828 | 0 | 0.005 |
| 7 | NKCELLSPATHWAY | 17 | 0.712 | 1.692 | 0.007 | 0.021 |
| 8 | CELL SURFACE RECEPTOR | 117 | 0.564 | 1.843 | 0 | 0.004 |
| 9 | EMT UP | 45 | 0.669 | 1.922 | 0 | 0.001 |
| 10 | ST B CELL ANTIGEN RECEPTOR | 34 | 0.615 | 1.673 | 0.008 | 0.023 |
| 11 | CELL ADHESION | 160 | 0.521 | 1.758 | 0 | 0.011 |
| 12 | ST T CELL SIGNAL TRANSDUCTION | 43 | 0.676 | 1.915 | 0 | 0.001 |
| 13 | IL6PATHWAY | 20 | 0.722 | 1.766 | 0.003 | 0.011 |
| 14# | FATTY ACID METABOLISM | 61 | -0.378 | -1.37 | 0.053 | 0.434 |
| 15 | GO ROS | 25 | 0.677 | 1.725 | 0.004 | 0.016 |
| 16 | ETSPATHWAY | 17 | 0.787 | 1.867 | 0 | 0.003 |
| 17# | CYTOKINEPATHWAY | 20 | -0.487 | -1.352 | 0.117 | 0.456 |
| 18 | MAPKPATHWAY | 81 | 0.536 | 1.684 | 0.001 | 0.022 |

* Negative values indicate correlation with zone III

# Gene sets that exhibit the same enrichment patterns between MM and MD

**Table S5-5. GSEA enrichment of micromass culture data using c2 gene sets.**

3 vs. 15/I vs. III

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | NKTPATHWAY | 28 | -0.695 | -1.825 | 0.001 | 0.019 |
| 2 | MATRIX METALLOPROTEINASES | 22 | -0.667 | -1.667 | 0.010 | 0.070 |
| 3 | GO ROS | 25 | -0.664 | -1.705 | 0.006 | 0.063 |

*Negative values indicate correlation with day 15 of micromass culture

**Table S5-6. GSEA enrichment of microdissected growth plate data using c2 gene sets.**

3 vs. 15/I vs. III

| Number | Gene Set Name | SIZE | ES | NES* | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | NKTPATHWAY | 27 | -0.785 | -1.973 | 0.000 | 0.002 |
| 2 | MATRIX METALLOPROTEINASES | 23 | -0.780 | -1.886 | 0.001 | 0.007 |
| 3 | GO ROS | 25 | -0.732 | -1.802 | 0.002 | 0.019 |

* Negative values indicate correlation with zone III

# Supplementary material for: Genome-Wide Analyses of Gene Expression during Mouse Endochondral Ossification
**Source:** PLoS One. 2010 Jan 13;5(1):e8693. doi: 10.1371/journal.pone.0008693
**Supplement:** Table S6 — GSEA enrichment of micromass culture data using c3 gene sets. (0.27 MB DOC)

**Table S6-1. GSEA enrichment of micromass culture data using c3 gene sets.**

3 vs. 9/I vs. II

* Negative values indicate correlation with day 9 of micromass culture

**Table S6-2. GSEA enrichment of microdissected growth plate data using c3 gene sets.**

3 vs. 9/I vs. II

* Negative values indicate correlation with zone II

**Table S6-3. GSEA enrichment of micromass culture data using c3 gene sets.**

9 vs. 15/II vs. III

* Negative values indicate correlation with day 15 of micromass culture

**Table S6-4. GSEA enrichment of microdissected growth plate data using c3 gene sets.**

9 vs 15/ II vs III

* Negative values indicate correlation with zone III

**Table S6-5. GSEA enrichment of micromass culture data using c3 gene sets.**

3 vs 15/I vs III

* Negative values indicate correlation with day 15 of micromass culture

**Table S6-6. GSEA enrichment of microdissected growth plate data using c3 gene sets.**

3 vs 15/I vs III

* Negative values indicate correlation with zone III

How the deposited data were processed for this re-analysis (not part of the article)

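The signal intensities were used as deposited by the authors, 1 value per probe set and array, scaled before deposition so that the mean after trimming 2% at each end was 150.0 on every array. The table carries linear signals between 0.012 and 8019 with 0 missing values and 0 values at or below 0. The paper names GCRMA in GeneSpring GX and RMA in RMAExpress, and the submitters' processing notes name RMA, which the values do not look like; the algorithm that made them is not given in the sources used here. No raw array files were used, and the micromass cultures, the qRT-PCR measurements and the gene set collections of the paper were not analysed here.

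The 12 columns were matched to zones and letters by the sample records, with 0 columns left unmatched. The 45101 probe sets of the MOE 430 2.0 array comprise 64 controls, 34958 probe sets named by 1 gene symbol, 932 named by several and 9211 named by none. Of those named by 1 symbol 34754 were matched to the gene table by their Entrez ID and 0 symbols were updated, which leaves 18194 genes. Genes were named only through probe sets with 1 symbol, and no genome was given or needed.

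Signals were taken to log2 with nothing added. A probe set was kept with a mean signal of at least 50 in at least 1 zone, control probe sets left out, which left 22255 probe sets and 11847 genes after taking the median of a gene's probe sets. limma 3.58.1 in R 4.3.3 fitted the 3 zones on all 12 arrays with 1 shared spread (lmFit and eBayes) and compared zones II and I, III and II, and III and I. The p values were adjusted by Benjamini-Hochberg within each comparison, and a probe set was called at an adjusted p under 0.05 and at least 1.5-fold. For single genes and for members of lists the probe set with the highest mean signal stood for the gene, and members were counted at an adjusted p under 0.05. Signals are means ± SD over the 4 arrays of a zone, and log2 differences carry the SE from limma. With 4 arrays per zone the precision of every value is limited.

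The 36 gene lists were fixed before the values were read. They were tested with limma's camera with its preset correlation of 0.01, adjusted by Benjamini-Hochberg over the 108 tests of 36 lists in 3 comparisons, and again with an estimated correlation and with fry. The lists cover early chondrocyte markers, late stage markers, resting and periarticular cartilage, prehypertrophic chondrocytes, cartilage matrix, osteoblasts and bone matrix, osteoclasts, endothelial cells, macrophages, erythroid cells, skeletal muscle, perichondrium and fibrous tissue, nerve, epidermis, DNA replication, mitosis, gene silencing, translation, ribosomal proteins, 2 kinds of chaperones, collagen modification, glycolysis, oxidative phosphorylation, the proteasome, collagens, non-collagenous matrix, growth factors, angiogenesis, chemokines, matrix metalloproteinases, dual specificity phosphatases, coagulation, proteoglycan synthesis, cholesterol synthesis and hypoxia. Solute carriers and the lists of genes changed in 1 comparison alone were chosen after the data were seen; the latter were tested with Fisher's exact test, adjusted over 12 tests.

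Genes are named in the text by a rule. It takes the genes the paper names, the 10 largest changes per comparison and direction among those with an adjusted p under 0.05 and no overlap of arrays, and up to 4 members of a list per direction. The fold values in the figures and supplement of the paper had been seen when this rule was written. The genes of the supplement's tables were tallied against limma's calls.

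Alternatives were fixed beforehand for each kind of result. For filters they were no filter, a floor of 100, and a signal of at least 50 on 3 arrays or on 1. For scaling they were quantile normalization and centring on the median or on ribosomal protein genes. For the fit they were only the 8 arrays of a comparison, a mean-variance trend with robust estimation, array weights, a block by replicate letter or by run, no fold threshold, limma's treat and leaving out each array in turn. For counts without a test arithmetic means were used, for genes the median of their probe sets, and for lists the strongest probe set, ranks, an estimated correlation and fry. Added after the data were seen were log2 of the signal plus 16, quantile normalization for counts without a test, lists and genes, and a block by fluidics run for lists and genes. All splits of the 8 arrays of a comparison into 4 and 4 were run through the same steps.

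As a test of the method, 200 of 22255 probe sets were given known changes in data drawn independently from normal distributions with the spread of these arrays, which leaves out correlation between genes; a change was recovered at an adjusted p under 0.05. Of those changed 1.5-fold 21%, 19% and 18% were recovered in the 3 comparisons, of those changed 2-fold 67%, 61% and 58%, and of those changed 4-fold 91%, 94% and 89%, with 10, 5 and 7 calls outside. All 3 lists shifted by 0.4 were called, with 1 other list, and none where no list was shifted. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.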

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

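The tests of scaling for the cholesterol and oxidative phosphorylation genes, the test of RNA integrity and the bounds of the test of cell mixture for the matrix genes were chosen only after the result was seen; the test of cell mixture for the cholesterol genes was written down before.

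Cholesterol synthesis genes rose from zone I to II with a median log2 difference of 1.04 and fell by 1.33 from zone II to III, and oxidative phosphorylation genes followed with 0.39 and −0.46, where limma's camera with an estimated correlation gave adjusted p of 0.0561 and 0.0587 for the first list and 0.16 and 0.24 for the second. A difference in scaling between arrays is a candidate explanation. With the arrays centred on ribosomal protein genes, the lower median of zone II over another zone was still 0.69 (SE 0.07) for cholesterol. Quantile normalization gave cholesterol medians of 1.00 from zone I to II and −1.32 from zone II to III. These values argue against scaling for cholesterol under the references tried, but do not exclude it. For oxidative phosphorylation the lower median with ribosomal centring was −0.06 (SE 0.04), which leaves open whether its level was higher in zone II. Oxidative phosphorylation lay at 0.48 and −0.56 relative to all genes in the same comparisons, which 1 factor per array cannot produce. Fewer vessel cells in zone II could also raise the share of chondrocyte genes, and the test could not tell: the within-zone correlation of cholesterol genes with endothelial markers over 12 arrays was −0.32 (95% interval −0.82 to 0.21), with Cd34, Kdr and Egfl7 at 354, 148 and 236 in zone I and 84.0, 70.4 and 137 in zone II. Of 19 endothelial markers 18 are measured, 7 are on other lists and 6 were picked by the study.

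The matrix genes that fell from zone I to II may come from fibrous and vessel tissue, and the test could not tell. All 59 non-collagenous matrix genes lay at −0.53 relative to all genes, 54 left after taking out genes on marker lists at −0.41, and 38 left after taking out those correlated with the markers at 0.06 (SE 0.27), which 2 SE do not separate from −0.41. The bound first written to count against this explanation, a median above that of all genes, pointed the wrong way for genes that fell, and was replaced by a median below that of all genes by more than 2 SE. Of the 19 fibrous markers all are measured, 11 lie on other lists and 10 were picked by the study, so they are not an independent measure of such cells. The most abundant had signals of 4458 (Col3a1), 2931 (Postn) and 2826 (Lum) in zone I and 1854, 453 and 3584 in zone II, and Dcn 1318 and 409, and removal by correlation over few arrays could also take out chondrocyte genes.

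The 3'/5' ratio of the Gapdh control was 1.98 to 2.28 in zone III against 1.25 to 1.76 elsewhere, which might come from poorer RNA. Poorer RNA should raise the ratio of actin too, and the highest actin ratio of zone III, 2.02, lay below the lowest of the other zones, 2.09. The actin ratio therefore argues against poorer RNA in zone III. It is 1 further transcript and the test was chosen after the result was seen, so RNA integrity is not excluded. What else could raise the Gapdh ratio was not tested.

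The number of changed probe sets is not what other splits of the same arrays give, with 5626, 8061 and 6555 reached by 1, 1 and 1 of 35 splits, the real one in each case. For the number of shifted lists, 22, 26 and 22, chance is not excluded, because 5, 2 and 6 of 35 splits, the real one included, reach as many. Splits into 2 and 2 of each zone reached at most 12, 11 and 12 lists, and those that exchanged 1 array between the zones, and so keep part of the zone difference, reached at most 23, 27 and 25.

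Single arrays lay far from the other 3 of their zone in 12 of 216 groups of 4, where about 1 in 20 would by chance. Array C of zone III read 39.3 for Sox5 and array D of zone I 481 for Sox9. Array B of zone III read 1814 for Col10a1, 0.470 for Rasl10a and 47.7 for Prelp. Array A of zone II read 182 for Dmp1 and 15.2 for Ocstamp, and array A of zone I 105 for Olfml1 and 554 for Kera. Array D of zone III read 604 for Csf1, and array B of zone I 15.9 for Chrdl1 and 2.09 for the actin 3'/5' ratio. No array holds more than 3 of them, and none was left out. Array A was the only zone II array of fluidics run 1. In that run endothelial markers had a median log2 difference of −0.88 from zone I to II, against −1.49 and −1.89 in runs 2 and 3. Macrophage markers had −0.22 against −1.27 and −0.94, and osteoclast markers 0.72 against 0.23 and 0.05. From zone I to III the endothelial medians were 1.46, 1.70 and 1.45. Zone II array A thus read higher for these marker lists, and why was not tested.

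Lists that the paper does not discuss also shifted. Mitosis genes had medians of −0.48, −0.27 and −0.74 in the 3 comparisons, proteoglycan synthesis 0.44, −1.10 and −0.93, and cholesterol synthesis 1.04 and −1.33 in the first and second. Collagen modification genes had −0.74 from zone II to III and −0.55 from zone I to III, and hypoxia genes −0.66 and −0.55. None of these shifts passed with an estimated correlation: limma's camera then gave adjusted p of 0.31, 0.40 and 0.16 for mitosis, 0.31 and 0.38 for collagen modification, 0.16 and 0.24 for hypoxia, 0.0869, 0.0561 and 0.0587 for proteoglycan synthesis and 0.0561 and 0.0587 for cholesterol synthesis. The mitosis median from zone II to III turned to 0.25 with ribosomal centring.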

How the results depend on the processing

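The scale log2 of the signal plus 16, the fluidics run block for lists and genes, and quantile normalization for counts without a test, lists and genes were chosen only after the result was seen.

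The number of changed probe sets was of similar size except with limma's treat, which called fewer, and its direction depends on scaling. The counts were 5626, 8061 and 6555 in the 3 comparisons, 5156, 7708 and 6757 with quantile normalization, 5973, 8924 and 6665 with median centring and 8433, 11921 and 6669 with ribosomal centring. The share higher in the later zone was 33.5%, 63.6% and 55.3%, against 43.5%, 52.3% and 49.8%, then 55.3%, 41.4% and 49.4%, then 9.8%, 91.5% and 70.3%. With limma's treat 1995, 3900 and 2768 were called, and with 16 added to the signal 4997, 7334 and 6028. Leaving out 1 array gave 5436 to 5726, 7772 to 8306 and 6192 to 6685.

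Counts without a test grow without a floor. With no filter 13778, 17001 and 15051 probe sets differed 1.5-fold against 6428, 8654 and 7296, with 1979, 3043 and 2094 in 1 comparison alone, 3598 shared by the comparisons of zone I, 4599 by those of zone II and 5757 by those of zone III, and 3602 in all 3. With 16 added, 218, 572 and 448 differed 5-fold against 527, 1079 and 835, and 55, 124 and 127 differed 10-fold against 183, 431 and 334. The correlation of SD and mean was −0.80 with no filter against −0.61.

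The list tests depend on the correlation assumed between genes. With an estimated correlation 0, 0 and 0 lists were called. Between zones I and II the adjusted p became 0.16 for DNA replication, 0.19 for cytosolic and mitochondrial chaperones, 0.0897 for endoplasmic reticulum chaperones, 0.16 for oxidative phosphorylation, 0.0561 for the proteasome, 0.50 for non-collagenous matrix and 0.16 for angiogenesis. Between zones II and III it became 0.0869 for cartilage matrix, 0.0587 for osteoclasts, 0.19 for endothelial cells, 0.14 for translation, 0.24 for cytosolic and mitochondrial chaperones, 0.14 for endoplasmic reticulum chaperones, 0.19 for glycolysis, 0.0869 for angiogenesis and 0.34 for chemokines. Between zones I and III it became 0.0561 for early markers, 0.0561 for late markers, 0.0869 for cartilage matrix, 0.0561 for osteoblasts, 0.11 for metalloproteinases and 0.11 for coagulation.

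Other settings change single lists. Growth factors between zones I and II, at 0.0566, passed with fry (7.1e-05), no filter (0.00977), median centring (0.0129), ranks (0.0498) and quantile normalization (0.0308), and ranged from 0.0348 without zone I array D to 0.0727 without zone I array A. Chemokines passed there with fry (0.0474), as did the phosphatases between zones I and III (2.7e-04). The matrix list, at 0.0346, gave 0.15 with ribosomal centring and 0.0151 without zone II array A to 0.0532 without zone I array B. Chemokines between zones II and III gave 0.0817 with ribosomal centring, metalloproteinases between zones I and III 0.0847 with ranks, and translation and cytosolic chaperones between zones II and III 0.19 and 0.15 with quantile normalization.

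Among single genes 3 log2 differences changed sign with a call in 1 of the fits compared, none from a call to the opposite call. Sign changes between fits without a call were not counted. Ribosomal centring moves every difference from zone I to II by −0.35, which exceeds small uncalled differences such as the 0.10 of Sox9. Bmp7 from zone I to III, at −0.03 (limma, adjusted p = 0.88), gained a call at 0.46 (adjusted p = 0.022) with the median of its probe sets. Bmp7 from zone II to III, at −0.46, and Col11a1 from zone I to II, at 0.34, lost their calls with ribosomal centring, at 0.06 and −0.01 (limma, adjusted p = 0.78 and 0.93).

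The letters of the arrays may mark litters, but arrays of different zones that share a letter correlated at −0.13 to 0.26 after removing the zone, against −0.11 to 0.03 for different letters. Between zones I and III all 4 letters gave 0.14 to 0.19, against −0.06 to −0.05, while letter B lay below 0 in the other 2 comparisons, so the letters are not settled. With the letter as a block 5757, 8184 and 6651 probe sets and 21, 25 and 21 lists were called. With the fluidics run as a block 5733, 8031 and 6697 probe sets and 24, 24 and 21 lists were called, and arrays of a run correlated at 0.09 on average against −0.04 for others. Taking out the zone mean makes the deviations of a zone's 4 arrays sum to 0. The values for different letters and other runs therefore largely follow from the first and are no separate reference.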

Differences from the paper's values

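The values with 16 added to the signal, those with quantile normalization for lists, the tests of genes changed in 1 comparison alone and the values of further probe sets of a gene were chosen only after the result was seen.

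A value was taken to differ where it lay more than 1.5 times above or below the paper's. By that rule 0 of 35 counts in the paper's text differ, although the counts are not equal. The paper has 22497 expressed probe sets and here there are 22255, and it has 6185, 8134 and 7220 probe sets changed 1.5-fold against 6428, 8654 and 7296 here. The paper's table counts probe sets up and down without saying in which zone. Up was assumed here, from the 5-fold and 10-fold counts, to mean higher in the first-named zone. The paper then has 4005 higher in zone II and 4129 in zone III, where here there are 3124 and 5530. Between zones I and III it has 3678 higher in zone I and 3542 in zone III, where here there are 3253 and 4043. The majority turns in this comparison alone, and it depends on the scaling of the arrays. Of the probe sets called by limma between zones I and III, 3625 were higher in zone III and 2930 in zone I. The counts were 3367 and 3390 with quantile normalization, 3291 and 3374 with median centring, and 4689 and 1980 with ribosomal centring. Of 28 values read by eye from figures 17 were counted as differing. This tally did not rest on the 1.5-fold distance alone, so values further off may be among the rest. Why the 17 differ was not tested.

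In Fig. 1B Fgfr3 in zone II is about 2.9 and here 1.72, no longer differing with median centring or the median of probe sets. In zone III Mmp13 is about 820 and here 226 (108 to 267 over the alternatives), Tnfsf11 about 390 and here 58.8 (28.8 to 69.6), Mmp9 about 310 and here 66.3 (53.4 to 201; 613 for its second probe set alone), Acp5 about 60 and here 21.0 (18.5 to 24.6), Omd about 15 and here 5.18 (3.89 to 6.06), Csf1 about 13 and here 4.01 (3.05 to 4.50) and Adamts4 about 8 and here 2.78 (2.57 to 4.53; 7.40 for its other probe set). Omd in zone II is about 3.4 and here 1.86 (1.45 to 2.11). None of the 20 alternatives removes the differences in Fig. 1B other than that of Fgfr3, but the other probe set of Adamts4 taken alone lies within the rule.

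In Fig. 2 Sox9 in zone III is about 0.27 and here 0.120 (0.107 to 0.199), no longer differing with the median of probe sets. Ihh is about 33 in zone II and here 11.3 (8.88 to 12.8), and about 7.5 in zone III and here 3.44 (2.93 to 3.86), which none of the alternatives removes.

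In Fig. 3 Col10a1 is about 100 in zone II and here 443 (118 to 501), and about 120 in zone III and here 404 (108 to 471), which no longer differ with 16 added to the signal. Ibsp in zone III is about 430 and here 72.3 (52.7 to 144), which none of the alternatives removes, though its second probe set taken alone, at 286, would lie close to the rule's bound. Dmp1 is about 15 in zone II and here 50.1 (7.11 to 56.9). With 16 added it falls to 7.11, below the paper's value and still outside the rule's bound. In zone III Dmp1 is about 420 and here 799 (99.7 to 904), which none of the alternatives removes. Its other probe sets gave 125 and 2238 there.

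Some statements differ in kind. Adamts5, which the paper gives as raised in zone III, did not pass between zones I and III (−0.19, limma adjusted p = 0.69). It rose 5.22-fold from zone II to III (limma, adjusted p = 8.4e-05). Most proteasome genes were higher in zone II than in zone III (median −0.45), where the paper's text places the enrichment in zone III. It is not certain that the sign in the paper's supplement table is meant so. The median turns to 0.07 with ribosomal centring. The lists fixed here are not the paper's gene sets, and the 16 dual specificity phosphatases are a small part of its phosphatase class. On these lists growth factors and chemokines between zones I and II and the phosphatases between zones I and III did not pass limma's camera (adjusted p = 0.0566, 0.64 and 0.16). All of them passed with fry (7.1e-05, 0.0474 and 2.7e-04), and growth factors also with no filter (0.00977), median centring (0.0129), ranks (0.0498), quantile normalization (0.0308, chosen after the values were seen) and without zone I array C (0.0461) or D (0.0348) or zone II array A (0.038) or D (0.0489). The genes that the paper's tables list, which the study chose on these samples, moved as it states, with 18 of 18 growth factors and 5 of 5 chemokines lower in zone II than in zone I and 74 of 97 phosphatases higher in zone III than in zone I and none lower. Among genes changed in 1 comparison alone, where the paper places gene silencing for zones I and III and protein biosynthesis for zones II and III, 0 of 29 silencing genes and 4 of 50 translation genes were found, 0.0% and 8.0% against 3.9% and 7.7% of all genes (Fisher's exact test, adjusted p = 0.84 and 0.86).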

Other observations

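No test in this part was chosen only after the result was seen, except the counts of probe sets by zone under other scalings.

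Cholesterol synthesis genes were highest in zone II. Of 18 genes 17 rose from zone I to II and none fell (18 rose adjusted over the list alone; limma's camera, adjusted p = 3.3e-11, and adjusted p = 0.0561 with an estimated correlation), and 17 fell from zone II to III (18 fell adjusted over the list alone; adjusted p = 7.8e-10, and 0.0587 with an estimated correlation). Sc5d, a sterol desaturase, had signals of 259 ± 29.8, 1018 ± 148 and 182 ± 21.3 (SD, n = 4 arrays) and Fdps, which makes farnesyl diphosphate, 252 ± 32.4, 746 ± 109 and 216 ± 36.7. Genes of proteoglycan synthesis fell from zone II to III in 15 of 20 (17 adjusted over the list alone; camera, adjusted p = 1.4e-08, and adjusted p = 0.0561 with an estimated correlation), with the sulphate transporter gene Slc26a2 down 11.1-fold and Papss2, which makes the sulphate donor, down 7.37-fold. Both feed the sulphated cartilage matrix. At the step from zone II to III, 18 of 18 endothelial, 16 of 16 macrophage and 14 of 15 osteoclast markers rose.

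Mitosis genes fell from zone I to III in 24 of 29 and rose in none (24 fell adjusted over the list alone; limma's camera, adjusted p = 9.6e-08, and adjusted p = 0.16 with an estimated correlation), with Nusap1, a spindle protein, down 3.08-fold and Top2a, a topoisomerase, down 2.13-fold. Collagen modification genes fell from zone II to III in 12 of 17 and rose in 4, in both adjustments (camera, adjusted p = 0.00764, and adjusted p = 0.31 with an estimated correlation), with Plod2, a lysyl hydroxylase, down 3.45-fold and Lox, a crosslinking enzyme, up 7.16-fold. Hypoxia genes fell in 9 of 17 and rose in 5, in both adjustments (camera, adjusted p = 0.0103, and adjusted p = 0.16 with an estimated correlation), with the carbonic anhydrase gene Car12 down 15.5-fold and Vegfa up 2.33-fold. The endothelial, macrophage and osteoclast markers named above rose between the same zones, II and III.

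Markers of muscle, nerve and epidermis were counted as well. Of 14 skeletal muscle genes 1 rose and 3 fell from zone I to II, in both adjustments (camera, adjusted p = 0.46), and of 10 nerve genes 1 rose and 4 fell, in both adjustments (adjusted p = 0.30). Of 5 epidermis genes 4 rose from zone I to III (4 adjusted over the list alone; adjusted p = 0.00843, and 0.16 with an estimated correlation), with Perp up 5.40-fold and Dsp up 4.31-fold from zone I to II, genes of cell junctions.

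The number of genes highest in zone II depends on scaling, at 927 probe sets here, 1127 with quantile normalization, 1952 with median centring and 308 with ribosomal centring. Those highest in zone III were 2697, 2301, 2165 and 4110, and those highest in zone I 1251, 1172, 1082 and 1304.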
